# Integrated analysis reveals FOXA1 and Ku70/Ku80 as targets of ivermectin in prostate cancer

**DOI:** 10.1038/s41419-022-05182-0

**Published:** 2022-09-01

**Authors:** Shidong Lv, Zeyu Wu, Mayao Luo, Yifan Zhang, Jianqiang Zhang, Laura E. Pascal, Zhou Wang, Qiang Wei

**Keywords:** Target identification, Endocrine cancer

## Abstract

Ivermectin is a widely used antiparasitic drug and shows promising anticancer activity in various cancer types. Although multiple signaling pathways modulated by ivermectin have been identified in tumor cells, few studies have focused on the exact target of ivermectin. Herein, we report the pharmacological effects and targets of ivermectin in prostate cancer. Ivermectin caused G0/G1 cell cycle arrest, induced cell apoptosis and DNA damage, and decreased androgen receptor (AR) signaling in prostate cancer cells. Further in vivo analysis showed ivermectin could suppress 22RV1 xenograft progression. Using integrated omics profiling, including RNA-seq and thermal proteome profiling, the forkhead box protein A1 (FOXA1) and non-homologous end joining (NHEJ) repair executer Ku70/Ku80 were strongly suggested as direct targets of ivermectin in prostate cancer. The interaction of ivermectin and FOXA1 reduced the chromatin accessibility of AR signaling and the G0/G1 cell cycle regulator E2F1, leading to cell proliferation inhibition. The interaction of ivermectin and Ku70/Ku80 impaired the NHEJ repair ability. Cooperating with the downregulation of homologous recombination repair ability after AR signaling inhibition, ivermectin increased intracellular DNA double-strand breaks and finally triggered cell death. Our findings demonstrate the anticancer effect of ivermectin in prostate cancer, indicating that its use may be a new therapeutic approach for prostate cancer.

## Introduction

Prostate cancer is the most frequently diagnosed cancer among men and ranks as the second leading cause of cancer-related deaths in the United States of America, with more than 240,000 diagnoses and over 34,000 deaths annually [1]. With surgical resection, in combination with androgen deprivation treatment (ADT) when necessary, the 5-year survival rate of early-stage prostate cancer is 98%. However, once the disease has progressed to castration-resistant prostate cancer (CRPC), the survival duration is only 1–2 years on average [2]. Due to androgen receptor (AR) overexpression, mutation, and splice variants, AR can be reactivated, resulting in resistance to current antiandrogen drugs [3]. Genetic alterations of AR have been reported in up to 57.78% of advanced prostate cancer cases [4]. Despite several strategies that have been proposed to improve this situation, the prognosis for patients with CRPC remains poor [5, 6], thereby highlighting the need to develop new therapeutic agents/approaches.

Drug repositioning is a highly studied alternative strategy for the discovery and development of anticancer drugs. This strategy identifies new indications for existing pharmacological compounds. Ivermectin is a macrolide antiparasitic drug with a 16-membered ring derived from avermectin [7], which was approved by the Food and Drug Administration (FDA) for the treatment of onchocerciasis in humans in 1978 [8]. To date, ivermectin has been used by millions of people worldwide and exhibits a wide margin of clinical safety [9]. Recently, several studies have explored the potential of ivermectin as a new cancer treatment [9–11]. In breast cancer, ivermectin decreases p21-activated kinase 1 (PAK1) expression by promoting its degradation and inducing cell autophagy [12]. In ovarian cancer, ivermectin can block the cell cycle and induce cell apoptosis through a Karyopherin-β1 (KPNB1) related mechanism [13]. In leukemia, ivermectin preferentially kills leukemia cells at low concentrations by increasing the influx of chloride ions into cells, which triggers plasma membrane hyperpolarization and reactive oxygen species (ROS) production [14]. These results not only confirm the promising effect of ivermectin but also reveal its safety for tumor suppression through the in vivo analysis. However, the detailed mechanism and target of ivermectin underlying ivermectin-mediated tumor suppression remain to be further elucidated.

Here, we showed that ivermectin suppresses prostate cancer progression efficiently both in vitro and in vivo. We applied integrated profiling, including RNA-seq and Thermal proteome, that found pioneer factor Forkhead Box Protein A1 (FOXA1) and Non-homologous End Joining (NHEJ) repair executer Ku70/Ku80 were strongly suggested as the direct target of ivermectin in prostate cancer. Ivermectin interacts with these two proteins and blocks their biological function, which results in blockade of AR signaling transcription, E2F1 expression, and deficiency of DNA double-strand break (DSB) repair system, and thereby leads to G0/G1 arrest and trigger synthetic lethality. Our findings demonstrate both the effect and target of ivermectin in prostate cancer comprehensively and systemically, indicating that the use of ivermectin may constitute a new therapeutic approach for prostate cancer.

## Results

### Ivermectin preferentially inhibited the viability of AR-positive prostate cancer cells

To evaluate the effect of ivermectin in prostate cancer, we analyzed cell viability using MTT assays in AR-positive prostate cancer cell lines, LNCaP, C4-2, and 22RV1, AR-negative prostate cancer cell lines DU145 and PC-3, and nontumorigenic BPH-1 cells and human prostate primary stromal cells from patients with benign prostatic hyperplasia (BPH) [15]. As is shown in Fig. 1, ivermectin markedly decreased the viability of all prostate cancer cells in a dose-dependent manner. Compared to tumor cells, the IC50 of ivermectin in primary BPH cells was much higher. Moreover, the effect of ivermectin was more dramatic in AR-positive prostate cancer cells than in AR-negative prostate cancer cells. The IC50 value was 2–3-fold lower in LNCaP and C4-2 cells than in DU145 and PC-3 cells. Meantime, the 22RV1 also showed a dramatic response to ivermectin, suggesting that AR variants did not compromise the effect of ivermectin. Overall, our data revealed that ivermectin exerted a profound suppression of prostate cancer across different stages of the disease.

**Fig. 1:**
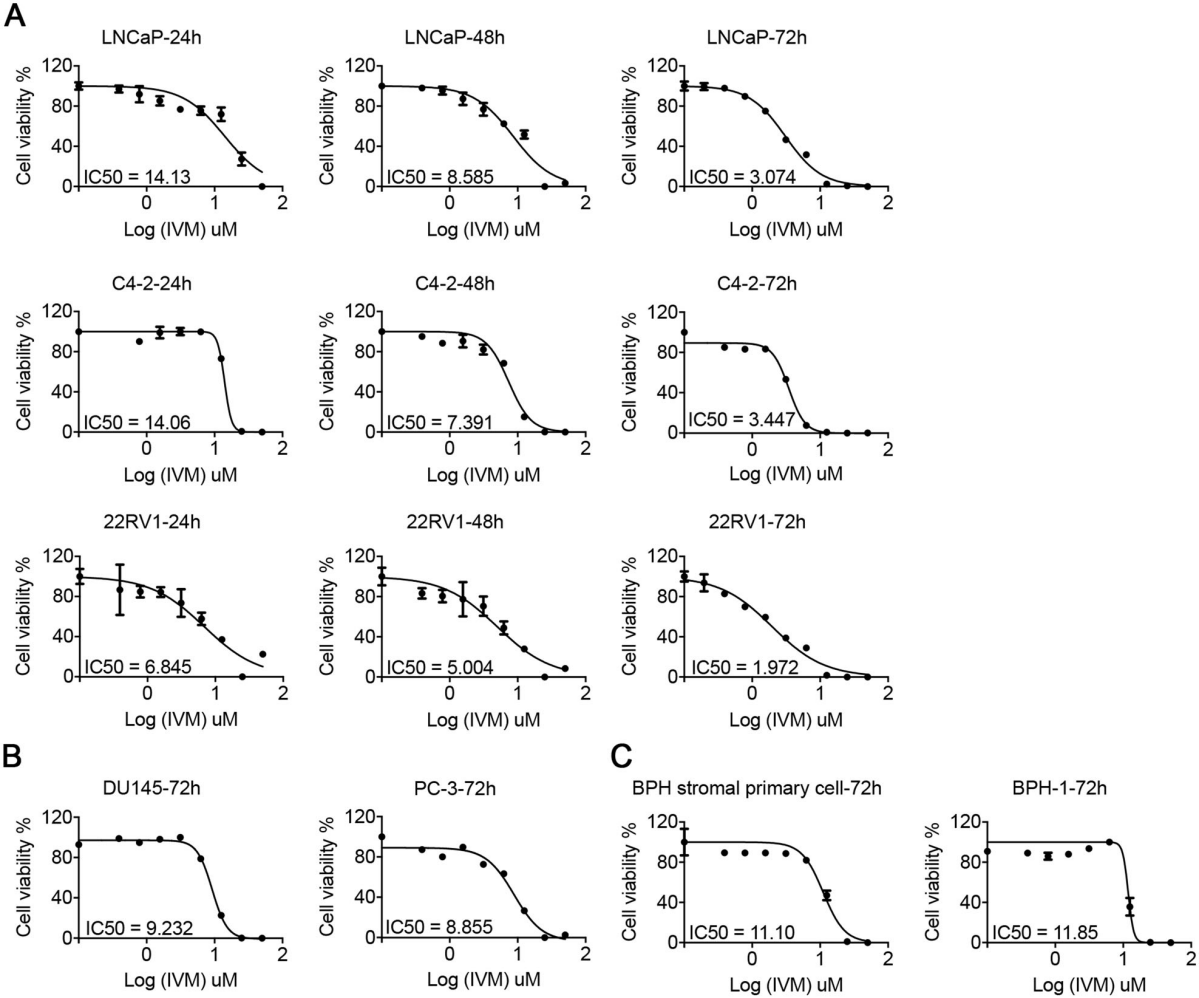
Ivermectin inhibited prostate cancer cell viability. Cell viability was measured by the MTT assay in AR-positive cells (LNCaP, C4-2, and 22RV1 (**A**), AR-negative cells (DU145 and PC-3) (**B**), and BPH-1 or prostate primary cells from BPH patients (**C**) treated with the indicated concentrations of ivermectin for either 24, 48, or 72 h.

### Ivermectin induced G0/G1 arrest, apoptosis, and DNA damage in prostate cancer cells

To further address ivermectin inhibition in prostate cancer cells, we explored the cell cycle distribution in response to ivermectin using flow cytometry. Consistent with the cell viability results, an ivermectin treatment of 48 h significantly arrested the cell cycle at the G0/G1 phase in LNCaP, C4-2, and 22RV1 cells (Fig. 2A). Meanwhile, in the high-dose group (12 μM), we observed marked sub-G1 peaks in C4-2 and 22RV1 cells, indicating that ivermectin could induce cell apoptosis (Supplementary Fig. S1A). Thus, we further explored the cell apoptosis rate after the ivermectin treatment using PI/annexin V staining. As expected, a high-dose ivermectin treatment for 48 h significantly induced apoptosis in LNCaP, C4-2, and 22RV1 cells (Fig. 2B and Supplementary Fig. S1A). In line with this, an obvious upregulation of apoptosis markers, cleaved-PARP, and cleaved-caspase-3, was detected in ivermectin-treated cells (Fig. 2C). Moreover, the colony formation further confirmed the significant cell suppression of ivermectin (Supplementary Fig. S2A).

**Fig. 2:**
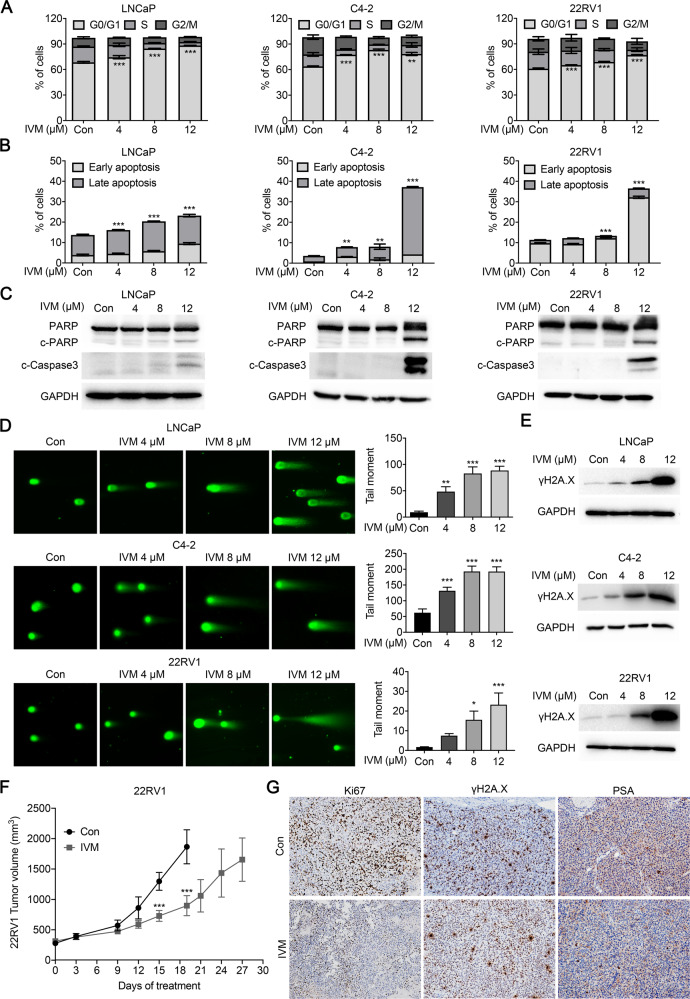
Ivermectin led to G0/G1 arrest, apoptosis, and DNA damage in prostate cancer. **A** The ivermectin arrest cell cycle at G0/G1 was measured by flow cytometry. LNCaP, C4-2, and 22RV1 cells were treated with ivermectin at 4, 8, and 12 μM for 48 h. **B** Ivermectin induced cell apoptosis detected by PI/Annexin V staining. Cells were treated as in A. The PI + /Annexin V + and PI-/Annexin V + cells were calculated as apoptotic cells. **C** Western blot analysis of PARP and cleaved-Caspase-3 (c-Caspase-3) in cells treated with ivermectin for 48 h. **D** Ivermectin increased DNA damage. DNA fragments were shown as comet images in alkaline gel electrophoresis. The tail moment was used to quantify the DNA damage in the treatment of ivermectin for 48 h. **E** Western blot analysis of γH2A.X in cells treated with the ivermectin for 48 h. **F** Tumor volume of 22RV1 xenografts after castration treated with vehicle (con) or ivermectin (10 mg/kg, *n* = 5 for each group). **G** Representative images of Ki67, γH2A.X, and PSA immunostaining, in 22RV1 tumors treated with vehicle or ivermectin.

Increased DNA damage is one of the most common characteristics of anticancer drugs. We used a comet assay to evaluate DNA damage levels after the ivermectin treatment. As is shown in Fig. 2D, the comet assay moment increased dramatically in a dose-dependent manner in ivermectin-treated LNCaP, C4-2, and 22RV1 cells. Moreover, an elevated expression of the DNA damage marker γH2A.X was observed after the ivermectin treatment in all three cell lines (Fig. 2D). DNA damage activates DNA damage response proteins, leading to senescence and apoptosis [16]. To understand better the cell fate after the ivermectin treatment, we also assayed cell senescence by β-galactosidase staining. An ivermectin treatment for 48 h had no obvious effect on senescence in any of the tested prostate cancer cell lines, LNCaP, C4-2, and 22RV1 (Supplementary Fig. S2B).

Based on the MTT assay, AR-negative DU145 and PC-3 cells were less sensitive to the ivermectin treatment. This observation was confirmed. Ivermectin treatment of 48 h had no markable effect on the cell cycle (Supplementary Fig. S3A), apoptosis, or DNA damage in DU145 cells (Supplementary Fig. S3B). Consistently, the comet assay showed that only a high-dose ivermectin treatment (12 μM) induced DNA damage, while low and median doses showed no effect (Supplementary Fig. S3C). The limited effects of ivermectin on the cell cycle, apoptosis, and DNA damage were also observed in PC-3 cells (Supplementary Fig. S3D and 3E).

22RV1 xenograft model was used to determine the effect of ivermectin on CRPC progression in vivo. Male mice bearing 22RV1 xenografts were castrated when tumors exceeded 300 mm^3^ and randomized to vehicle or ivermectin administered 10 mg/kg three times per week. Ivermectin significantly reduced 22RV1 tumor volume growth (*n* = 5, Fig. 2F), lowering Ki67 and PSA levels and increasing the γH2A.X level in tumor tissue (Fig. 2G and Supplementary Fig. S3F). In addition, the western blot analysis of tumor tissues further confirmed that ivermectin induced PCa cells' DNA damage and apoptosis in vivo (Supplementary Fig. S3G).

Taken together, these results revealed that ivermectin could inhibit prostate cancer progression in vitro and in vivo by inducing G0/G1 arrest, apoptosis, and DNA damage.

### Ivermectin inhibited AR signaling in prostate cancer cells

Cell viability and functional assays highlighted the close relationship between ivermectin and the AR signaling pathway. Western blotting showed that ivermectin markedly reduced AR and prostate-specific antigen (PSA) protein expression in LNCaP and C4-2 cells (Fig. 3A). Real-time quantitative reverse transcription PCR (RT-qPCR) analysis of AR downstream targets supported the inhibition of the AR signaling pathway by ivermectin (Fig. 3B). Moreover, in addition to full-length AR (AR-FL), ivermectin also reduced the expression of AR variants (ARVs) and AR downstream targets in 22Rv1 cells (Fig. 3C, D). We tested the effect of ivermectin on ARVs in two other cell lines, LN95 and VCaP. Similar to its effect on 22RV1 cells, ivermectin decreased the expression of AR-FL and ARVs, and increased the expression of cleaved-PARP and γH2A.X (Fig. 3E), indicating that ivermectin was a competent inhibitor of both AR-FL and ARVs. To further identify the inhibition role of ivermectin on AR signaling pathway, the R1881 induction assay was subsequently performed. As is shown in Fig. 3F, ivermectin could compete with the increased AR transcription activity after R1881 treatment. Interestingly, the R1881 treatment only partially reversed ivermectin-mediated cell apoptosis and DNA damage (Fig. 3F), suggesting that there was an AR-independent pathway for the effect of ivermectin in prostate cancer. This observation was supported by cell cycle analysis. Ivermectin arrested cells at the G0/G1 phase either with or without the R1881 treatment (Fig. 3G).

**Fig. 3:**
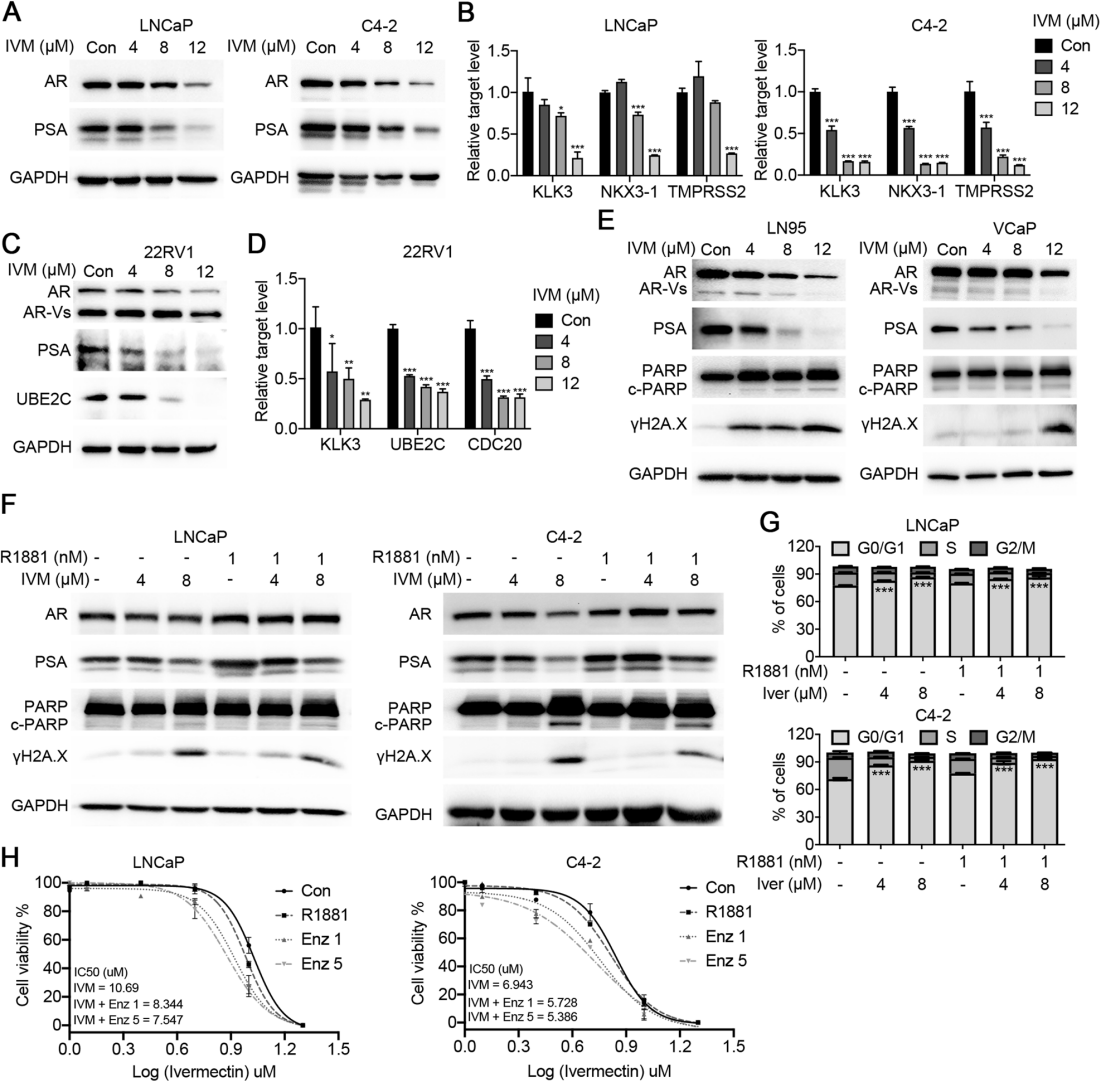
Ivermectin inhibited the FL-AR and AR-V7 signaling activity. **A** Western blot analysis of AR and PSA in LNCaP and C4-2 cells treated with ivermectin for 48 h. **B** RT-qPCR analysis of AR target genes (*KLK3*, *TMPRSS2*, and *NKX3*-1) in LNCaP and C4-2 cells treated with ivermectin for 48 h. **C** Western blot analysis of FL-AR, ARVs, PSA, and UBE2C in ivermectin-treated 22RV1 cells at 48 h. **D** RT-qPCR analysis of KLK3 and ARV target genes (*UBE2C* and *CDC20*) in 22RV1 cells treated with ivermectin for 48 h. **E** Western blot analysis of FL-AR, ARVs, PSA, PARP, and γH2A.X in the other two ARV-positive cells lines, LN95 and VCaP, treated with ivermectin for 48 h. **F** Western blot analysis of AR, PSA, PARP, and γH2A.X in LNCaP and C4-2 cells after the implementation of 4 μM and 8 μM of ivermectin with or without 1 nM R1881. **G** Ivermectin inhibited the cell cycle at G0/G1 in the presence of R1881. LNCaP and C4-2 cells were treated with ivermectin at 4 and 8 μM for 48 h in the absence or presence of 1 nM R1881. **H** Cell viability was measured by the MTT assay. LNCaP and C4-2 cells were treated with indicated concentrations of ivermectin for 48 h with or without 5 μM and 10 μM enzalutamide for 48 h.

In addition, we tested the combination of ivermectin and enzalutamide. The results showed that the IC50 of ivermectin in the combination treatment group was much lower than that in the ivermectin single drug group (Fig. 3H). Thus, the AR-dependent and AR-independent pathways would cooperate with each other for the tumor suppressive role of ivermectin. Together, our data indicate that ivermectin is a novel approach to suppressing AR signaling that drives resistance in CRPC.

### Ivermectin downregulated the expression of E2F targets

To further explore the molecular association of ivermectin action in prostate cancer, we characterized the transcriptional profile altered by ivermectin by performing RNA-seq in C4-2 and 22RV1 cells treated with two different doses of ivermectin in a regular medium. 

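RNA was sequenced from 18 libraries, with 3 replicates of each of 3 treatments in each cell line. The treatments were DMSO as the vehicle, 8 μM ivermectin and 12 μM ivermectin, with ivermectin given for 48 h. Total RNA was extracted with TRIzol, and the libraries were made with a NEBNext Ultra kit. For each cell line the authors deposited the number of reads counted on each gene in each library, without normalization. The aligner, the counting program, its strand setting and the genome build are not given in the sources used here. The C4-2 table lists 59321 features and the 22RV1 table 59085. In both tables, 58735 features carry the Ensembl gene identifiers of GENCODE v29, an annotation of GRCh38 from which the coordinates were taken. The others are numbered loci without an identifier, which took between 0.105% and 0.259% of the counts of a library. Libraries held between 15670926 and 33416621 counts. In C4-2 cells the range was 22933385 to 23549204 counts (median 23067938) in DMSO, 18861960 to 26304433 (median 22241519) at 8 μM and 18461826 to 24404070 (median 23802460) at 12 μM. In 22RV1 cells it was 28825145 to 33416621 (median 31526049) in DMSO, 17667763 to 23646835 (median 22261981) at 8 μM and 15670926 to 21955280 (median 18907848) at 12 μM. Replicates of each treatment differed by more than sampling noise in all 18 pairs, with a chi-square per degree of freedom between 3.02 and 29.0, and were counted as separate samples. In C4-2 cells, replicate 1 at 8 μM differed most from the others of its treatment (25.3 and 29.0, against 4.13 between those), as did replicate 2 at 12 μM (20.4 and 24.3, against 4.08).
The counts were scaled by edgeR's TMM method. Its default filter left out genes with too few counts and kept 18659 features in C4-2 cells and 18946 in 22RV1 cells. The 9 libraries of each cell line were fitted together, so that the 3 treatments shared an estimate of the spread. Each dose was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all features tested. The biological coefficient of variation was 0.105 in C4-2 cells and 0.0637 in 22RV1 cells. Differentially expressed genes (DEGs) were those with a log2 fold change above 1 or below −1 and an adjusted p under 0.05, the criteria in the paper's methods, which name no test for them. Expression values are given as CPM, the counts scaled to library size with the TMM factors.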

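KLK3 (ENSG00000142515, chromosome 19 from 50854915 to 50860764 of GRCh38), which encodes prostate-specific antigen, is induced by androgen. In C4-2 cells its expression was 397 ± 9.46 CPM (SD, n = 3) in DMSO, 158 ± 1.43 CPM at 8 μM ivermectin and 8.71 ± 0.788 CPM at 12 μM. The log2 fold change was −1.33 at 8 μM (standard error 0.0719, adjusted p = 2.36e-09, edgeR quasi-likelihood test) and −5.50 at 12 μM (standard error 0.0906, adjusted p = 3.11e-15). KLK2 (ENSG00000167751, chromosome 19 from 50861568 to 50880567) had log2 fold changes of −2.52 and −5.87. It is a close paralog of KLK3, and how reads matching both were counted is not known. The other genes of Supplementary Fig. S4A did not all fall at 8 μM. TMPRSS2 had a log2 fold change of 0.07 (standard error 0.0734, adjusted p = 0.455, edgeR quasi-likelihood test), which is within the replicate error. At 12 μM, TMPRSS2, SLC45A3, KLK4 and MYC were DEGs with log2 fold changes of −2.20, −2.52, −2.02 and −3.27. FKBP5 rose by 0.85 at 8 μM (standard error 0.106, adjusted p = 1.01e-05, edgeR quasi-likelihood test), and HK2 rose by 0.81 at 12 μM (standard error 0.0767, adjusted p = 1.66e-07). At 12 μM the log2 fold change of FKBP5 was 0.29 (adjusted p = 0.0238, edgeR quasi-likelihood test). With upper-quartile scaling, the alternative that moved it most, it was 0.08 (adjusted p = 0.524, range over the alternatives 0.00739 to 0.524). Leaving out a single library, either any DMSO replicate or replicate 3 at 12 μM, also took its adjusted p above 0.05 (0.0554, 0.0627, 0.0519 and 0.131, edgeR quasi-likelihood test).
In 22RV1 cells KLK3 was expressed at 4.89 ± 0.317 CPM in DMSO, and at 0.496 ± 0.0171 and 0.324 ± 0.0892 CPM with ivermectin (SD, n = 3 in each group). FKBP5, SLC45A3 and MYC fell at both doses, with log2 fold changes of −0.79, −1.76 and −2.89 at 8 μM and of −4.49, −1.43 and −2.98 at 12 μM. HK2 rose by 1.18 and 1.54. The response of FKBP5 differed between the cell lines, with a difference of −4.74 in its log2 fold change at 12 μM between 22RV1 and C4-2 cells (standard error 0.133, adjusted p = 1.53e-19, edgeR quasi-likelihood test of the interaction over all 18 libraries).

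**Figure D1:**
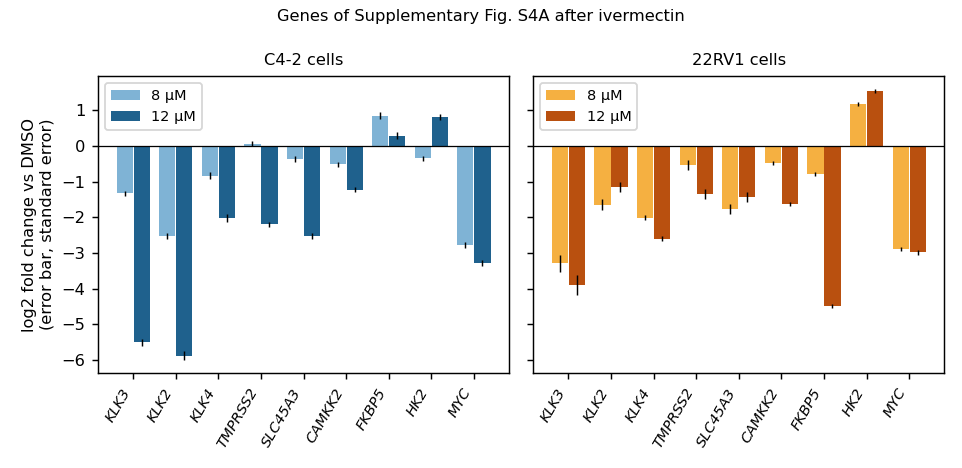
Log2 fold changes of genes of Supplementary Fig. S4A after 8 μM and 12 μM ivermectin against DMSO in C4-2 and 22RV1 cells, with standard errors from the fit as error bars (3 libraries per group). KLK3 in C4-2 cells lies at −1.33 and −5.50, while HK2 lies above 0 in 22RV1 cells at both doses.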

Through checking the expression of several downstream targets of FL-AR and ARVs, we confirmed the inhibitory effect of ivermectin on FL-AR and ARVs signaling (Supplementary Fig. S4A–S4C). Further gene set enrichment analysis (GSEA) [17] revealed the positive enrichment of hallmark gene sets associated with apoptosis (e.g., apoptosis and the P53 pathway), and the suppression of gene sets related to proliferation, cell cycle, and DNA damage repair (e.g., E2F targets, the mitoticspindle, MYC targets V1/2, the G2M checkpoint, and DNA damage repair; Fig. 4A). 

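The hallmark gene sets of MSigDB were not used here, and 14 lists of 20 to 68 genes took their place. The S phase and the G2 and M phase lists are those of the R package Seurat, and the others were compiled from general knowledge of each pathway. Each list was tested in the 4 comparisons of a dose with DMSO by limma's camera, a two-sided test of whether the genes of a list change apart from all other genes, with the correlation between genes preset at 0.01. The adjusted p of a list is Benjamini-Hochberg adjusted over the 56 tests, of which 44 were under 0.05. The G2 and M phase genes (54 genes) had a median log2 fold change of −1.34 in C4-2 cells at 8 μM (adjusted p = 4.52e-24, camera) and of −3.81 and −4.25 in 22RV1 cells at 8 and 12 μM (adjusted p = 7.60e-95 and 2.73e-56). In C4-2 cells at 12 μM the median was 0.23 (adjusted p = 0.0881, camera). There 24 genes of the list were higher and 10 lower than in DMSO by edgeR's quasi-likelihood test at an adjusted p under 0.05, with the same counts when adjusted over the list alone. This result changed sides of 0.05 between settings. Without the filter on low counts its adjusted p was 0.00345 (camera; range over the alternatives 3.51e-04 to 0.436), and without DMSO replicate 2 it was 0.0421 with a median of 0.25. MYC target genes (63 genes) were lower in C4-2 cells at 8 μM (median −0.77, adjusted p = 2.16e-24, camera) and 12 μM (−0.42, adjusted p = 0.00137), as in 22RV1 cells (−0.70, adjusted p = 1.22e-08, and −0.53, adjusted p = 0.0216). After removal of a trend with GC content and length from each library, the median in 22RV1 cells at 12 μM was −0.22 and did not pass (adjusted p = 0.0997, camera), while the other MYC target results did. The p53 target genes were higher, with medians of 0.57 and 0.96 in C4-2 cells (adjusted p = 1.96e-07 and 1.13e-12, camera) and of 0.51 and 0.41 in 22RV1 cells (adjusted p = 1.03e-06 and 1.59e-05).
Apoptosis genes, 6 of which are also p53 target genes, were higher in C4-2 cells, with medians of 0.18 (adjusted p = 0.0329, camera) and 0.34 (adjusted p = 0.0216). No change of the apoptosis list was detected in 22RV1 cells (adjusted p = 0.192 at 8 μM and 0.799 at 12 μM, camera). There its median and mean differed in sign, at −0.05 and 0.18 at 8 μM and at 0.04 and −0.05 at 12 μM, with the test pointing up at both doses, and the median at 8 μM turned to 0.05 with library-size scaling. Genes induced by TNF and NF-κB were higher in all 4 comparisons, with medians of 0.23 and 0.76 in C4-2 cells (adjusted p = 0.00721 and 1.93e-09, camera) and of 0.47 and 1.56 in 22RV1 cells (adjusted p = 5.50e-04 and 1.70e-13). All 44 of the tests under 0.05 held with fry, a rotation test, which passed 9 more. With the correlation between genes estimated from the data 32 of the 44 held, and those that did not were MYC targets in all but C4-2 cells at 8 μM, apoptosis genes in C4-2 cells, TNF and NF-κB genes at 8 μM, p53 targets in 22RV1 cells at 12 μM, cholesterol synthesis genes in C4-2 cells, the integrated stress response in C4-2 cells at 8 μM and the unfolded protein response in 22RV1 cells at 8 μM.

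**Figure D2:**
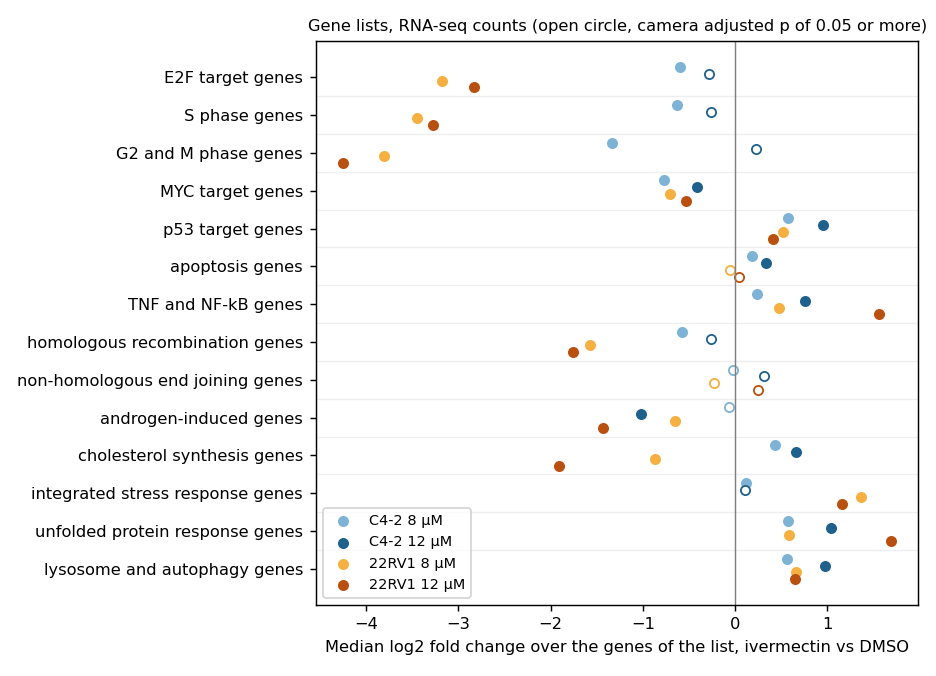
Median log2 fold change of the genes of each of the 14 lists after 8 μM and 12 μM ivermectin against DMSO in C4-2 and 22RV1 cells. Filled circles have an adjusted p under 0.05 (camera) and open circles do not, and the median of the G2 and M phase genes ranges from −4.25 in 22RV1 cells to 0.23 in C4-2 cells, both at 12 μM.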

After combining differentially expressed genes (DEGs) from these two cell lines, a total of 2997 concordant DEGs were identified (Fig. 4B) and the GSEA analysis was repeated. 

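In C4-2 cells, 2730 of the 18659 features tested were DEGs at 8 μM (1034 higher and 1696 lower than in DMSO) and 6453 at 12 μM (2378 higher and 4075 lower). In 22RV1 cells, 5760 of 18946 were DEGs at 8 μM (2812 higher and 2948 lower) and 8996 at 12 μM (4280 higher and 4716 lower). The direction of the calls in C4-2 cells at 12 μM depended on the scaling, with 36.9% of DEGs higher under TMM and 25.1% under upper-quartile scaling. The latter moved the median log2 fold change of all features from −0.05 to −0.26. Among the 16277 genes tested in both cell lines, 713 were DEGs in all 4 comparisons, of which 627 changed in the same direction in each (288 higher and 339 lower) and 86 did not. The criterion moved these counts most: with an adjusted p under 0.05 and no fold change criterion, 4893 genes passed in all 4 comparisons and 3295 of them in the same direction.
The comparisons of both doses share their DMSO libraries, which makes their fold changes correlate even without an effect. Across genes, which are not independent replicates, Pearson's r between the doses was 0.754 in C4-2 cells, against a mean of 0.494 in 10 simulations of unchanged groups, and 0.728 in 22RV1 cells, against 0.452. DEGs at both doses numbered 2164 in C4-2 cells (2151 in the same direction) and 4304 in 22RV1 cells (4139 in the same direction), where the simulations gave at most 1 and 0. The 4 fold changes had the same sign for 42.1% of the genes, against 21.9% in the simulations. Between the cell lines, r was 0.483 at 8 μM and 0.336 at 12 μM, and 89.9% of the 1204 genes that were DEGs in both cell lines at 8 μM changed in the same direction, as did 77.3% of 2890 at 12 μM.
APLN (ENSG00000171388, chromosome X from 129645259 to 129654937) was among the concordant DEGs that fell most, from 5.52 ± 1.33 CPM (SD, n = 3) in DMSO to 0.389 ± 0.244 and 0.0782 ± 0.0483 CPM in C4-2 cells, and from 760.3 ± 35.1 to 29.4 ± 1.86 and 2.77 ± 0.428 CPM in 22RV1 cells. SPX (ENSG00000134548, chromosome 12 from 21526307 to 21541249) was among those that rose most, with log2 fold changes of 3.04 and 4.92 in C4-2 cells (adjusted p = 2.96e-08 and 1.17e-11, edgeR quasi-likelihood test) and of 3.13 and 4.66 in 22RV1 cells (adjusted p = 1.40e-16 and 3.51e-20).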

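The E2F target list holds 68 genes, all of which were tested in both cell lines. Its median log2 fold change in C4-2 cells was −0.60 at 8 μM (adjusted p = 7.99e-10, camera) and −0.29 at 12 μM (adjusted p = 0.523). In 22RV1 cells it was −3.18 at 8 μM (adjusted p = 2.45e-109, camera) and −2.84 at 12 μM (adjusted p = 6.61e-54). Gene by gene, 5 were higher and 43 lower in C4-2 cells at 8 μM at an adjusted p under 0.05 (edgeR quasi-likelihood test), with the same counts when adjusted over the list alone. At 12 μM 21 were higher and 29 lower, or 21 and 30 adjusted over the list alone. All 68 were lower in 22RV1 cells at each dose, on both adjustments. The list was higher at 12 μM than at 8 μM in C4-2 cells, with a median of 0.52 between the doses (adjusted p = 9.92e-06, camera). The fall at 12 μM was larger in 22RV1 than in C4-2 cells, with a median difference of −2.71 (adjusted p = 3.67e-50, camera). For the list at 12 μM in C4-2 cells, fry, which does not compare with other genes, gave an adjusted p of 0.00562. That is the low end of the range over the alternatives, and the high end of 0.799 is from the S phase list put in its place (camera). Of the 36 genes with an adjusted p under 0.05 in all 4 comparisons (edgeR quasi-likelihood test), 28 were lower in each of them and 8 were higher in C4-2 cells at 12 μM. The concordant DEGs included 8 genes of the list, all lower.
E2F1 itself (ENSG00000101412, chromosome 20 from 33675683 to 33686404) was expressed at 17.7 ± 0.795 CPM (SD, n = 3) in DMSO in C4-2 cells, at 5.37 ± 0.217 CPM at 8 μM and at 10.7 ± 2.23 CPM at 12 μM. The log2 fold change was −1.73 at 8 μM (standard error 0.145, adjusted p = 2.01e-07, edgeR quasi-likelihood test) and −0.72 at 12 μM (standard error 0.137, adjusted p = 2.52e-04), and expression was higher at 12 μM than at 8 μM by 1.01 (adjusted p = 3.72e-05). In 22RV1 cells E2F1 fell from 181 ± 2.88 CPM to 4.19 ± 0.492 and 9.14 ± 0.607 CPM, a log2 fold change of −5.42 at 8 μM (standard error 0.0801, adjusted p = 2.62e-22, edgeR quasi-likelihood test) and −4.31 at 12 μM (standard error 0.0734, adjusted p = 7.67e-22).

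**Figure D3:**
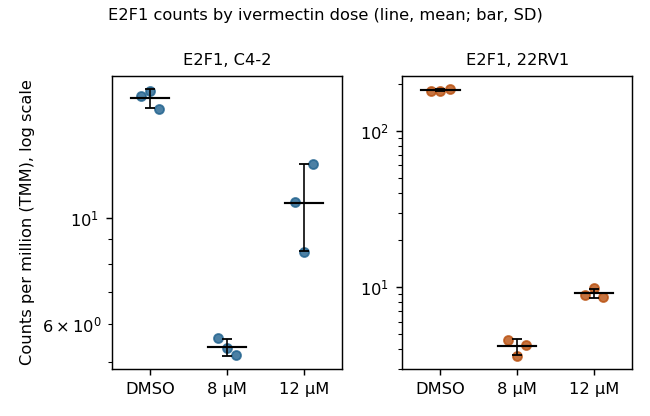
E2F1 expression in CPM, on a log axis, in each library of C4-2 and 22RV1 cells treated with DMSO, 8 μM or 12 μM ivermectin (points are libraries, 3 per group, and bars are means). In 22RV1 cells the mean falls from 181 to 4.19 CPM at 8 μM, and in C4-2 cells it is lowest at 8 μM, at 5.37 CPM.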

Among all the alterations, the E2F targets constituted the most dramatically and consistently downregulated set in both the C4-2 and 22RV1 cells (Fig. 4C). This observation was further confirmed by another database of transcription factor binding sites, TRANSFAC [18] (Fig. 4D). Moreover, our results showed that both the protein level (Fig. 4E) and mRNA level (Fig. 4F) of E2F1 decreased after administering the ivermectin treatment in a dose-dependent manner. 

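The TRANSFAC set of E2F1 targets was not used here, and the S phase list of Seurat served as a separate list, with 43 genes of which 31 are also in the E2F target list. In 22RV1 cells its median log2 fold change was −3.45 at 8 μM (adjusted p = 1.37e-67, camera) and −3.28 at 12 μM (adjusted p = 8.84e-35). In C4-2 cells, where 42 of the genes could be tested, it was −0.63 at 8 μM (adjusted p = 1.89e-07, camera). At 12 μM it was −0.26 and not distinguishable from the other genes (adjusted p = 0.799; range over the alternatives 0.275 to 0.967). The number of S phase genes lower at an adjusted p under 0.05 (edgeR quasi-likelihood test) was 27 at 8 μM and 17 at 12 μM in C4-2 cells, against 43 and 42 in 22RV1 cells, and 3 and 13 were higher in C4-2 cells. Adjusted over the list alone, the numbers lower were 27, 18, 43 and 42 and the numbers higher 3 and 14. The response at 8 μM differed between the cell lines, with a median difference of −2.31 (adjusted p = 5.48e-44, camera on the interaction over the 18 libraries). In the paper, E2F targets fell in both gene set collections, E2F1 mRNA and protein fell with dose, and no interaction of E2F1 with ivermectin was found by CETSA (Fig. 4C to 4G). From these data together, the paper proposes that ivermectin targets other proteins, which regulate the transcription of E2F1.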

E2F1 activity is important to drive the cell cycle from the G1 to the S-phase [19], consisting of our findings in cell functional analysis. To further explore the interaction between ivermectin and E2F1, the CETSA [20, 21] was performed. However, we failed to identify the interaction between ivermectin and E2F1 in C4-2 cells (Fig. 4G), indicating E2F1 was not a direct target of ivermectin. Collectively, these data suggested that ivermectin could target other proteins that regulate E2F1 expression at the transcriptional level.

**Fig. 4:**
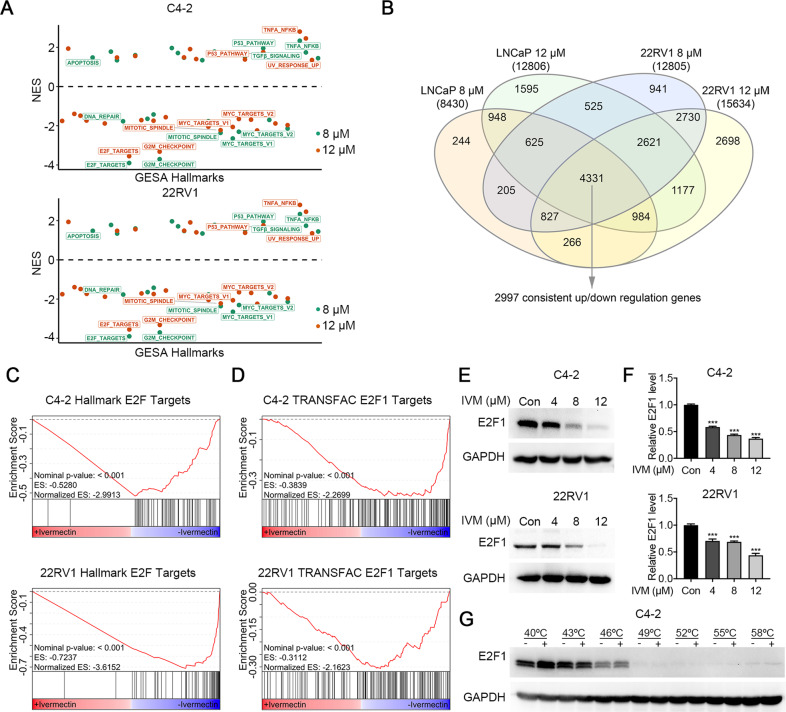
Ivermectin repressed E2F targets. **A** Normalized-enrichment scores (NES) of GSEA hallmark gene sets for all four comparation in C4-2 and 22RV1 cells. Significant gene sets comparing ivermectin versus vehicle (*P* value < 0.05) are labeled. **B** Venn diagram indicating the number of DEGs between C4-2 and 22RV1 cells. **C**, **D** The GSEA of C4**-**2 and 22RV1 concordant altered genes highlighted that hallmark E2F targets (**C**) and TRANSFAC E2F1 targets (**D**) were repressed by ivermectin. **E**, **F** The protein (**E**) and mRNA (**F**) expression of E2F1 decreased in C4-2 and 22RV1 cells treated with ivermectin. **G** Western blots showing thermostable E2F1 following indicated heat shocks in the presence (+) or absence (−) of 50 μM ivermectin in C4-2 cells.

### Ivermectin interacted and blocked the function of pioneer factor FOXA1

FOXA1 is a pioneer transcription factor that functions to loosen the compact chromatin to facilitate the binding of steroid receptors such as estrogen receptors and AR [22]. A recent study showed that FOXA1 could promote G1 to the S-phase transit by acting as an upstream regulator of E2F1 [23]. These findings, along with the effect of ivermectin on prostate cancer, suggest that FOXA1 is a potential candidate target of ivermectin. To address this, the first step was to analyze the effect of ivermectin on FOXA1-regulated genes. We reanalyzed the RNA-seq data by GSEA. Using a FOXA1 gene signature from ChIP-seq [24], we found that both FOXA1 and FOXA1/AR consensus binding genes were significantly downregulated after ivermectin treatment in C4-2 cells (Supplementary Fig. S5A). 

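The FOXA1 binding signature from ChIP-seq was not used here. FOXA1 itself (ENSG00000129514, chromosome 14 from 37589984 to 37596059) was expressed in C4-2 cells at 549 ± 8.98 CPM (SD, n = 3) in DMSO. At 8 μM ivermectin FOXA1 was at 327 ± 16.5 CPM, a log2 fold change of −0.75 (standard error 0.0696, adjusted p = 5.72e-07, edgeR quasi-likelihood test), and at 12 μM it was at 53.1 ± 1.31 CPM, a log2 fold change of −3.37 (standard error 0.0770, adjusted p = 3.15e-14). A list of 44 genes induced by androgen had a median log2 fold change of −0.07 at 8 μM (adjusted p = 0.0652, camera) and −1.02 at 12 μM (adjusted p = 1.32e-15). In the list 13 genes were higher and 18 lower at 8 μM at an adjusted p under 0.05 (edgeR quasi-likelihood test), and 8 were higher and 30 lower at 12 μM, or 13 and 20, and 8 and 30, adjusted over the list alone. The result at 8 μM was under 0.05 with fry (adjusted p = 0.00259), with preranked GSEA (adjusted p = 0.0120) and without replicate 2 at 8 μM (median −0.14, adjusted p = 0.0351, camera), with a range of 0.00259 to 0.392 over the alternatives. After removal of a trend with GC content and length it was also under 0.05 (adjusted p = 0.0228, camera), and with thinned libraries or without mitochondrial genes it was not (adjusted p = 0.0726 and 0.0692). Between 8 and 12 μM the list fell by a median of 0.86 (adjusted p = 5.33e-26, camera).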

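CDKN3, CDCA2 and CAMKK2 are FOXA1-induced genes of which the paper also measured the mRNA (Fig. 5B). CDKN3 (ENSG00000100526, chromosome 14 from 54396849 to 54420218) was expressed in C4-2 cells at 10.9 ± 0.685 CPM (SD, n = 3) in DMSO, 10.0 ± 1.19 CPM at 8 μM ivermectin and 35.7 ± 5.67 CPM at 12 μM. Its log2 fold change was −0.13 (standard error 0.133, adjusted p = 0.454, edgeR quasi-likelihood test), within the replicate error, and then 1.71 (standard error 0.127, adjusted p = 1.19e-08). CDCA2 (ENSG00000184661, chromosome 8 from 25458997 to 25507920) went from 3.01 ± 0.332 CPM in DMSO to 1.59 ± 0.163 and 5.33 ± 0.492 CPM, log2 fold changes of −0.93 (standard error 0.206, adjusted p = 0.00162, edgeR quasi-likelihood test) and 0.82 (standard error 0.188, adjusted p = 0.00119). CAMKK2 (ENSG00000110931, chromosome 12 from 121237691 to 121298308) fell at each dose, from 106 ± 6.17 to 73.9 ± 3.51 and 45.2 ± 1.61 CPM, with log2 fold changes of −0.51 (standard error 0.0730, adjusted p = 3.60e-05, edgeR quasi-likelihood test) and −1.22 (standard error 0.0749, adjusted p = 1.31e-09). Expression at 12 μM was above that at 8 μM for CDKN3 (log2 difference 1.83, adjusted p = 2.30e-08, edgeR quasi-likelihood test) and CDCA2 (1.75, adjusted p = 3.45e-06), and below it for CAMKK2 (−0.71, adjusted p = 1.43e-06). The other genes of the FOXA1 signature were not tested as a set. CDCA2 is also in the G2 and M phase list, which had medians of −1.34 at 8 μM and 0.23 at 12 μM in C4-2 cells. Its changes thus cannot be assigned to FOXA1 alone.

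**Figure D4:**
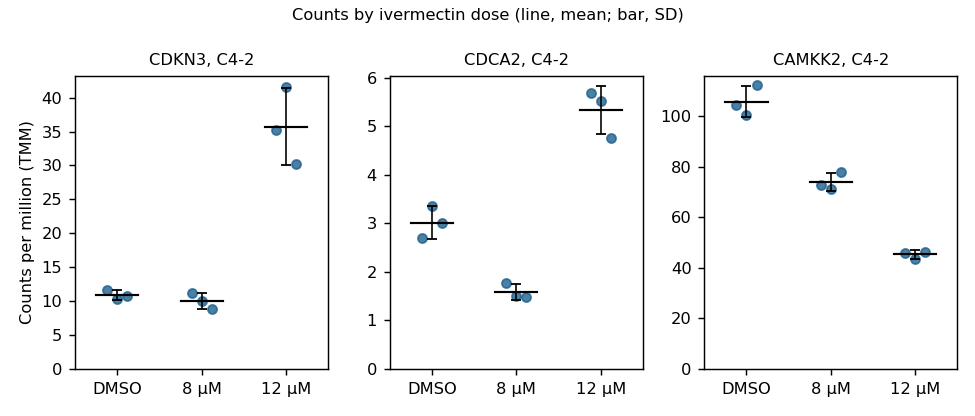
Expression of CDKN3, CDCA2 and CAMKK2 in CPM in each C4-2 library by treatment (points are libraries, 3 per group, and bars are means). At 12 μM the mean of CDKN3 is 35.7 CPM against 10.9 CPM in DMSO, and that of CAMKK2 is 45.2 CPM against 106 CPM.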

Meantime, using another FOXA1 gene signature that was identified in the absence of androgens [25], we found the genes induced by FOXA1 significantly overlapped with those repressed by ivermectin (Fig. 5A, left). This observation was confirmed by RT-qPCR. FOXA1-induced genes decreased significantly in the ivermectin-treated group (Fig. 5B, left). However, the alteration of FOXA1-repressed genes was not significant (Fig. 5A, right). In contrast to FOXA1-induced genes, FOXA1-repressed genes oppose the action of AR signaling and are reported to correlate with epithelial-mesenchymal transformation (EMT) [25]. 

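MET, SOX9 and MMP7 are FOXA1-repressed genes associated with EMT, and all were weakly expressed in C4-2 cells. MET (ENSG00000105976, chromosome 7 from 116672390 to 116798386) was at 2.83 ± 1.49 CPM (SD, n = 3) in DMSO, 1.41 ± 0.111 CPM at 8 μM ivermectin and 2.20 ± 0.498 CPM at 12 μM. The log2 fold change of MET was −0.99 (standard error 0.340, adjusted p = 0.0248, edgeR quasi-likelihood test) at 8 μM and −0.38 (standard error 0.330, adjusted p = 0.322) at 12 μM. The result at 8 μM rested on single libraries: without DMSO replicate 2 the log2 fold change was −0.50 (adjusted p = 0.206, edgeR quasi-likelihood test). Without replicate 1, 2 or 3 at 8 μM the adjusted p was 0.0554, 0.0533 and 0.0621 (range over the alternatives 0.00446 to 0.206). SOX9 (ENSG00000125398, chromosome 17 from 72121020 to 72126420) was at 3.29 ± 0.829 CPM in DMSO and at 1.92 ± 0.675 and 0.328 ± 0.214 CPM with ivermectin, with log2 fold changes of −0.80 (standard error 0.354, adjusted p = 0.0735, edgeR quasi-likelihood test) and −3.34 (standard error 0.448, adjusted p = 7.56e-06). At 8 μM its adjusted p was under 0.05 without the filter on low counts (0.0355, edgeR quasi-likelihood test), with only the libraries compared in the fit (0.0397), without DMSO replicate 2 (0.0345) and without replicate 1 at 8 μM (0.0306), in a range over the alternatives of 0.0306 to 0.269. MMP7 (ENSG00000137673, chromosome 11 from 102520508 to 102530753) had 2 counts over the 3 DMSO libraries, 5 over those at 8 μM and 0 over those at 12 μM, too few to detect a difference at this depth, where 3 counts over the DMSO group amount to 0.0419 CPM. That limit covers counting error only.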

RT-qPCR showed that the expression of EMT-related genes, including *MET*, *MMP7*, and *SOX9*, decreased (Fig. 5B, right). Moreover, the western blot results showed that the expression of N-cadherin decreased consistently after the ivermectin treatment, while the expression of FOXA1 decreased only slightly (Fig. 5C). These results indicate that ivermectin could inhibit FOXA1 signaling activity without promoting cancer metastasis, unlike other drugs targeting FOXA1 [26].

**Fig. 5:**
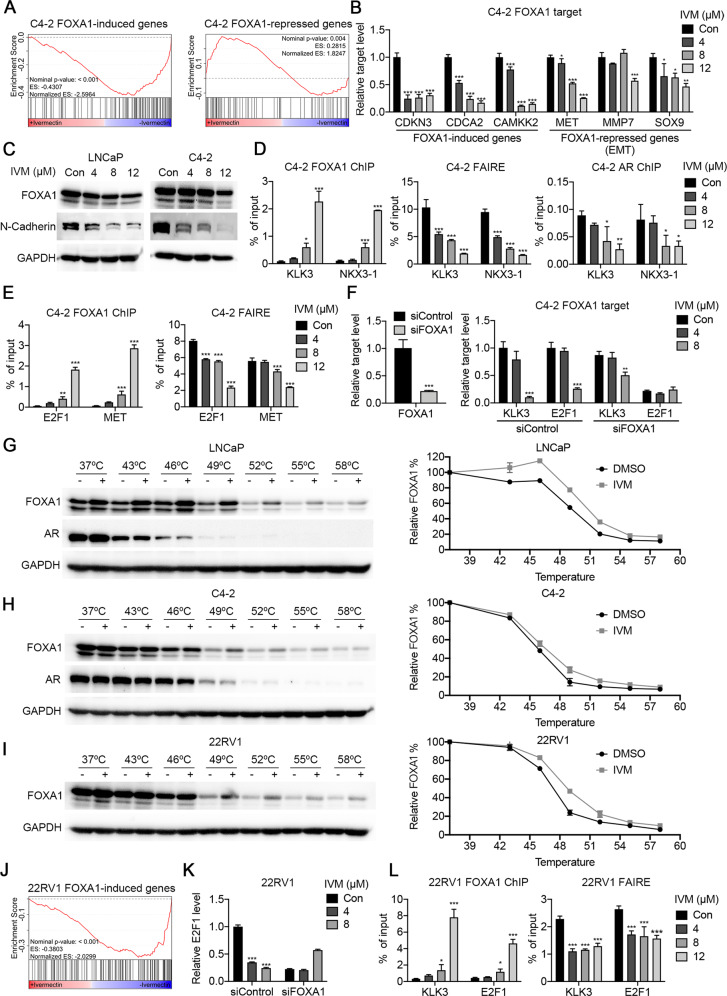
Ivermectin interacted with FOXA1 to block pioneer factor activity. **A** GSEA showed that genes induced by FOXA1 were inhibited by ivermectin in C4-2 cells. **B** RT-qPCR analysis of FOXA1 induced genes (*CDKN3*, *CDCA2*, and *CAMKK2*) and FOXA1 repressed EMT-associated genes (*MET*, *MMP7*, and *SOX9*) in C4-2 cells treated with ivermectin for 48 h. **C** Western blot analysis of FOXA1 and N-cadherin in LNCaP and C4-2 cells treated with ivermectin for 48 h. **D** ChIP–qPCR analysis for FOXA1 or AR occupancy, and FAIRE–qPCR analysis of chromatin accessibility at a target regulated by AR and FOXA1 (KLK3 and NKX3-1) in C4-2 cells treated with ivermectin. **E** ChIP–qPCR analysis for FOXA1 and FAIRE-PCR analysis of chromatin accessibility at a target regulated by FOXA1 (E2F1 and MET) in C4-2 cells treated with ivermectin. **F** FOXA1 knockdown impaired the ivermectin-repressed expression of KLK3 and E2F1 genes. mRNA levels were measured 48 h after the implementation of the ivermectin treatment and siRNA transfection by RT-qPCR in C4-2 cells. **G**, **H** Western blots showing thermostable FOXA1 and AR following indicated heat shocks in the presence (+) or absence (−) of 50 μM ivermectin in LNCaP (**G**) and C4-2 (**H**) cells. **I** Western blots showing thermostable FOXA1 following indicated heat shocks in the presence (+) or absence (−) of 50 μM ivermectin in 22RV1 cells. **J** GSEA showed the inactivation of FOXA1 induced genes in 22RV1 cells after the ivermectin treatment. **K** RT-qPCR analysis of FL-AR and ARv7 in 22RV1 cells treated with ivermectin for 48 h. **L** ChIP–qPCR analysis for FOXA1 and FAIRE–qPCR analysis of chromatin accessibility at KLK3 and E2F1 in 22RV1 cells treated with ivermectin.

Next, we explored how ivermectin inhibited FOXA1 expression in prostate cancer. ChIP–qPCR and FAIRE–qPCR were performed to explore DNA binding and chromatin accessibility alterations [27, 28]. As shown in Fig. 5D, the ivermectin treatment increased FOXA1 binding and decreased chromatin accessibility and AR binding on the ARE + FKHD sites of KLK3 and NKX3-1. Similar changes on the ARE + FKHD sites have also been reported by Jin et al. [27]. The authors concluded that excessive FOXA1 enlarges open chromatin regions, which serve as reservoirs that retain AR via abundant half-AREs, thereby reducing AR availability for specific sites. However, we found that although the FOXA1 binding of FKHD-only sites (E2F1 and MET) increased, chromatin was less accessible (Fig. 5E). These results were confirmed using the specific ARE + FKHD sites and FKHD-only sites derived from AR and FOXA1 ChIP-seq analysis (Supplementary Fig. S5B) [27]. Increased FOXA1 binding and decreased chromatin accessibility were observed after the ivermectin treatment (Supplementary Fig. S6A and S6B). In addition, FOXA1 siRNA transfection alleviated the effect of ivermectin on KLK3 and E2F1 mRNA expression (Fig. 5F). The ivermectin-induced cell cycle arrest, apoptosis, and DNA damage were also partially reversed (Supplementary Fig. S6C and S6D). Based on these findings, we considered that FOXA1 might be locked on chromatic but unable to loosen the compact chromatin in the presence of ivermectin, thereby inhibiting the transcription of FOXA1 targets, including E2F1 and AR signaling.

Third, the interaction between FOXA1 and ivermectin was evaluated using CETSA. Our results showed that ivermectin caused the thermal stabilization of FOXA1 in LNCaP and C4-2 cells, but did not affect the thermal stability of AR (Fig. 5G and H). An isothermal drug-response fingerprinting (ITDRF) assay showed a fingerprint consistent with the target engagement of ivermectin (Supplementary Fig. S6E, left). 

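CDKN3, CDCA2 and CAMKK2 are FOXA1-induced genes, and in 22RV1 cells each fell with ivermectin. CDCA2 is also in the G2 and M phase list, which had medians of −3.81 and −4.25 in these cells, so its fall cannot be assigned to FOXA1 alone. CDKN3 was expressed at 49.8 ± 0.868 CPM (SD, n = 3) in DMSO, 5.24 ± 0.816 CPM at 8 μM and 2.19 ± 0.0133 CPM at 12 μM, log2 fold changes of −3.26 (standard error 0.0973, adjusted p = 1.21e-17, edgeR quasi-likelihood test) and −4.50 (standard error 0.115, adjusted p = 3.82e-19). CDCA2 went from 55.6 ± 0.922 CPM to 3.06 ± 0.339 and 1.83 ± 0.364 CPM, log2 fold changes of −4.19 (standard error 0.104, adjusted p = 5.68e-19, edgeR quasi-likelihood test) and −4.90 (standard error 0.117, adjusted p = 1.29e-19). For CAMKK2 the values were 91.8 ± 2.02, 66.5 ± 1.69 and 29.7 ± 1.502 CPM, and the log2 fold changes −0.46 (standard error 0.0555, adjusted p = 1.71e-07, edgeR quasi-likelihood test) and −1.63 (standard error 0.0603, adjusted p = 2.32e-16). The change of CDKN3 at 12 μM differed between the cell lines, by −6.17 between 22RV1 and C4-2 cells (standard error 0.183, adjusted p = 3.71e-19, edgeR quasi-likelihood test of the interaction). FOXA1 mRNA fell from 367 ± 15.8 CPM to 246 ± 4.11 and 53.1 ± 2.24 CPM, with log2 fold changes of −0.58 (standard error 0.0516, adjusted p = 1.86e-09, edgeR quasi-likelihood test) and −2.79 (standard error 0.0575, adjusted p = 1.10e-20). Androgen-induced genes, of which 43 could be tested in 22RV1 cells, had medians of −0.66 at 8 μM (adjusted p = 0.00129, camera) and −1.43 at 12 μM (adjusted p = 1.22e-08). Of these, 8 were higher and 28 lower at 8 μM and 9 higher and 32 lower at 12 μM (edgeR quasi-likelihood test, adjusted p under 0.05), or 8 and 29, and 9 and 32, adjusted over the list alone.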

Increased thermal stability of FOXA1 (Fig. 5I, Supplementary Fig. S6E, right) and downregulation of FOXA1 target genes (Fig. 5J) were also identified in 22RV1 cells. In line with the results obtained for C4-2 cells, the effect of ivermectin on E2F1 expression was blocked by FOXA1 knockdown (Fig. 5K). Meanwhile, increased FOXA1 interaction decreased accessibility, and AR binding was observed in 22RV1 cells (Fig. 5L). Thus, ivermectin could target FOXA1 and reduce accessibility in ARV-positive situations.

### The TPP-TR assay revealed that Ku70/Ku80 were additional targets of ivermectin

It is difficult to explain such remarkable cell inhibition after the ivermectin treatment via only targeting FOXA1. Many studies have revealed that ivermectin affects multiple signaling pathways in tumor cells and has been labeled as a “multitargeted” drug [9]. Herein, we performed CETSA in a temperature-range thermal proteome profiling (TPP-TR) format, in which protein stability is probed by a mass spectrum, to explore the target of ivermectin drugs comprehensively [29–33]. The 22RV1 cells were either treated or not with ivermectin (50 μM), and 4433 complete melting curves were obtained (Fig. 6A). The proteins with melting temperature differences (ΔTm) greater than ± 3 °C were then screened and subjected to KOBAS KEGG/GO analysis [34]. We found that targets related to the NHEJ repair pathway (KEGG) and cellular response to gamma radiation (GO) were significantly enriched (Fig. 6B). Ku70/Ku80 are important proteins for NHEJ repair. They form heterodimers and recruit DNA-protein kinase catalytic subunits (DNA-PKcs) to the damaged sites that initiate the rejoining of DSB ends [35]. The elevated thermal stabilization of Ku70/Ku80 was detected by TPP-TR (Fig. 6C) and confirmed by classic CETSA (Supplementary Fig. S7A), strongly indicating a direct interaction between ivermectin and the two NHEJ repair proteins. Moreover, we performed CETSA and ITDRF in LNCaP and C4-2 cells. Consistently, the ivermectin treatment increased the thermal stabilization of Ku70/Ku80 (Fig. 6D, E, Supplementary Fig. S7B and 7C). Together, these findings show that Ku70/Ku80 are additional targets of ivermectin.

**Fig. 6:**
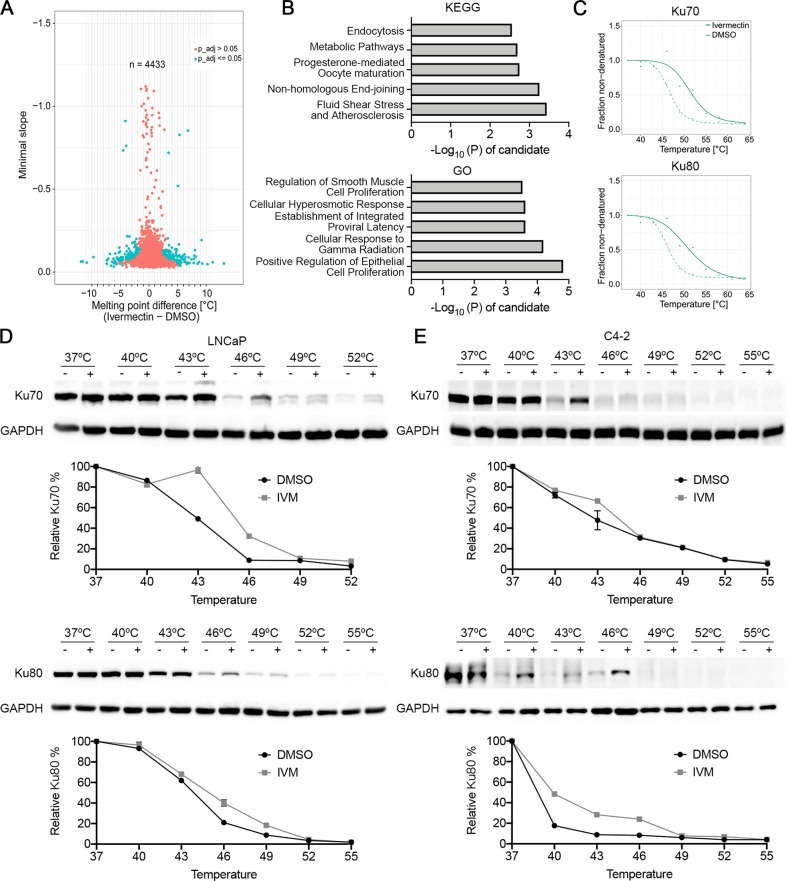
Ivermectin targeted to Ku70/Ku80. **A** Volcano plot of melting point difference calculated from the ivermectin versus DMSO controls in living 22RV1 cells. Blue circles represent significant melting temperature differences and red circles show all remaining proteins. **B** KEGG and GO pathways by KOBAS showed the enrichment pathway of the proteins with the melting temperature difference (ΔTm) more than ±3 °C. **C** Melting curves for Ku70/Ku80 generated from mass spectrum in 22RV1 cells. **D**, **E** Western blots showing thermostable Ku70/Ku80 following indicated heat shocks in the presence (+) or absence (−) of 50 μM ivermectin in LNCaP (**D**) and C4-2 (**E**) cells.

Next, we examined whether the interaction between ivermectin and Ku70/Ku80 influences DNA DSB repair efficiency. The GSEA of gene ontology (GO) gene set revealed ivermectin could decrease the expression of genes associated with DNA repair, with pathway enrichment for DNA recombination repair, DNA recombination, and double-strand break repair (Fig. 7A). 

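The gene ontology sets of the paper were not used here, and repair by each pathway was examined with a list of 42 homologous recombination genes and a list of 20 non-homologous end joining genes. Homologous recombination genes had a median log2 fold change of −0.58 in C4-2 cells at 8 μM (adjusted p = 6.17e-06, camera) and of −0.26 at 12 μM (adjusted p = 0.423). In 22RV1 cells the medians were −1.58 at 8 μM (adjusted p = 1.47e-15, camera) and −1.76 at 12 μM (adjusted p = 1.32e-08). Genes of this list lower at an adjusted p under 0.05 (edgeR quasi-likelihood test) numbered 27 and 15 in C4-2 cells and 31 and 33 in 22RV1 cells, with 5, 8, 7 and 6 higher. Adjusted over the list alone, 29, 15, 31 and 33 were lower and 6, 7, 7 and 6 higher. At 12 μM in C4-2 cells, fry gave this list an adjusted p of 0.00125 (range over the alternatives 0.00125 to 0.688). No change of the end joining genes relative to other genes was detected by camera, with medians of −0.02 and 0.31 in C4-2 cells (adjusted p = 0.760 and 0.374) and of −0.23 and 0.25 in 22RV1 cells (adjusted p = 0.525 and 0.919). At 12 μM in 22RV1 cells that median lies above 0 while the test points down, and at 8 μM in C4-2 cells the median was 0.00538 without the filter on low counts. Under fry the end joining genes passed 0.05 in 3 of the 4 comparisons, with adjusted p = 4.52e-04 in C4-2 cells at 12 μM and 3.12e-06 and 1.00e-04 in 22RV1 cells at 8 and 12 μM.
BRCA1 (ENSG00000012048, chromosome 17 from 43044295 to 43170245) fell in C4-2 cells from 11.0 ± 0.777 CPM (SD, n = 3) to 3.37 ± 0.144 CPM at 8 μM and 6.19 ± 0.635 CPM at 12 μM, log2 fold changes of −1.70 (standard error 0.145, adjusted p = 2.19e-07, edgeR quasi-likelihood test) and −0.83 (standard error 0.138, adjusted p = 6.87e-05). In 22RV1 cells BRCA1 fell from 118 ± 2.91 to 18.5 ± 0.117 and 7.403 ± 0.644 CPM, log2 fold changes of −2.67 (standard error 0.0645, adjusted p = 3.27e-19, edgeR quasi-likelihood test) and −4.00 (standard error 0.0750, adjusted p = 2.78e-21). XRCC6 and XRCC5, which encode Ku70 and Ku80, changed by −0.40 and −0.25 in C4-2 cells at 8 μM (adjusted p = 4.25e-04 and 0.0165, edgeR quasi-likelihood test) and by −0.02 and 0.32 at 12 μM (adjusted p = 0.866 and 0.00230). Of these, XRCC5 at 8 μM did not pass without DMSO replicate 2, though its size hardly moved (−0.23, adjusted p = 0.0565, edgeR quasi-likelihood test). Upper-quartile scaling took XRCC6 at 12 μM to −0.23 (adjusted p = 0.00923, edgeR quasi-likelihood test) and XRCC5 to 0.10 (adjusted p = 0.257). In 22RV1 cells both were lower than in DMSO at each dose, with log2 fold changes of −0.75 and −0.59 for XRCC6 and of −0.89 and −0.76 for XRCC5. These sizes fell short of the log2 fold change criterion for DEGs, which does not mean that no change occurred.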

Through western blot, we found ivermectin decreased the expression of homologous recombination (HR) repair pathway executer BRCA1 and Rad51, and inhibited the recruitment of Ku70/Ku80 to the DNA damage site in C4-2 (Fig. 7B) and 22RV1(Fig. 7C) cells. The BRCA1 and Rad51 were reported as downstream targets of AR [36, 37], and their mRNA level was consistently decreased after ivermectin treatment (Supplementary Fig. S8A). In addition, we evaluated DSB repair efficiency using fluorescent reporter constructs, in which a functional GFP gene was reconstituted following an HR or NHEJ event [38]. As expected, the NHEJ and HR repair efficiencies were significantly reduced in ivermectin-treated cells (Fig. 7D, E).

**Fig. 7:**
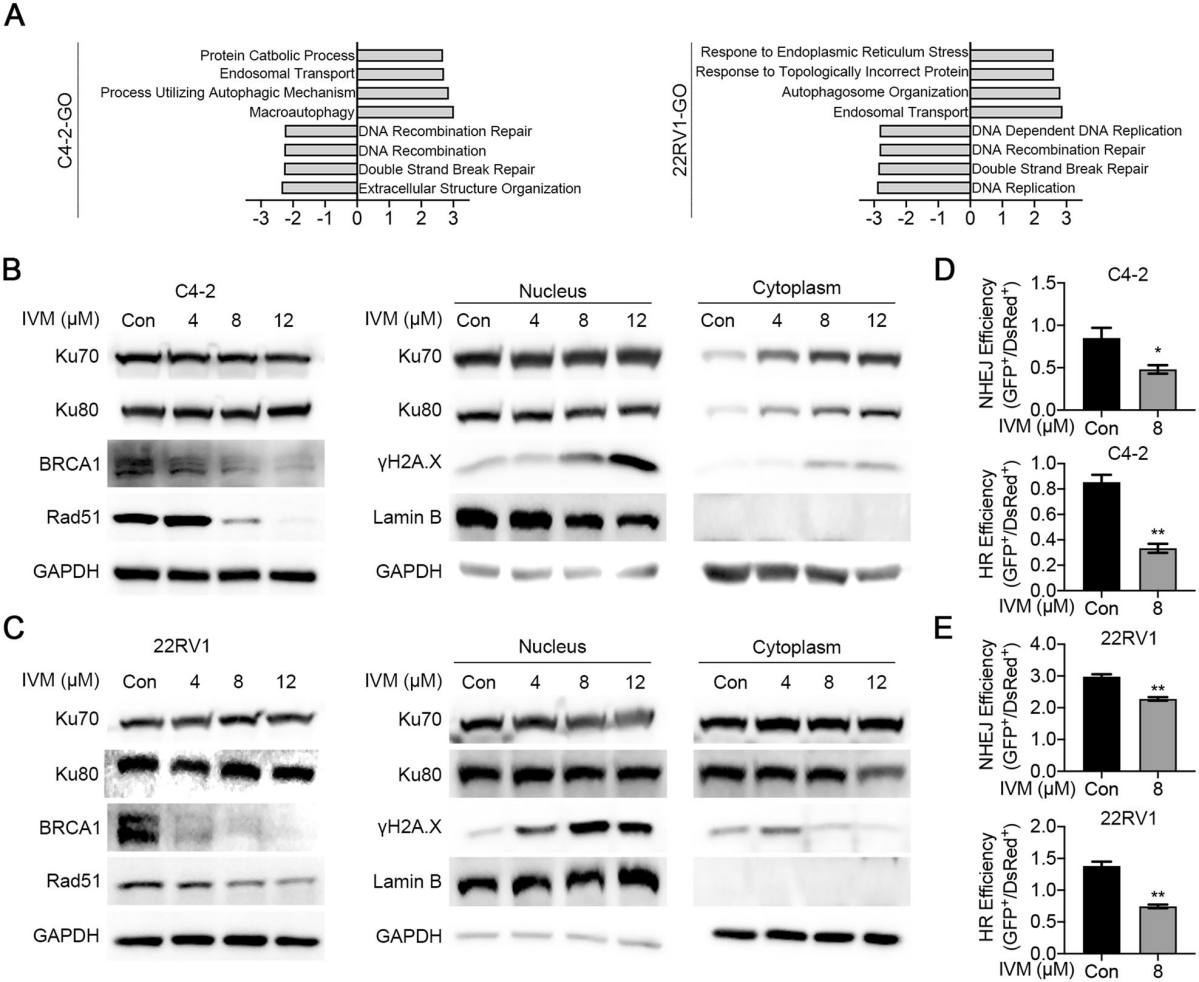
Ivermectin inhibited DSBs repair activity. **A** GSEA showed that genes associated DNA damage repair were inhibited by ivermectin in C4-2 and 22RV1 cells. **B**, **C** Western blot analysis Ku70, Ku80, BRCA1, and Rad51 in whole cell lysate or Ku70, Ku80, and γH2A.X in nuclear and cytoplasmic fractions of C4-2 (**B**) and 22RV1 (**C**) cells. Lamin B and GAPDH were probed as nuclear and cytoplasmic loading controls, respectively. **D**, **E** The HR and NHEJ repair efficiencies after the ivermectin treatment were analyzed by flow cytometry using reporter constructs digested in vitro with I-SceI endonuclease, and transfected into C4-2 (**D**) and 22RV1 (**E**) cells as linear DNA. DS-Red was used for transfection control. Repair rate was normalized to DS-Red.

Synthetic lethality has been identified between HR and NHEJ repair [35, 39]. Based on our results, the inhibition of Ku70/Ku80 recruitment was much more obvious at high doses of ivermectin (12 μM) (Fig. 7B, C), which is in line with the finding that ivermectin-induced apoptosis was most dramatic at high doses (Fig. 2B). We repeated the R1881 experiment with a high-dose ivermectin treatment and found that the R1881 treatment only increased the protein level of Rad51, but exerted no effect on Ku80. The increased HR repair decreased ivermectin-induced cell apoptosis (Supplementary Fig. S8B). Moreover, knockdown of Ku80 also reversed the DNA damage and apoptosis after ivermectin treatment (Supplementary Fig. S8C), confirming the essential role of Ku70/Ku80 in ivermectin-induced synthetic lethality. In AR-negative DU145 cells, CETSA confirmed that ivermectin also targeted Ku70 (Supplementary Fig. S8D). The ivermectin treatment did not decrease Rad51 expression but inhibited the recruitment of Ku70/Ku80 to the DNA damage site (Supplementary Fig. S8E). The existence of the HR repair pathway decreased the effect of ivermectin in DU145 cells (Supplementary Fig. S3B). Overall, these findings suggest that ivermectin could block NHEJ repair by targeting Ku70/Ku80 and HR repair by downregulating the expression of BRCA1 and Rad51, thereby triggering synthetic lethality in AR-positive prostate cancer cells.

## Discussion

In this study, we reported that ivermectin, an antiparasitic drug, showed promising anticancer activity against prostate cancer progression. Ivermectin was primarily developed for the treatment of onchocerciasis caused by the parasite *Onchocerca volvulus* in poor populations around the tropics [10]. Recently, research has shed light on the potential of ivermectin as an antibacterial [40, 41], antiviral [42, 43], and anticancer agent [9, 11]. In particular, owing to its wide margin of clinical safety [44], ivermectin is an ideal candidate for drug repurposing and has been listed in the drug repurposing hub established by the Broad Institute [45]. Our results indicate that ivermectin inhibited dramatically prostate cancer in cell lines representing the hormone-sensitive stage (LNCaP), castration resistance stage (C4-2), and AR variant positive stage (22RV1). In addition, there is controversy regarding the cellular targets of ivermectin, and several alternative action mechanisms have been proposed. To address this issue, we performed an integrated analysis including RNA-seq and TPP-TR to identify the targets of ivermectin in prostate cancer. Our data strongly suggested that ivermectin could bind to FOXA1 and Ku70/Ku80 and inhibit AR signaling, E2F1 expression, and DNA damage repair activity, thereby leading to G0/G1 cell cycle arrest, DNA damage, and triggering synthetic lethality (Fig. 8).

**Fig. 8:**
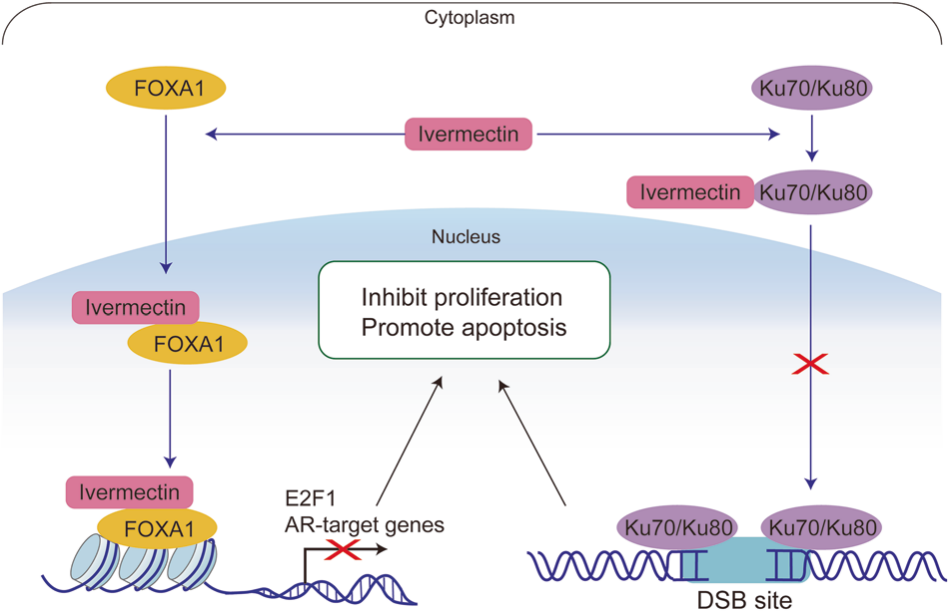
A model for mechanisms of ivermectin inhibiting prostate cancer progression. In PCa, ivermectin could target FOXA1 and Ku70/Ku80. The interaction of ivermectin and FOXA1 reduced the chromatin accessibility of AR signaling and E2F1, leading to cell cycle arrest and inhibiting cell proliferation. The interaction of ivermectin and Ku70/Ku80 block the recruitment of Ku70/Ku80 to DSB sites. Cooperating with the downregulation of AR regulated homologous recombination repair genes, BRCA1 and Rad51, ivermectin increased intracellular DNA damage level and triggered synthetic lethality.

In our study, ivermectin suppressed AR signaling in CRPC-and ARVs-positive CRPC cells. Targeting the AR signaling axis is the mainstay of prostate cancer therapy. However, stronger inhibition of AR signaling also leads to cancer cell resistance to antiandrogens. In the CRPC stage, AR undergoes changes in expression [4], structure [46], and intracellular localization [47]. These alterations cause AR signaling to reactivate and promote cancer cell proliferation even in the presence of secondary antiandrogens, such as enzalutamide or apalutamide [48]. Herein, we reported that ivermectin could continue blocking AR signaling in both CRPC-and ARV-positive CRPC cells. In contrast to other antiandrogens, ivermectin targets AR through two different mechanisms. First, ivermectin inhibited the AR transcription activity. Our results indicated that ivermectin could block the R1881-induced AR activity in LNCaP and C4-2 cells without significantly reducing AR levels in various prostate cancer cell lines. Second, ivermectin decreased the expression of AR. Nappi et al. proved that ivermectin promotes AR degradation by targeting HSP27 [49]. This combination effect of ivermectin makes it possible to overcome the reactivation of AR induced by overexpression and splice variants. Thus, ivermectin is considered a promising novel antiandrogen for the treatment of enzalutamide-resistant CRPC.

Our research revealed that ivermectin is a novel inhibitor of FOXA1, which blocks the AR and E2F1 signaling pathways. Wang et al. reported that the bromodomain and extraterminal domain (BET) inhibitor JQ1 could independently inhibit FOXA1 and promote prostate cancer invasion [26]. In our study, we identified that ivermectin targeted FOXA1 via CETSA. Ivermectin disturbed the pioneering function of FOXA1 and decreased chromatin accessibility. In contrast to JQ1, ivermectin also downregulated the expression of EMT genes, such as *MET*, *MMP7*, and *SOX9*, and did not induce EMT in prostate cancer. This suggests that the interaction of FOXA1 with ivermectin is different from its interaction with JQ1. Unlike ivermectin, JQ1 did not affect the binding of FOXA1 to its target genes but inhibited FOXA1 binding to repressors [26]. A recent large-scale integrative genomics study showed that the mutation frequency of FOXA1 is up to 41% in Asian populations [50]. The mutations of FOXA1 altered its pioneering activity, perturbing normal luminal epithelial differentiation programs and prompting prostate cancer progression [51]. Thus, targeting FOXA1 is a very important therapeutic strategy for CRPC treatment. Ivermectin should be further developed as a potent FOXA1 inhibitor.

Our analysis concluded that ivermectin can promote prostate cancer cell death by triggering synthetic lethality. TPP is a high-throughput method for accessing ligand binding in living cells based on the thermal stability of proteins [33, 52]. In our TPP-TR analysis, Ku70/Ku80 stood out as an additional target of ivermectin. The Ku70/Ku80 heterodimer is the DNA-binding component of DNA-dependent protein kinase and forms a ring that can specifically bind to exposed broken DNA ends, which is an early and upstream event of NHEJ [35, 53]. Our research showed that ivermectin inhibits the recruitment of Ku70/Ku80 to the DNA damage site, thus decreasing the NHEJ repair capacity. In addition, as downstream targets of AR, the HR repair genes BRCA1 and Rad51 could be repressed by AR inhibitors [36, 37] and were downregulated after the ivermectin treatment. As both are important for DSB repair, the concurrent inhibition of HR and NHEJ could lead to synthetic lethality [35, 39]. These results were further supported by RNA-seq analysis, as the P53 pathway was highly activated after the ivermectin treatment. 

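Among p53 target genes, CDKN1A (ENSG00000124762, chromosome 6 from 36676460 to 36687339), which encodes the cell cycle inhibitor p21, rose in C4-2 cells from 133 ± 9.42 CPM (SD, n = 3) in DMSO to 715 ± 137 CPM at 8 μM ivermectin and 1847 ± 259 CPM at 12 μM. The log2 fold changes were 2.42 (standard error 0.136, adjusted p = 3.38e-09, edgeR quasi-likelihood test) and 3.79 (standard error 0.144, adjusted p = 6.47e-12). In 22RV1 cells CDKN1A was at 223 ± 7.69 CPM in DMSO, 2511 ± 216 CPM at 8 μM and 929.9 ± 52.1 CPM at 12 μM, log2 fold changes of 3.49 (standard error 0.0676, adjusted p = 8.50e-21, edgeR quasi-likelihood test) and 2.06 (standard error 0.0642, adjusted p = 1.10e-17). MDM2 (ENSG00000135679, chromosome 12 from 68808176 to 68850686) had log2 fold changes of 0.31 (standard error 0.0675, adjusted p = 0.00150, edgeR quasi-likelihood test) and 1.48 (standard error 0.0684, adjusted p = 5.51e-11) in C4-2 cells, and of 0.36 (standard error 0.0537, adjusted p = 4.47e-06, edgeR quasi-likelihood test) and 0.98 (standard error 0.0536, adjusted p = 2.06e-13) in 22RV1 cells. An antisense gene covers 9.21% of the exon bases of MDM2 and another 4.79% of those of CDKN1A, and with the strand setting of the counting unknown a part of their reads is uncertain. GDF15 (ENSG00000130513, chromosome 19 from 18374731 to 18389176) rose by 1.56 and 1.67 in C4-2 cells and by 5.31 and 4.29 in 22RV1 cells on the log2 scale. Of the p53 target genes tested (45 in C4-2 cells and 44 in 22RV1 cells), 27 were higher and 4 lower at 8 μM and 37 higher and 4 lower at 12 μM in C4-2 cells at an adjusted p under 0.05 (edgeR quasi-likelihood test). In 22RV1 cells 28 were higher and 11 lower at 8 μM, and 27 higher and 9 lower at 12 μM. Adjusted over the list alone, the numbers higher were 27, 37, 29 and 28 and the numbers lower 6, 4, 11 and 9.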

The inhibition of Ku70/Ku80 is an important component of the carcinogenic inhibition of ivermectin in prostate cancer. Moreover, through ITDRF, we identified a lower ivermectin concentration for the saturated curve on both FOXA1 and Ku70/Ku80 in LNCaP cells than that in 22RV1 cells. The higher target binding affinity could explain the more dramatic suppression effect of ivermectin in 22RV1 cells and support the potential of ivermectin in the treatment of PCa patients with ARVs.

There is a major limitation of our research. The interactions between ivermectin and FOXA1 and Ku70/Ku80 were only identified by CETSA, thus we cannot rule out the possibility that these interactions are indirect. In the further, a second assay, such as surface plasmon resonance (SPR), will be performed to further confirm the findings from CETSA.

## Conclusion

In summary, our results indicate that ivermectin suppressed the AR and E2F signaling pathways and DNA damage repair capacity by targeting FOXA1 and Ku70/Ku80 to inhibit cell proliferation and promote cell apoptosis in prostate cancer. These findings provide insight into both the effects and mechanisms of ivermectin as an anticancer agent. This raises the possibility of broadening the clinical evaluation of ivermectin for the treatment of prostate cancer.

## Methods

### Cell Culture

Prostate cancer cell lines LNCaP, VCaP, and 22RV1 were purchased from Procell Life Science & Technology Co. Ltd. (Wuhan, China). DU145 cell lines were purchased from the American Type Culture Collection (Manassas). C4-2 and LNCaP95 were kindly provided by Dr. Leland WK Chung (Cedars‐Sinai Medical Center, Los Angeles, CA) and Dr. Jun Luo (Johns Hopkins University, Baltimore, MD), respectively. VCaP cells were cultured in DMEM (Lonza), while other prostate cancer cells were cultured in RPMI 1640 (Corning). Media were supplemented with 10% FBS (Atlanta Biologicals) or charcoal‐stripped FBS (for LNCaP95 cell line) and 1% penicillin/streptomycin. The human prostate primary cells were generated from benign prostatic hyperplasia patients by us previously [15] and cultured in 50/50 Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Corning), supplemented with 1 µg/mL insulin‐transferrin‐selenium‐X (Invitrogen), 0.4% bovine pituitary extract (Gibco), and 3 ng/mL epidermal growth factor (Gibco). All cell lines were authenticated by STR profiling and tested negative for mycoplasma contamination.

### MTT assay

Prostate cancer cells and nontumorigenic human prostate primary cells derived from benign prostatic hyperplasia (BPH) patients [15] were seeded in 96-well plates. The cells were treated with ivermectin (Sellleck) at various concentrations with or without enzalutamide (Sellleck). Cells were then grown for a further 24, 48, or 72 h. Cell viability was evaluated by the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, Sigma) assay as described previously [54].

### Cell cycle analysis

Prostate cells were seeded in six-well plates and treated with ivermectin at indicated concentrations with or without enzalutamide for 48 h. Cell cycle distribution was analyzed with PI staining (BD Biosciences). The stained cells were acquired by flow cytometry (BD Biosciences) and analyzed by FlowJo software.

### Cell apoptosis analysis

Prostate cells were seeded in six-well plates and treated with ivermectin at indicated concentrations for 48 h. Cell apoptosis was analyzed with FITC Annexin V Apoptosis Detection Kit (BD Biosciences). The stained cells were acquired by flow cytometry and analyzed by FlowJo software. The FITC Annexin V positive and PI negative or FITC Annexin V and PI positive were measured as apoptosis cells.

### Western blot

Prostate cancer cells were lysed by RIPA buffer containing proteasome inhibitor cocktail (Sigma) or performed nucleocytoplasmic fractionation according to the manufacturer’s instructions (G-Biosciences). The samples were analyzed by immunoblotting with primary antibodies to: PARP (Cell Signaling Technology Cat# 9532, 1:1000), cleaved-caspase 3 (Cell Signaling Technology, Cat# 9664, 1:1000), γH2A.X (Cell Signaling Technology Cat# 2577, 1:1000), AR (Santa Cruz Biotechnology Cat# sc-7305, 1:1000), PSA (Cell Signaling Technology Cat# 5365, 1:1000), UBE2C (Cell Signaling Technology Cat# 14234, 1:200), E2F1 (Cell Signaling Technology Cat# 3742, 1:1000), FOXA1 (Cell Signaling Technology Cat# 53528, 1:1000), Ku70 (Cell Signaling Technology Cat# 4588, 1:1000), Ku80 (Cell Signaling Technology Cat# 2180, 1:1000), BRCA1 (Cell Signaling Technology Cat# 9009, 1:1000), Rad51 (Cell Signaling Technology Cat# 8875, 1:1000), Lamin B (Cell Signaling Technology Cat# 13435, 1:1000), and GAPDH (Santa Cruz Biotechnology Cat# sc-47724, 1:1000).

### Comet assay

Prostate cancer cells were seeded in 12-well plates treated with ivermectin at indicated concentrations or doxorubicin (DU145 cells, positive control) for 48 h and collected for DNA damage analysis. DNA damage was quantified using a neutral comet assay by comet assay kit (Trevigen) following the manufacturer’s protocol.

### Colony formation assay

Cells were plated at a density of about 5000 cells per well of six-well plates. Cells were treated with ivermectin at indicated concentrations for 10 days. The colonies were then fixed with 4% paraformaldehyde for 20 min and stained with 0.5% crystal violet solution for 20 min.

### Senescence-associated (SA)-β-galactosidase cytochemical staining

Prostate cancer cells were plated into 12-well plates treated with ivermectin at indicated concentrations for 48 h. Then the cells were fixed in 4% paraformaldehyde and analyzed using an SA-β-Gal kit (Cell Signaling Technology).

### Xenograft tumor model

BALB/c-nude mice (6–8 week old) were purchased from the Nanfang Hospital and maintained under pathogen-free conditions. The animal use protocol was approved by the Institutional Animal Care and Use Committee in Nanfang Hospital. 22RV1 cells (3 × 10^6^) suspended in 150 μl medium were gently mixed with 150 μl of Matrigel (Corning) and then inoculated subcutaneously in the right flank region of each mouse. Castration was performed for the mice with a tumor volume of about 300 mm^3^ (*n* = 10), and treatment was initiated 4 days later. Tumor-bearing BALB/c-nude mice were randomly assigned into two groups and treated with ivermectin (10 mg/kg, three times per week) or vehicle (DMSO:EtOH:Kalliphor/PBS 1:1:8/10) without blinding. Tumor volume measurements were performed per 3 days and calculated by the formula length × width × depth × 0.52.

### Histology and immunohistochemistry

Tumors were immediately fixed in 10% neutral buffered formalin for 24 h, progressively dehydrated in solutions containing an increasing percentage of ethanol, and embedded into paraffin blocks. Consecutive 4 μm sections were obtained from paraffin blocks. Sections were counterstained with hematoxylin and eosin (H&E), or immunoassayed using an antibody to Ki67 (Dako, M7240, 1:100), γH2A.X (Cell Signaling Technology Cat# 80312, 1:200) and PSA (Cell Signaling Technology Cat# 2475, 1:1000) through the immunoperoxidase technique.

### Reverse transcriptase quantitative PCR (RT-qPCR)

Prostate cancer cells were seeded in six-well plates and treated with ivermectin at the indicated concentration for 48 h. RNA from cells was isolated by TRIzol Reagent (Invitrogen). Reverse transcription was performed with 1 μg RNA using PrimeScript RT reagent Kit (Takara). The cDNA was amplified with gene-specific primers (Supplemental Table S1) and SYBR Premix Ex Taq II kit (TaKaRa). Data were analyzed using a 2^−ΔΔCt^ method.

### RNA-seq and GSEA analysis

C4-2 and 22RV1 cells were treated with 8 or 12 μM ivermectin for 48 h, and total RNA was extracted by TRIzol Reagent for RNA-Seq analysis. The sequencing data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GSE169356). Differentially expressed genes were identified by filtering, with a | log2(FoldChange)| > 1 and *p* adj < 0.05. GSEA was performed using the GSEA Java program (https://www.gsea-msigdb.org/gsea/index.jsp). Normalized-enrichment score (NES) and *p* values are shown in the figures.

### ChIP–qPCR

ChIP assays were performed using a Pierce Agarose ChIP Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. FOXA1 (Abcam, #ab170933), AR (Abcam, #ab108341), and corresponding control IgG antibodies were used. The qPCR assays were carried out using the chromatin samples as prepared above. The primer sequences are listed in Supplemental Table 1.

### Formaldehyde-assisted isolation of regulatory elements qPCR (FAIRE–qPCR)

FAIRE was performed as previously described [28]. Briefly, ivermectin-treated C4-2 and 22RV1 cells were crosslinked by formaldehyde, and the chromatin fractions were sheared and extracted identically as for ChIP. Input samples were reverse crosslinked overnight at 65 °C. The FAIRE samples and reverse crosslinked input samples were subjected to two sequential phenol/chloroform/isoamyl alcohol (25/24/1, Sigma) and one chloroform/isoamyl alcohol (24/1, Sigma) extractions. DNA was precipitated with ethanol and treated with RNase A (Invitrogen) for 30 min at 37 °C. Proteins were then digested by proteinase K and DNA-DNA cross-links were reversed by incubating overnight at 65 °C. FAIRE DNA was next purified by Zymo-I spin columns (Zymo) and detected by qPCR assay.

### Cellular thermal shift assay (CETSA)

The CETSA assay was performed as previously described [47]. Prostate cancer cells were treated with 50 μM ivermectin for 1 h. Cells were suspended in PBS with protease inhibitors, and heated at the indicated temperature for 3 min. Samples were subjected to three freeze-thaw cycles freeze-thaw using liquid nitrogen and centrifuged. Supernatants were collected and detected by western blot.

### Isothermal dose response fingerprint experiments (ITDRF)

Cells were divided into separate aliquots and exposed to compounds at a gradient concentration for 1 h in the incubator. Heat shock was performed at the indicated temperature for 3 min and lysed by three times freeze-thaw using liquid nitrogen. Following centrifugation at 20,000 × *g* for 20 min at 4 °C, supernatants were transferred to new tubes and detected by western blot.

### siRNA transfection

FOXA1 or Ku80 siRNA and negative control siRNA were synthesized by Ribobio company. Lipofectamine 2000 (Thermo Fisher) was used to transfect these siRNAs into cells.

### Temperature-range thermal proteome profiling (TPP-TR)

Target identification was performed by CETSA coupled with quantitative mass spectrometry using the standard protocol [33]. In brief, 22RV1 cells were treated with 50 μM ivermectin for 1 h and lysed by a combination of freeze/thaw. The supernatant was transferred into microtubes for MS-sample preparation. At least 100 µg of the protein of the lowest temperature group (measured with a BCA assay) and an equal volume of supernatants were subjected to be labeled by isobaric tandem mass tag 10-plex (TMT10) reagents corresponding to each temperature point. The pooled fractions from each experiment were analyzed using liquid chromatography Easy nLC system (Thermo Fisher Scientific) combined with Q Exactive plus spectrometer (Thermo Fisher Scientific). MS/MS raw files were processed using MASCOT engine (Matrix Science; version 2.6) embedded into Proteome Discoverer 2.2 (Thermo Fisher Scientific). The reference protein database used was the Uniprot_HomoSapiens_20367_20200226 database. The analysis of the protein quantification data from the ivermectin- and DMSO-treated samples is performed using the TR functionality of the TPP package by R.

### DNA damage repair assays

Plasmids containing NHEJ, HR reporter cassettes, and pDsRed-N1 as the internal controls were kindly provided by Dr. Zhiyong Mao from the School of Life Science and Technology of Tongji University (Shanghai, China) [38]. Plasmids containing NHEJ or HR reporter cassettes were linearized by I-SceI restriction enzymes (NEB) and purified using GeneJET PCR purification kit (Thermo Fisher Scientific). Cells were transfected with 0.5 μg of NHEJ reporter construct or 2 μg of HR reporter construct, and 0.1 μg of pDsRed-N1 as an internal control by Turbofect (Thermo Fisher Scientific). After 6 h, the culture medium was replaced by fresh medium containing ivermectin (8 μM). Cells were analyzed by flow cytometry 48 h after transfection.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (Version 8.2.1, for macOS, GraphPad Software). Data are presented as the mean ± SD. All the experiments were performed in duplicate or triplicate. A parametric *t*-test (two groups) and one-way ANOVA followed by Dunnett’s multiple-comparisons post-test (for more than two groups) were used when the datasets were found to be normally distributed, with F test comparison of variances or Bartlett’s test of equal variances, respectively. For the data in all figures, statistical significance was set at *P < 0.05, **P < 0.01, ***P < 0.001.

## Supplementary information

Supplementary materials

CDDIS-22-0240R Supplementary materials-marked up

Manuscript Checklist

Western blot original data file

## Data Availability

The sequencing data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GSE169356).

# Supplementary material for: Integrated analysis reveals FOXA1 and Ku70/Ku80 as targets of ivermectin in prostate cancer
**Source:** Cell Death Dis. 2022 Sep 1;13(9):754. doi: 10.1038/s41419-022-05182-0
**Supplement:** Supplementary file 1 — Supplementary materials

Supplementary Materials for

**Integrated analysis reveals FOXA1 and Ku70/Ku80 as targets of ivermectin in prostate cancer**

**Supplementary Figure Legends**

**Supplementary Fig. S1. (A)** Flow cytometry profiling of cell cycle distribution in LNCaP, C4-2 and 22RV1 cells treated with indicated concentrations of ivermectin following PI staining. **(B)** Flow cytometry profiling of cell cycle distribution in LNCaP, C4-2 and 22RV1 cells treated with indicated concentrations of ivermectin following PI and Annexin V staining.

**Supplementary Fig. S2. (A)** Representative images of colony formation assay of C4-2 and 22RV1 cells after treating with ivermectin for 48 hours. **(B)** Representative images of SA- β -Galactosidase staining (blue-green) of LNCaP, C4-2 and 22RV1 cells after treating with ivermectin for 48 hours.

**Supplementary Fig. S3. (A)** Ivermectin did not change the cell cycle distribution in DU145 cells for 48 hours. **(B)** Western blot analysis of PARP and γH2A.X in DU145 cells treated with ivermectin for 48 hours. **(C)** Ivermectin increased DNA damage. DNA fragments were shown as comet images in alkaline gel electrophoresis (Dox: Doxorubicin was used as positive control). The tail moment was used to quantify the DNA damage in the treatment of ivermectin for 48 hours. **(D)** Ivermectin did not change the cell cycle distribution in PC-3 cells for 48 hours. **(E)** Western blot analysis of PARP and γH2A.X in PC-3 cells treated with ivermectin for 48 hours. **(F)** The quantification results of Fig. 2G. **(G)** Western blot analysis of PARP and γH2A.X in 22RV1 xenograft tumor tissues treated with ivermectin.

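UBE2C and CDC20 are among the genes of Supplementary Fig. S4 measured in 22RV1 cells. UBE2C (ENSG00000175063, chromosome 20 from 45812576 to 45816957) was expressed at 163 ± 4.85 CPM (SD, n = 3) in DMSO, 9.54 ± 0.300 CPM at 8 μM ivermectin and 3.65 ± 0.123 CPM at 12 μM, log2 fold changes of −4.10 (standard error 0.0665, adjusted p = 7.67e-22, edgeR quasi-likelihood test) and −5.48 (standard error 0.0788, adjusted p = 6.39e-23). CDC20 (ENSG00000117399, chromosome 1 from 43358955 to 43363203) went from 181 ± 3.25 to 18.2 ± 0.504 and 16.6 ± 0.985 CPM, log2 fold changes of −3.31 (standard error 0.0620, adjusted p = 5.76e-21, edgeR quasi-likelihood test) and −3.44 (standard error 0.0639, adjusted p = 2.42e-21). BIRC5, CCNA2, CIT, ESPL1 and MAD2L1 had log2 fold changes of −4.98, −4.59, −3.51, −4.94 and −4.44 at 8 μM and of −6.04, −4.85, −5.89, −4.64 and −4.29 at 12 μM. For CDC25B and KIF22 they were −1.31 and −2.93 at 8 μM and −2.82 and −3.44 at 12 μM. An antisense gene covers 9.08% of the exon bases of CCNA2 and another 13.0% of those of KIF22, so a part of their reads is uncertain. KPNA2 was a DEG at 8 μM (−1.88) but not at 12 μM (−0.35), where it was higher than at 8 μM by 1.53 (adjusted p = 7.94e-15, edgeR quasi-likelihood test). NUSAP1 had log2 fold changes of −5.24 and −3.72, but it shares 62.2% of its exon bases with AC087721.2 on the same strand, so its counts are uncertain.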

**Supplementary Fig. S4.** The expression of AR or ARVs signaling target genes identified by RNA-seq in C4-2 **(A)** and 22RV1 **(B and C)** cells.

**Supplementary Fig. S5. (A)** GSEA showed that FOXA1 or FOXA1/AR consensus binding genes was inhibited by ivermectin in C4-2 cells. **(B)** The binding of FOXA1 on ARE+FKHD sites or FKHD only sites by ChIP-seq in LNCaP cells.

**Supplementary Fig. S6. (A)** ChIP–qPCR analysis for FOXA1 or AR occupancy, and FAIRE–qPCR analysis of chromatin accessibility at target regulated by AR and FOXA1 in C4-2 cells treated with ivermectin. **(B)** ChIP–qPCR analysis for FOXA1 and FAIRE-PCR analysis of chromatin accessibility at target regulated by FOXA1 in C4-2 cells treated with ivermectin. **(C)** The FOXA1 knockdown reversed ivermectin induced arrest cell cycle at G0/G1 in C4-2 cells treated with ivermectin for 48 hours. **(D)** Western blot analysis of FOXA1, PARP and γH2A.X in FOXA1 siRNA transfected C4-2 cells after ivermectin treatment for 48 hours. **(E)** ITDRF experiments to determine the potency of ivermectin and FOXA1 engagement in LNCaP and 22RV1 cells.

**Supplementary Fig. S7. (A)** Verification of TPP-TR by western blot in 22RV1 cells. **(B and C)** ITDRF experiments to determine the potency of ivermectin and Ku70/Ku80 engagement in LNCaP **(B)** and 22RV1 **(C)** cells.

**Supplementary Fig. S8. (A)** RT-qPCR analysis of BRCA1 and Rad51 in C4-2 and 22RV1 cells treated with ivermectin for 48 hours. **(B)** Western blot analysis of Ku80, Rad51 and PARP and in C4-2 cells after 12 μM ivermectin treatment with or without 1 nM R1881. **(C)** Western blot analysis of Ku80, PARP and γH2A.X in Ku80 siRNA transfected C4-2 cells after ivermectin treatment for 48 hours. **(D)** Western blots showing thermostable Ku70 following indicated heat shocks in the presence (+) or absence (−) of 50 μM ivermectin in DU145 cells. **(E)** Western blot analysis of Ku70, Rad51, γH2A.X and PARP in nuclear and cytoplasmic fractions of DU145 cells. Lamin B and GAPDH was probed as nuclear and cytoplasmic loading control, respectively.

**Supplementary Fig. S1**

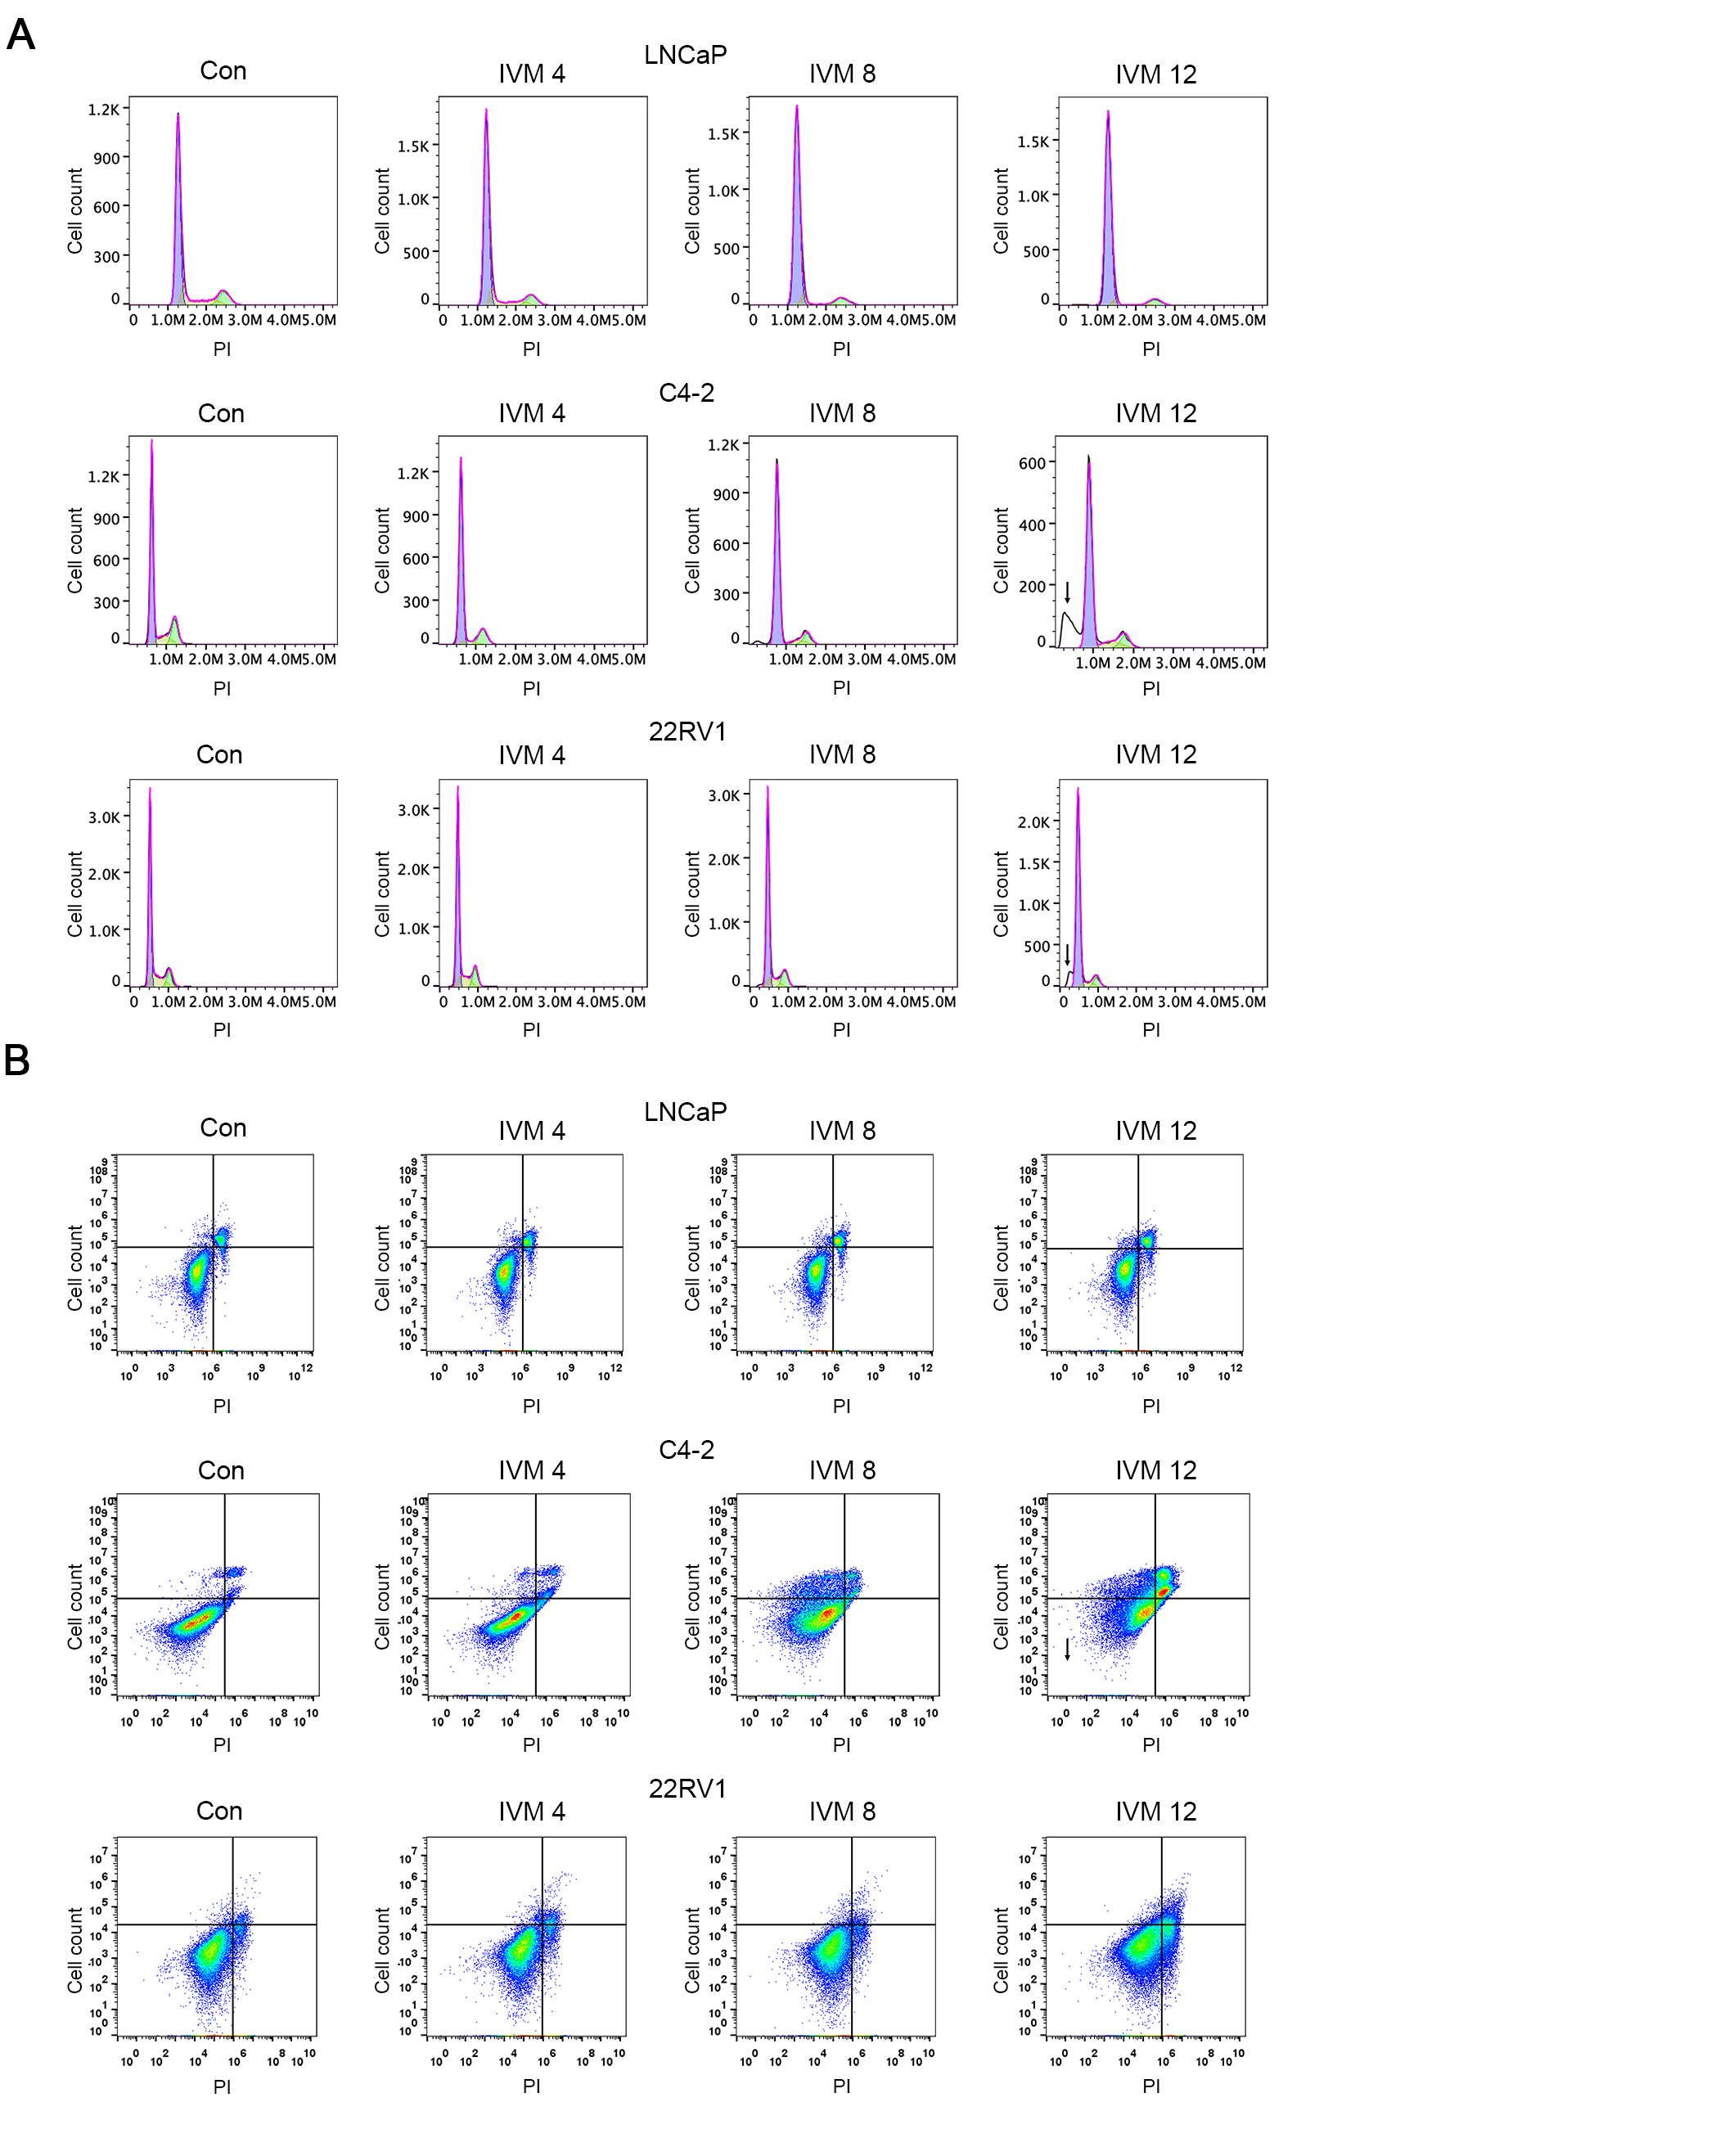

**Supplementary Fig. S2**

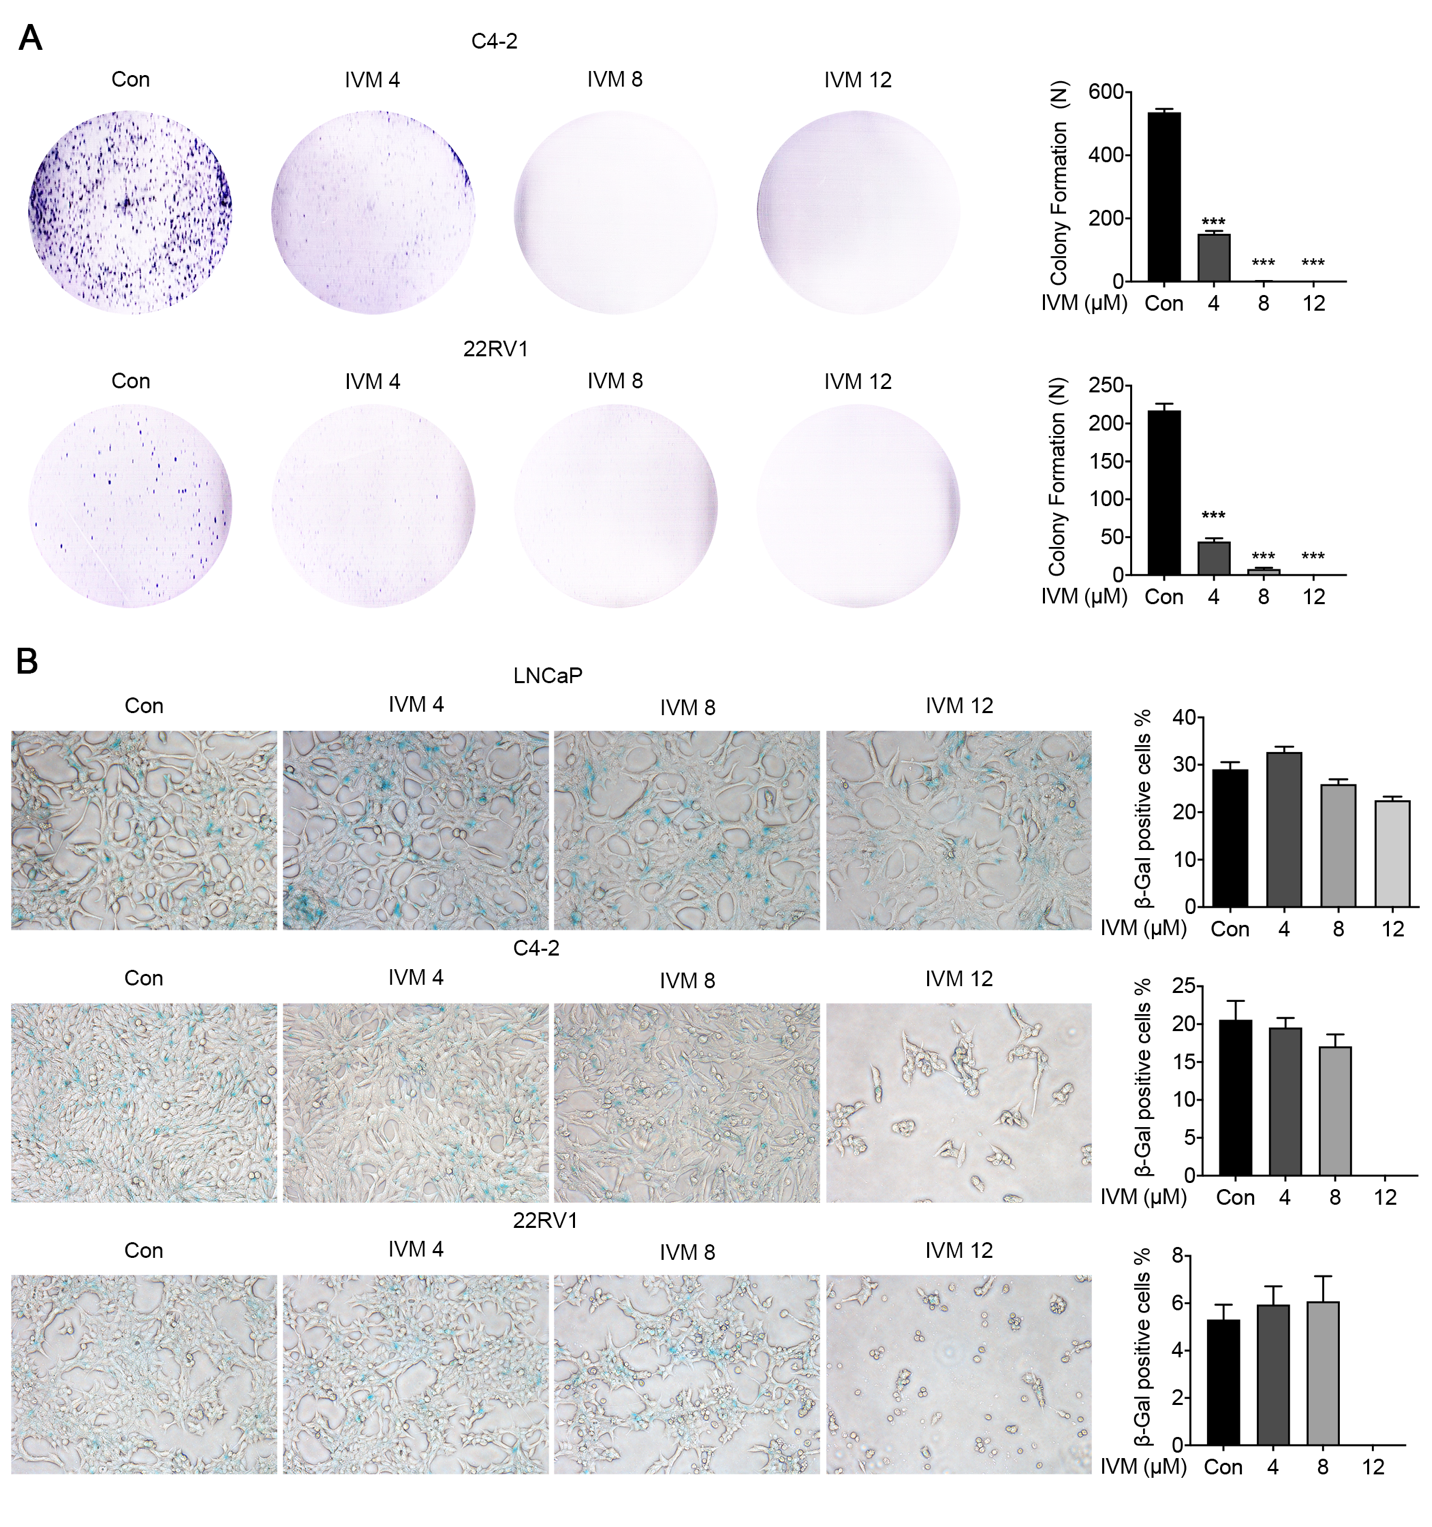

**Supplementary Fig. S3**

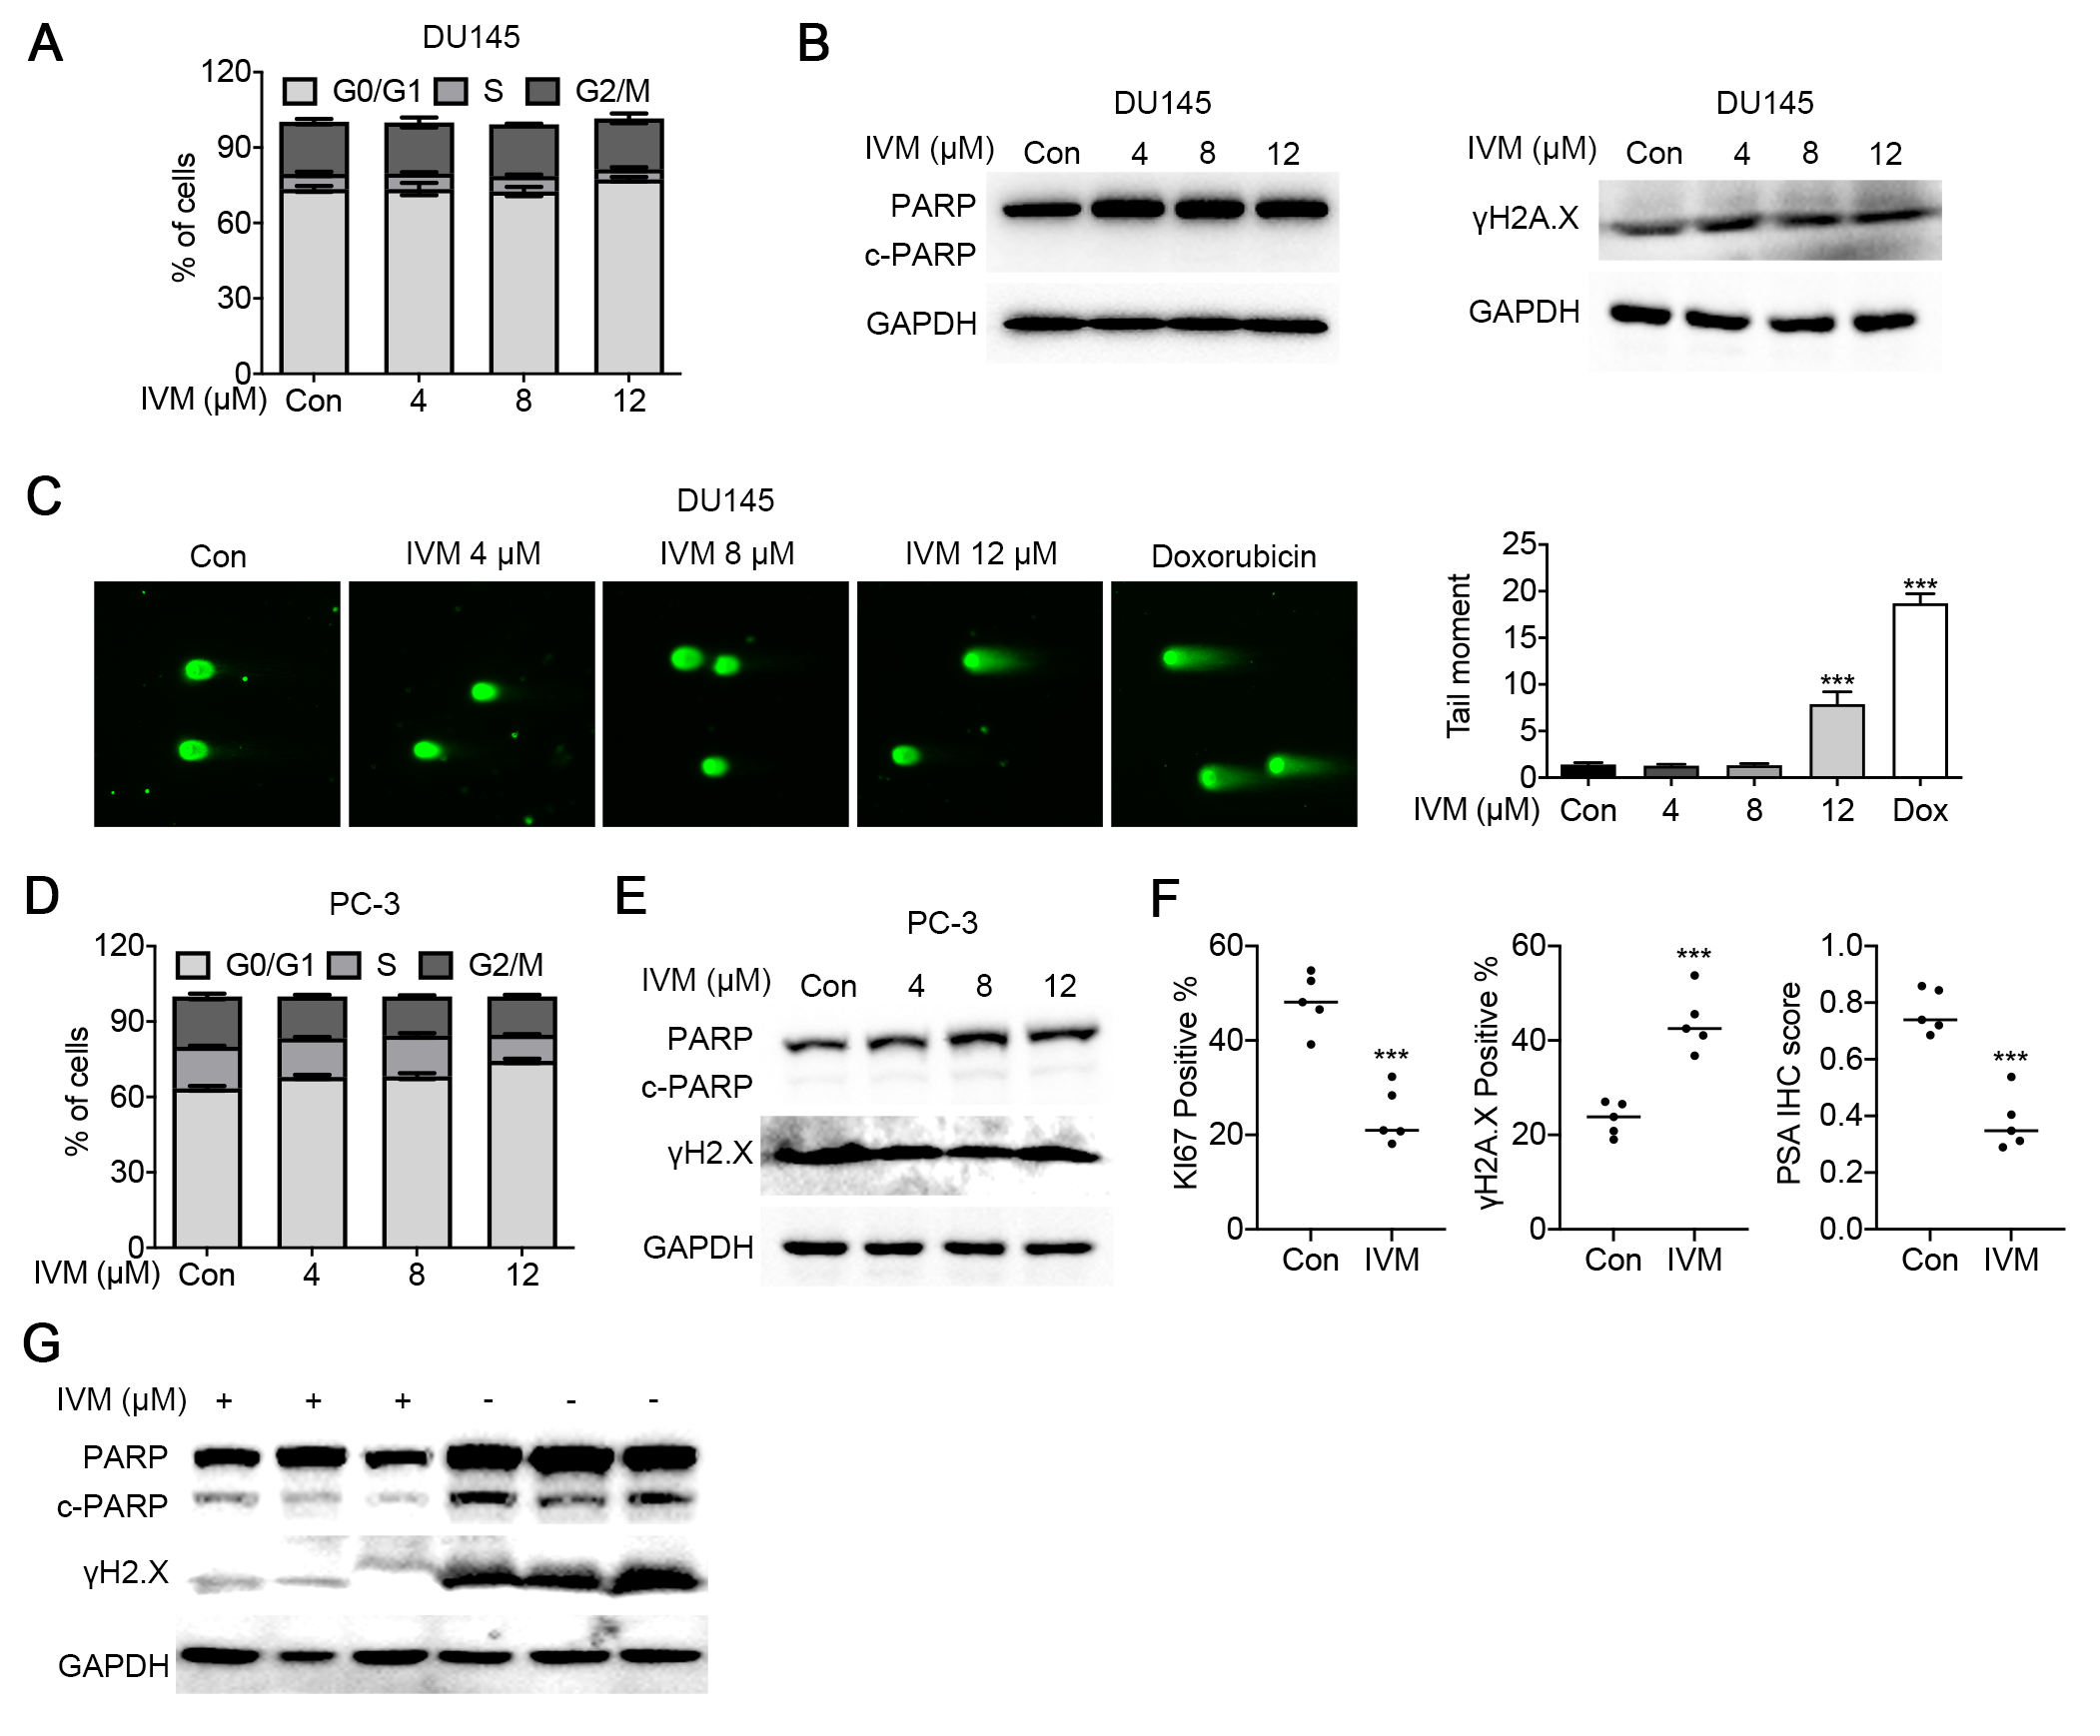

**Supplementary Fig. S4**

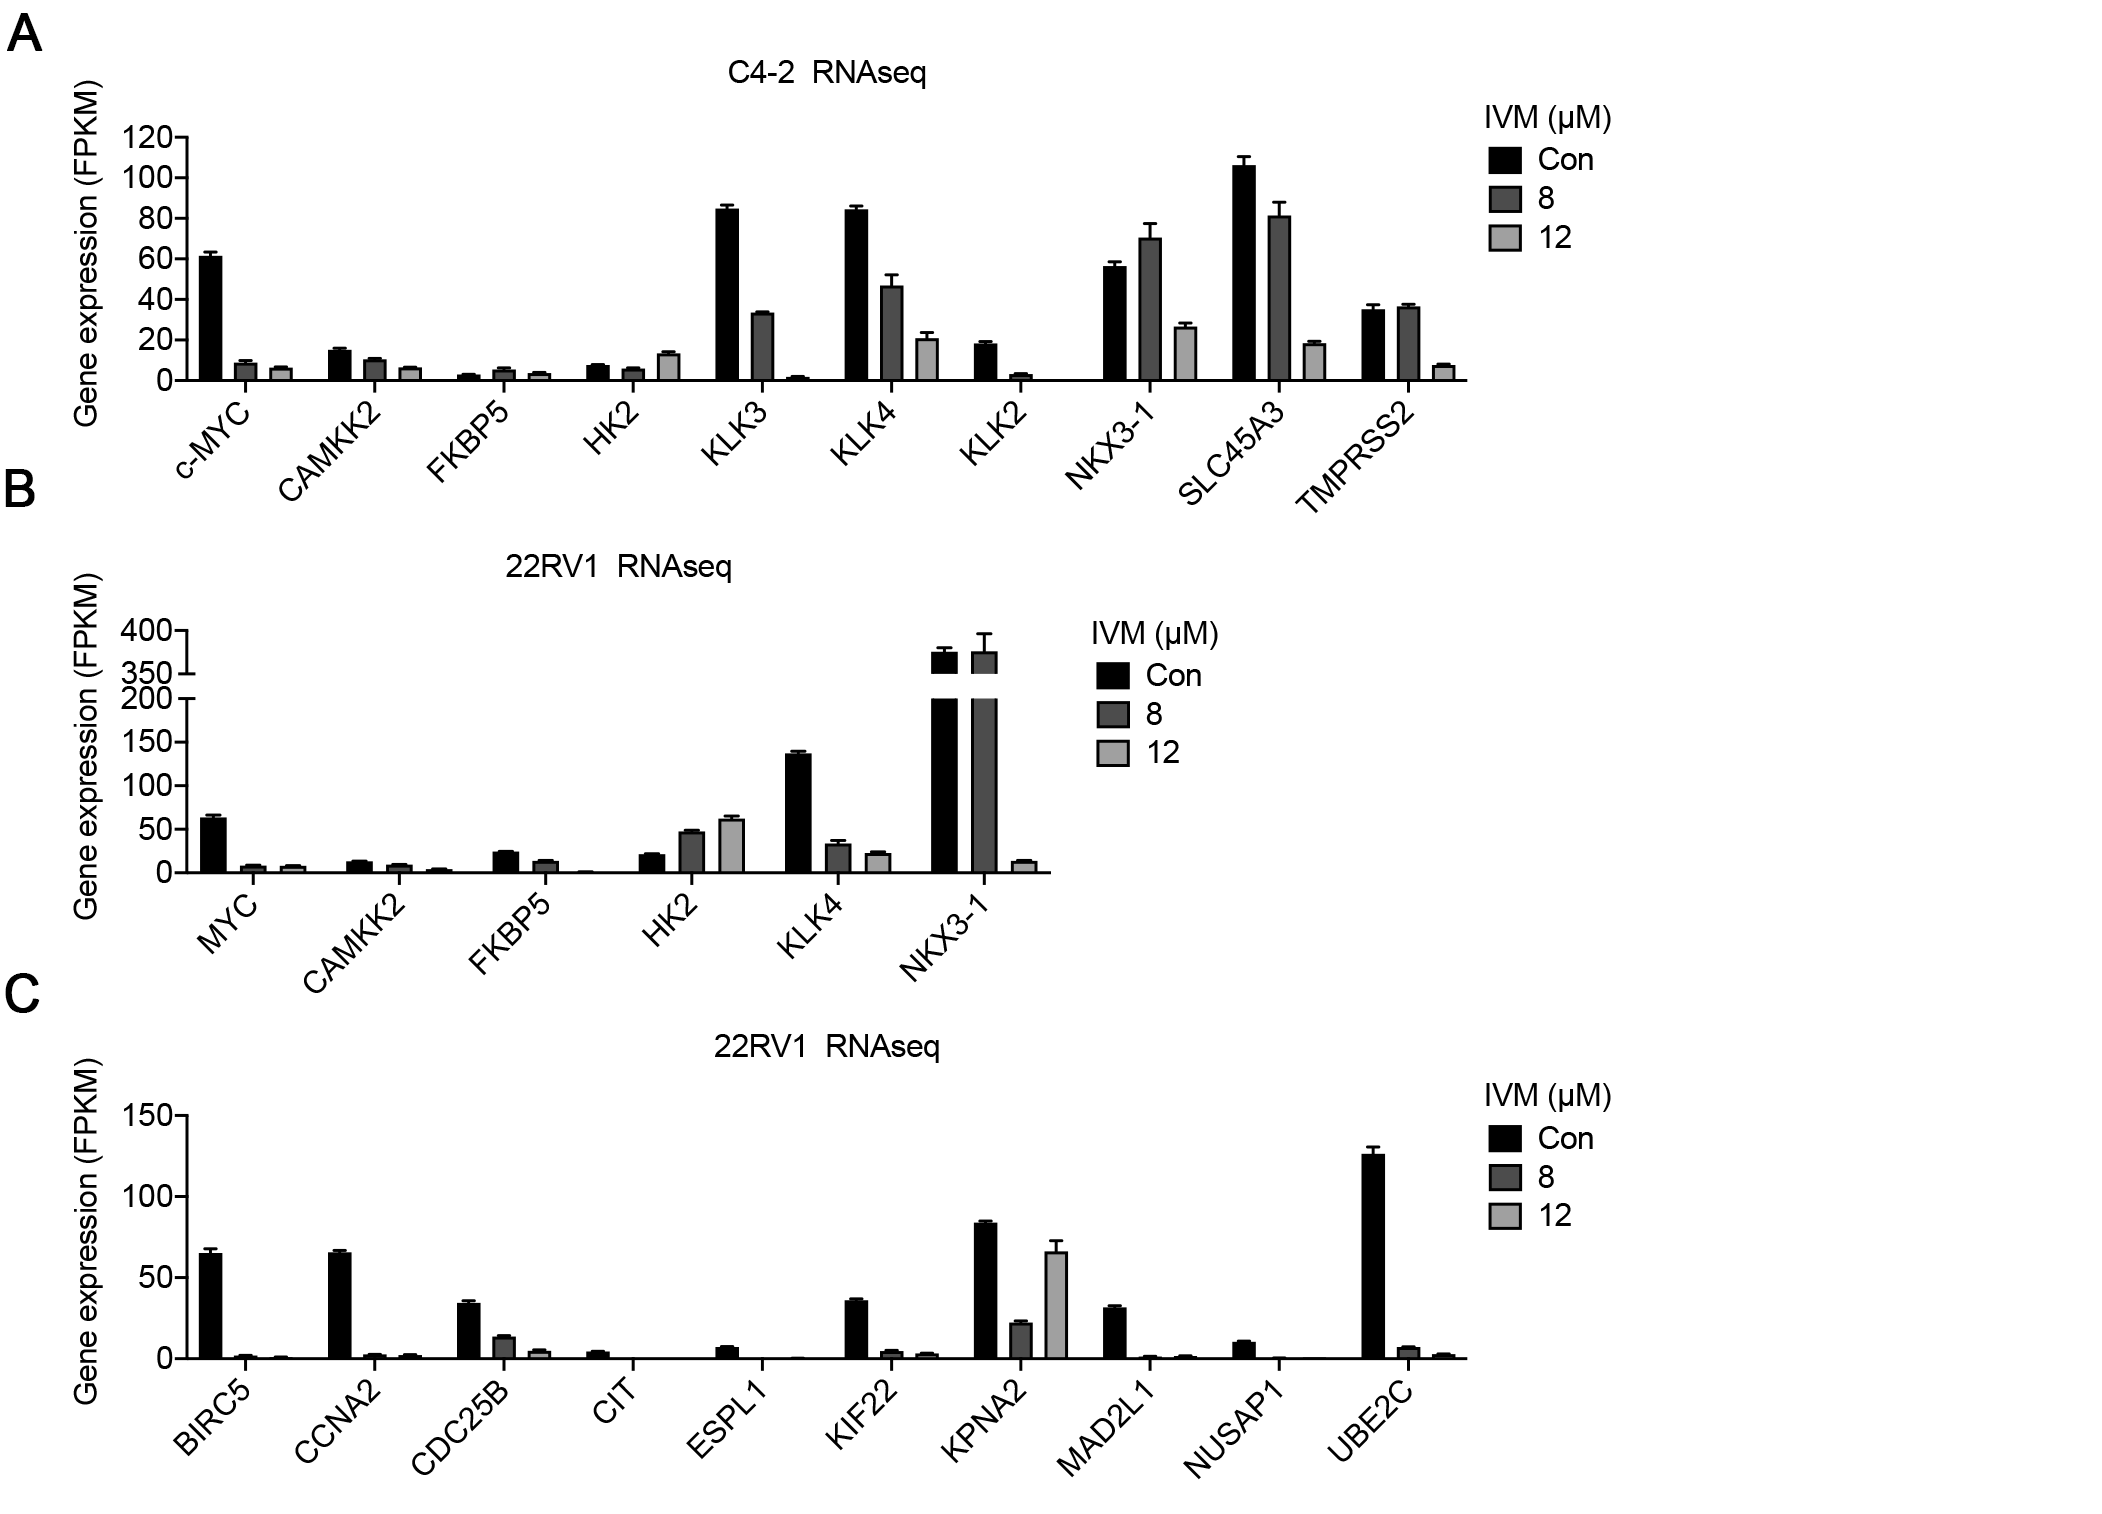

**Supplementary Fig. S5**

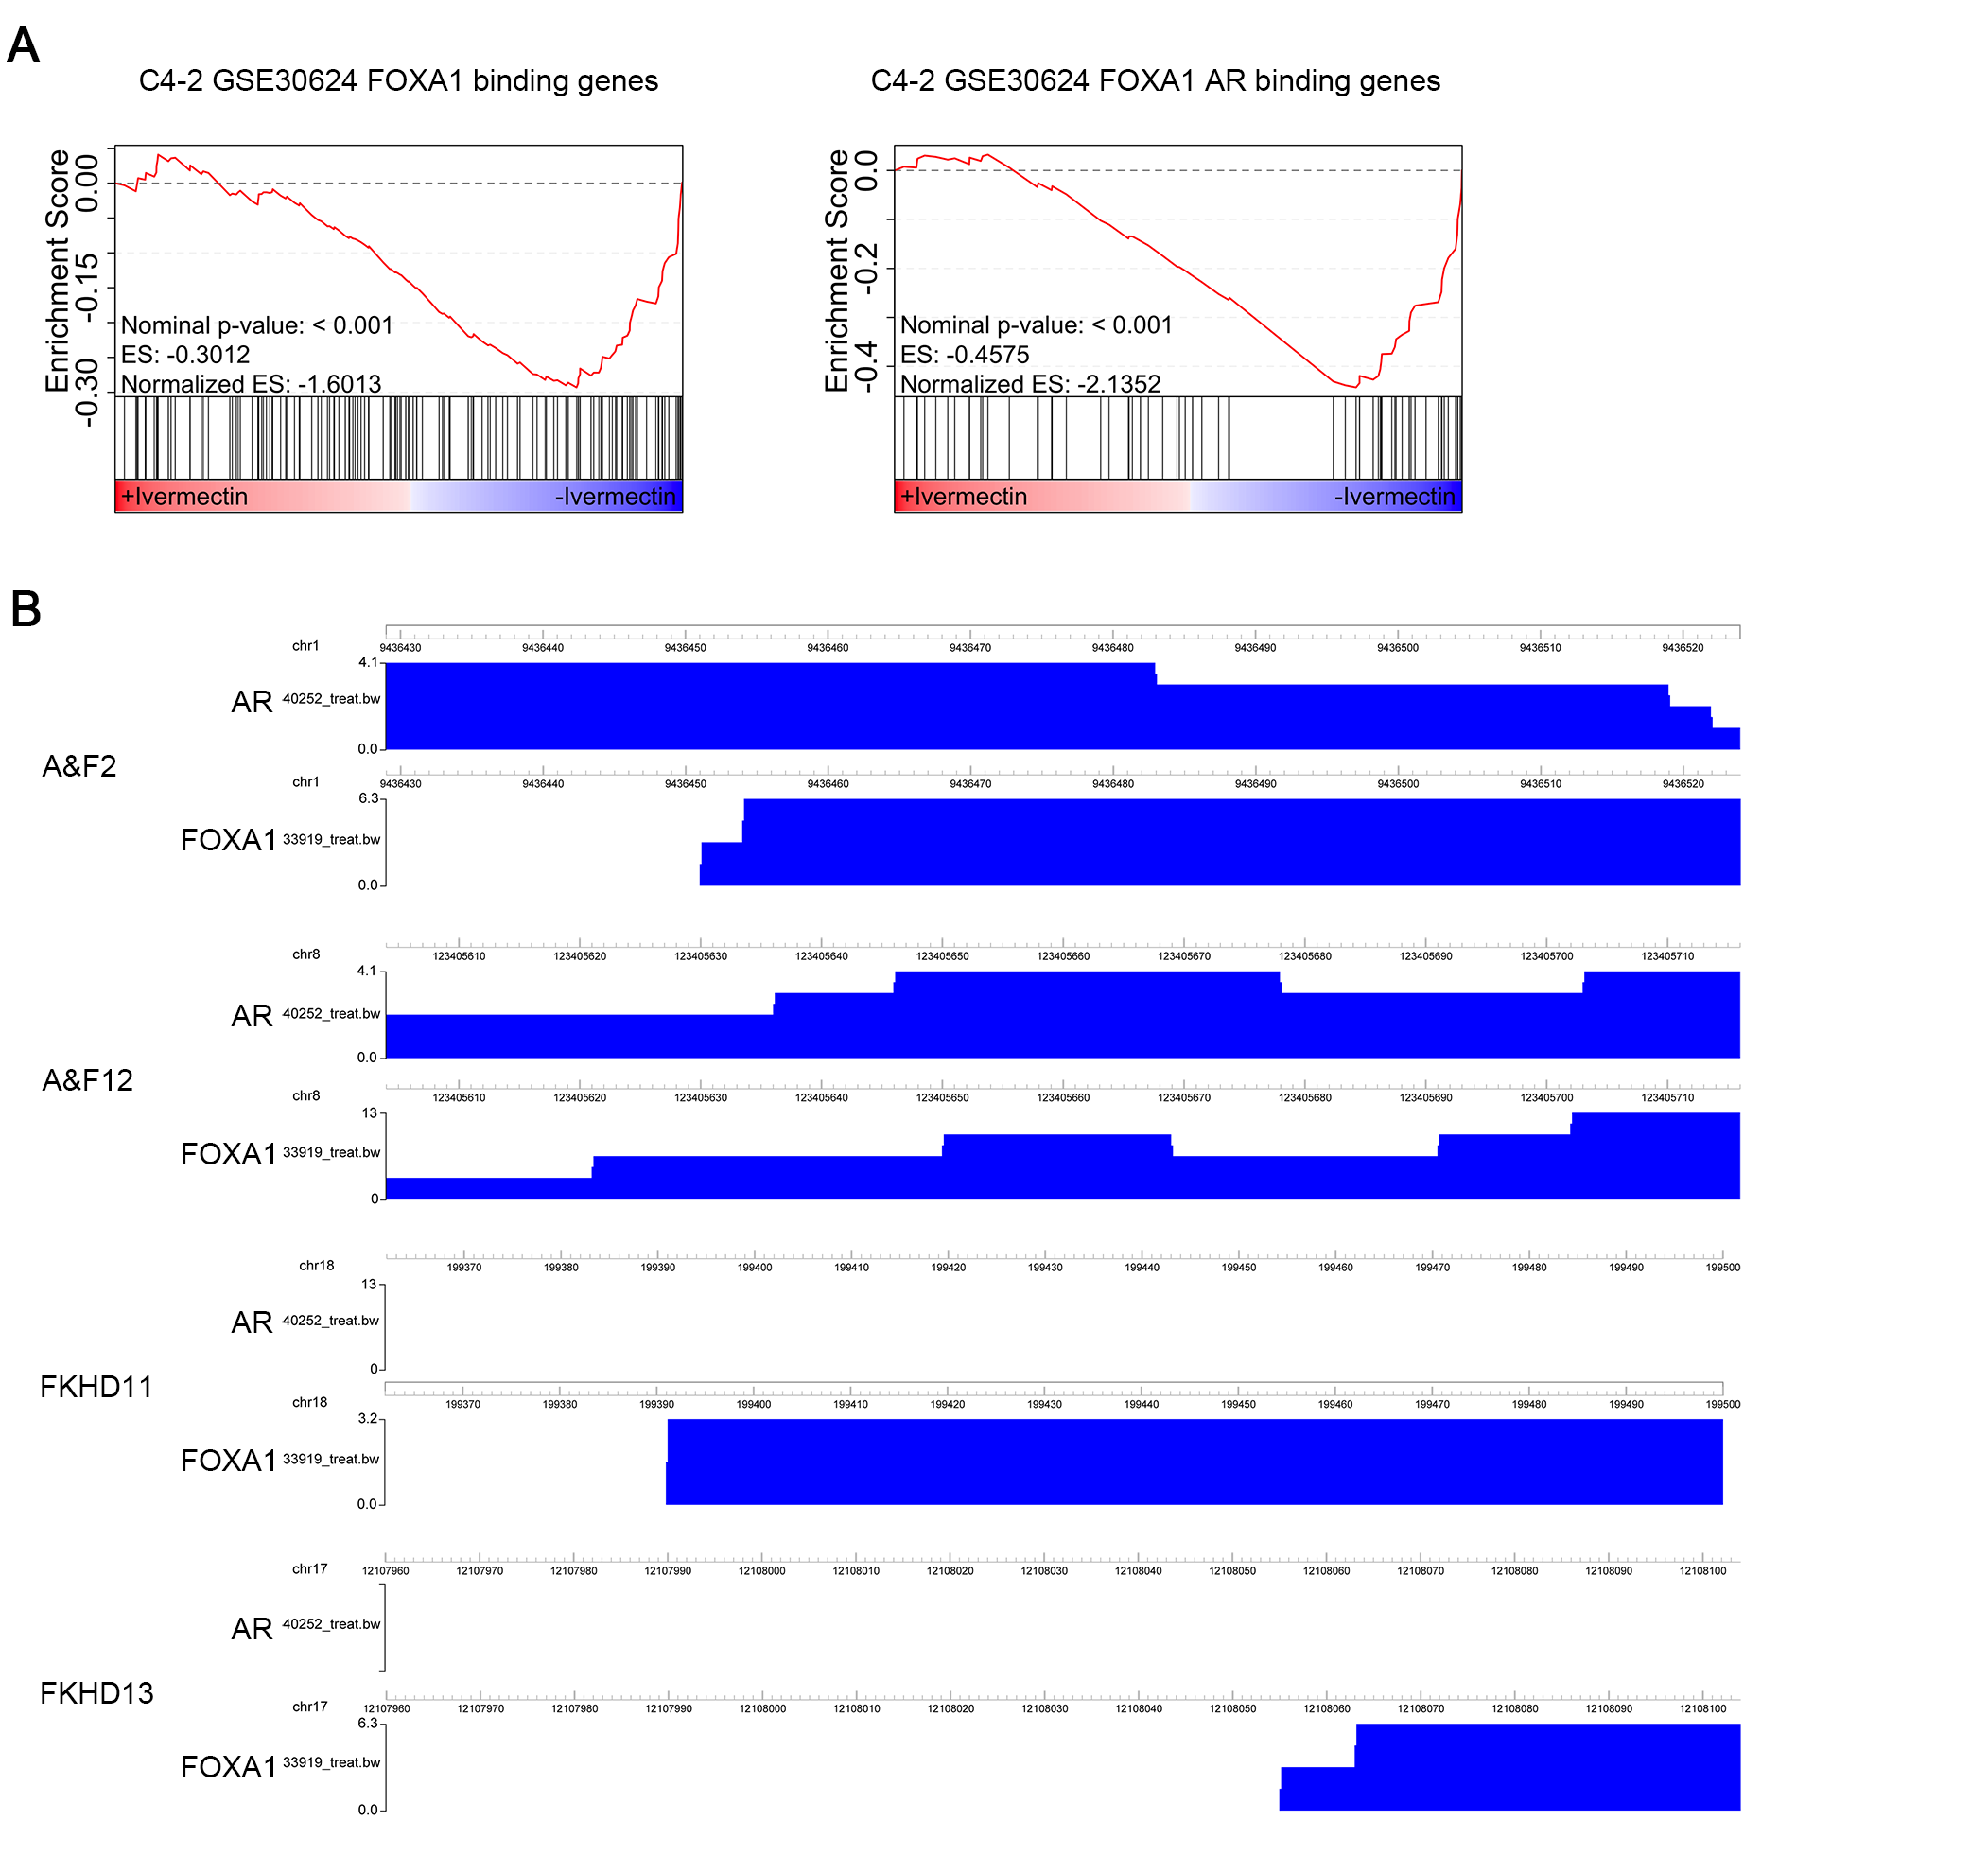

**Supplementary Fig. S6**

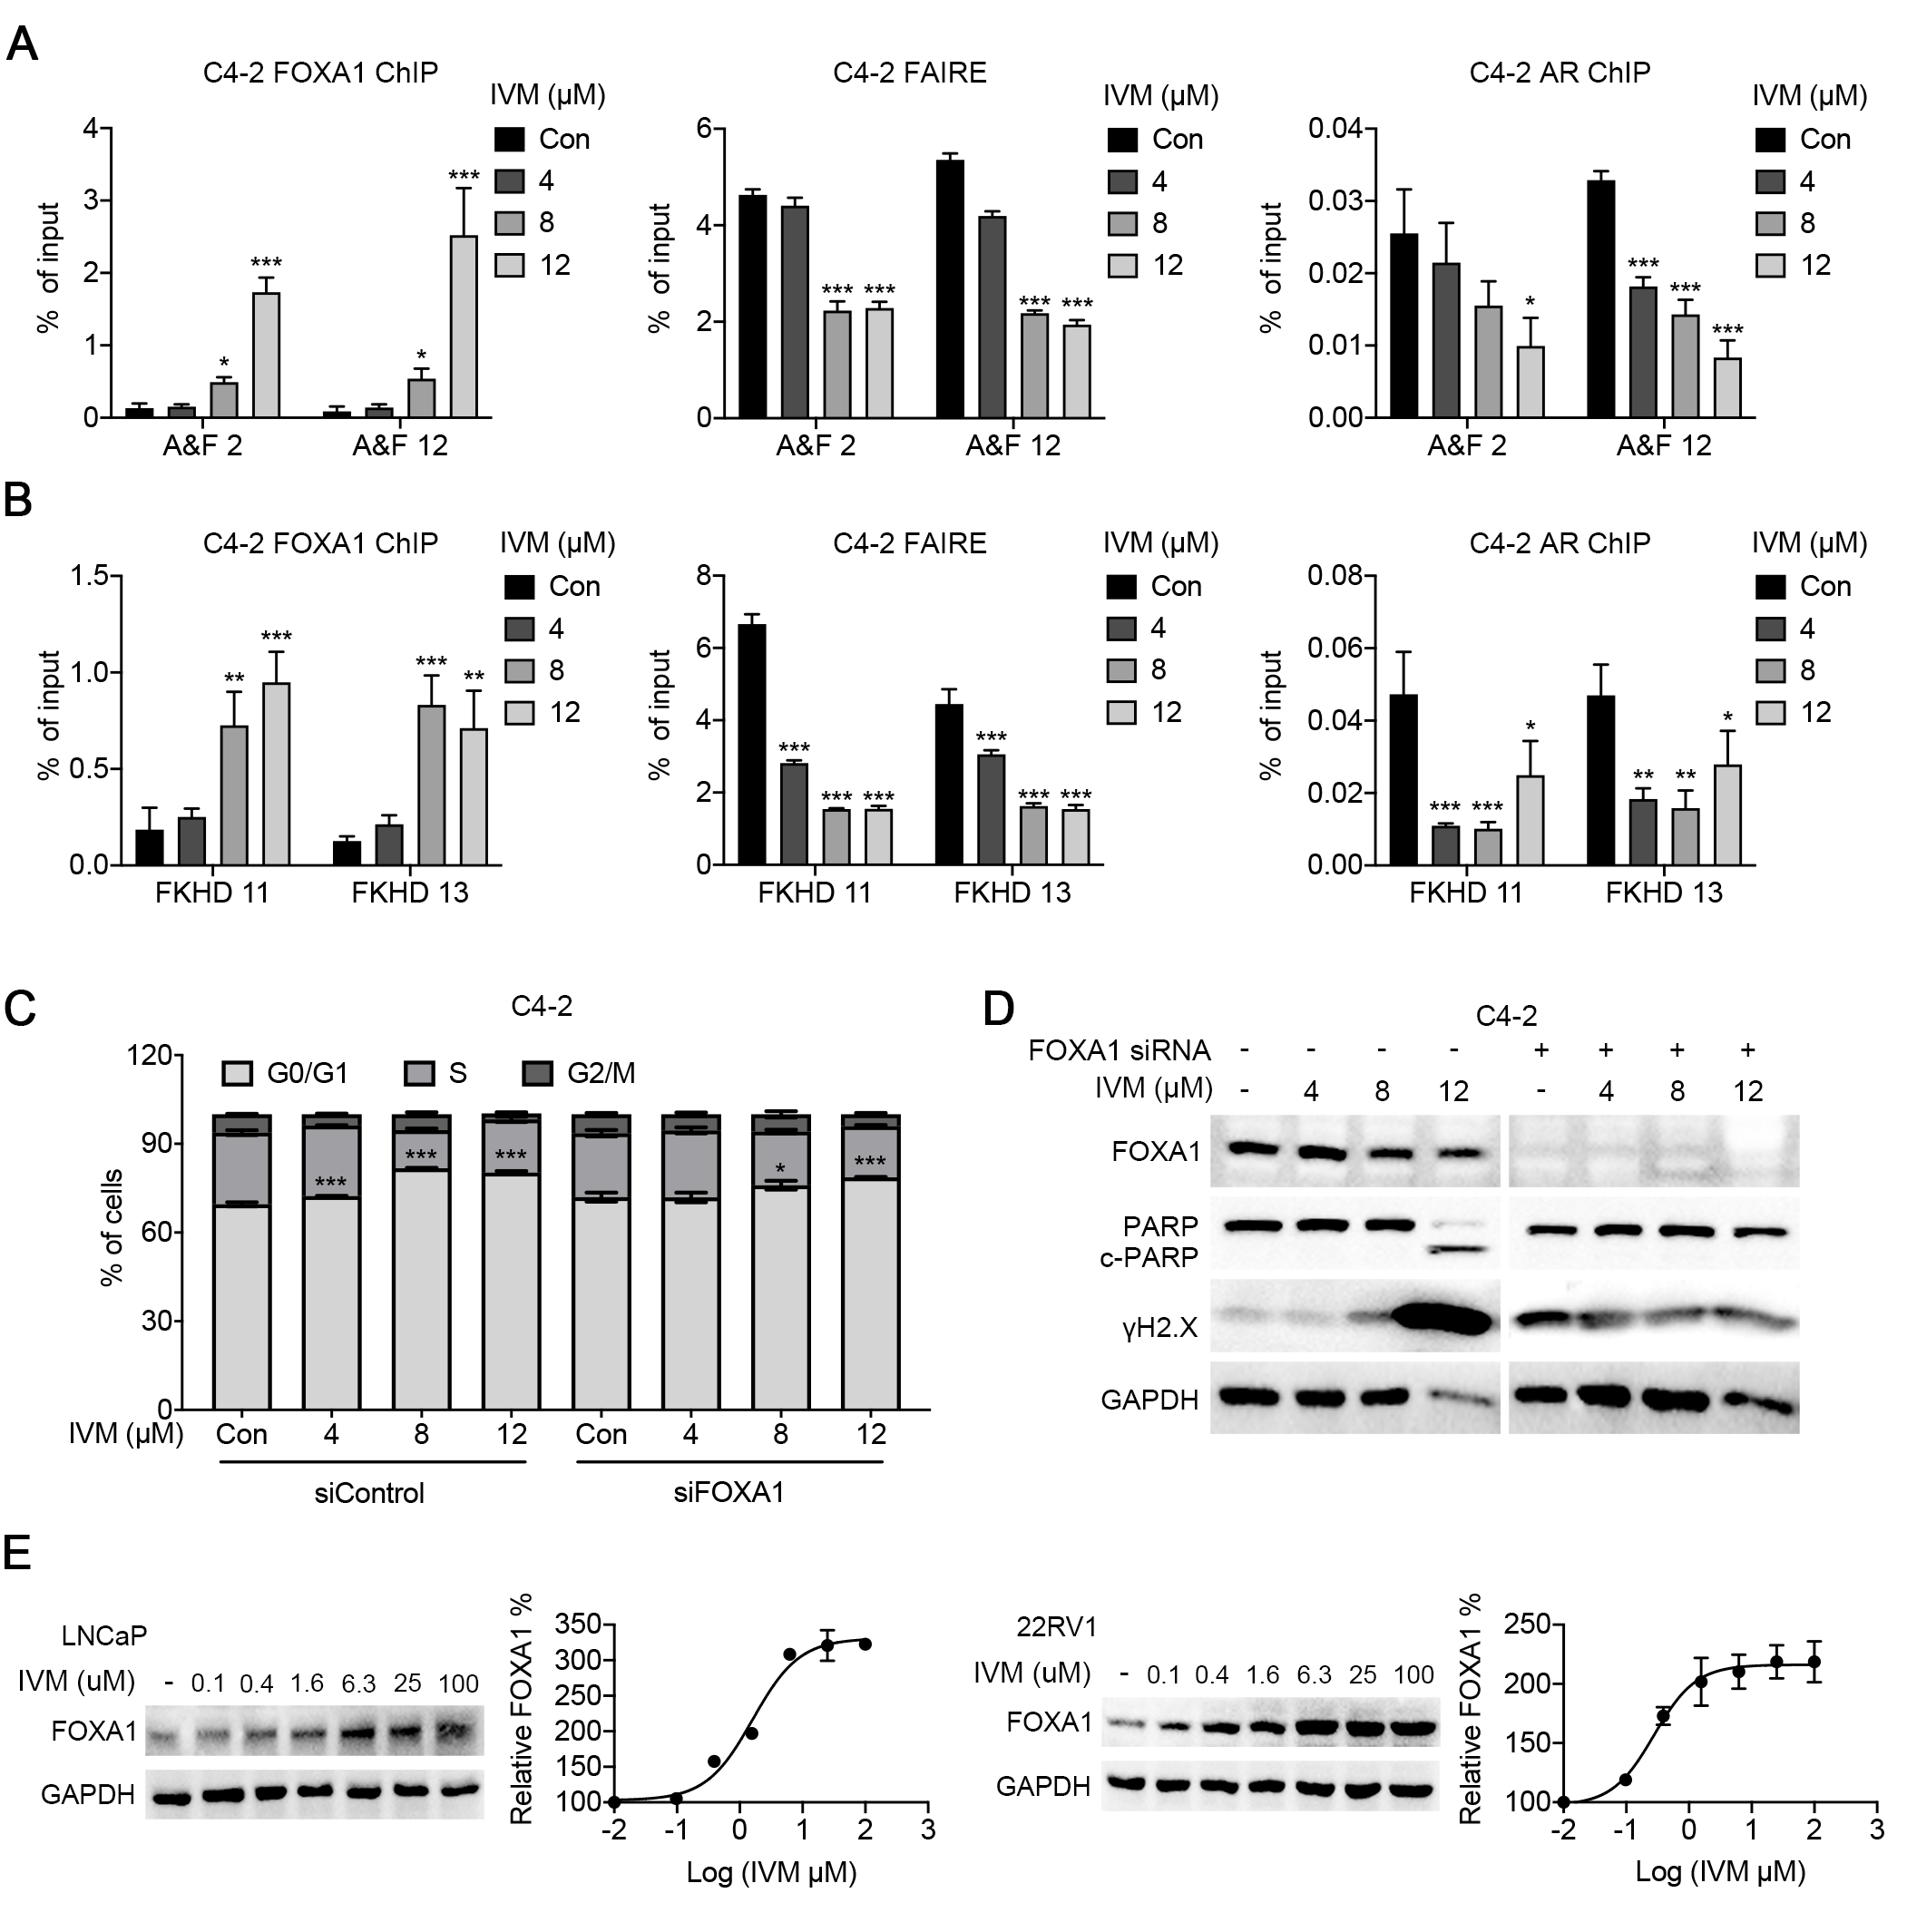

**Supplementary Fig. S7**

**
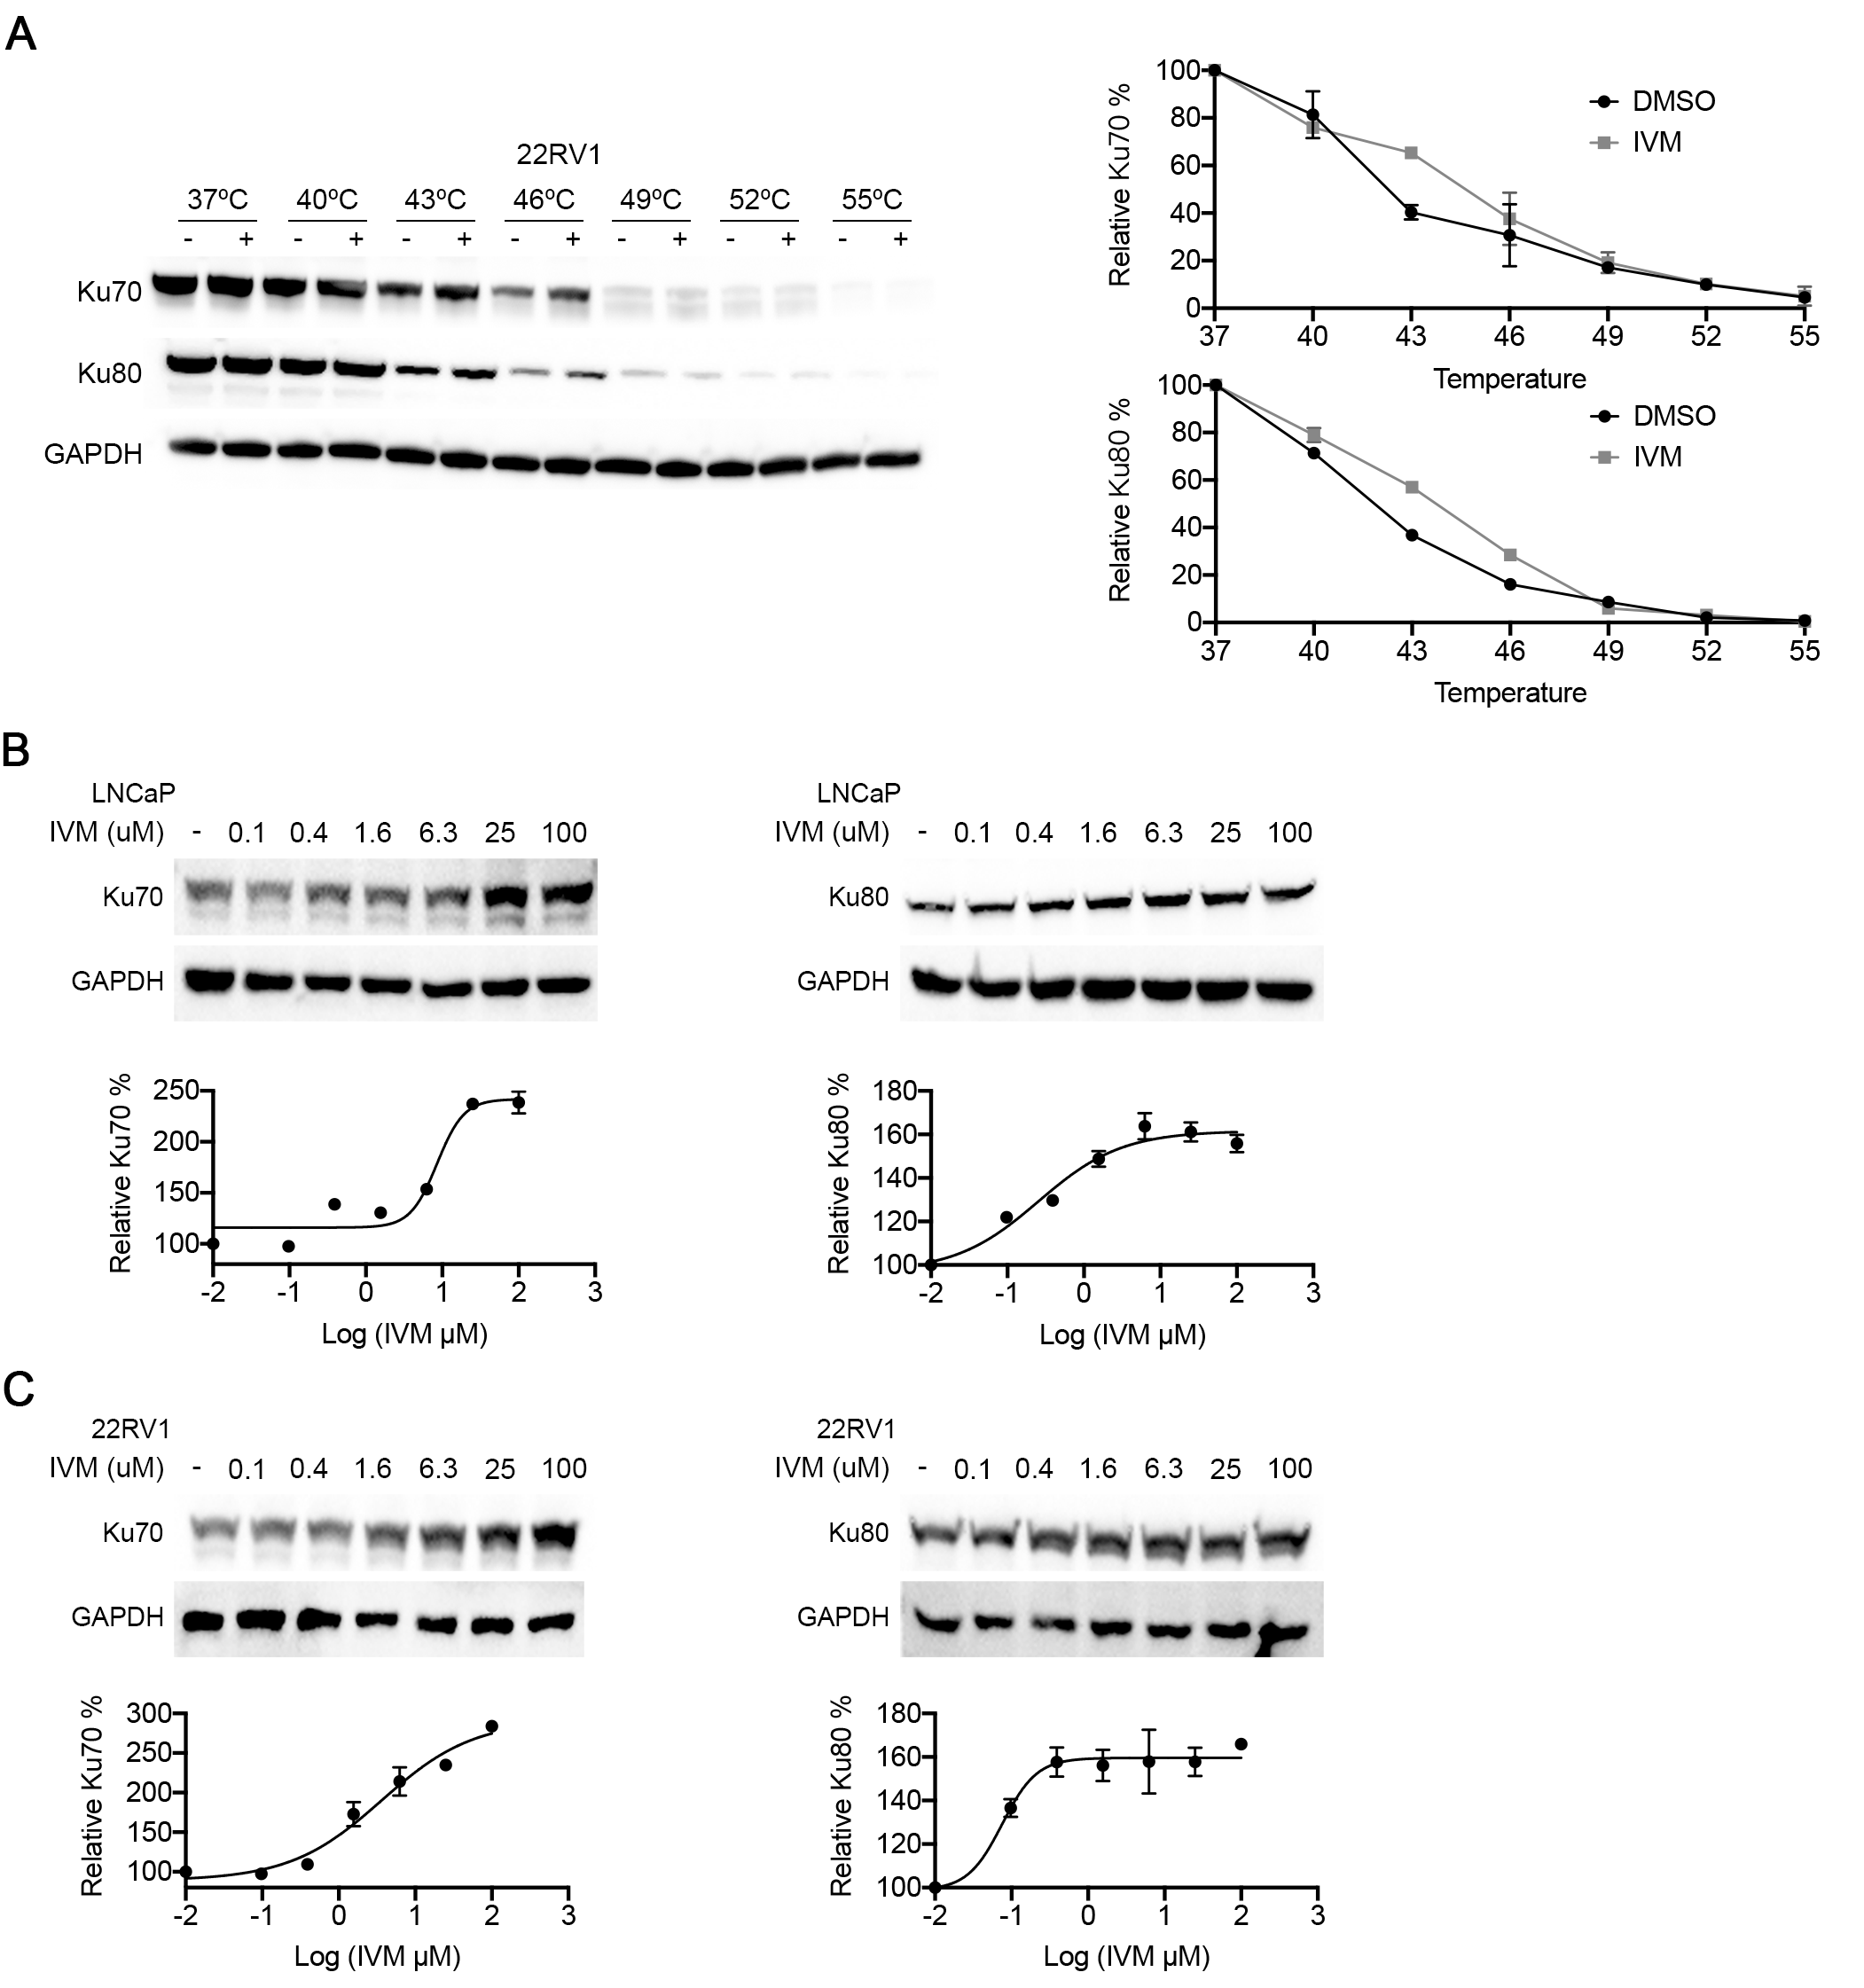
**

**Supplementary Fig. S8**

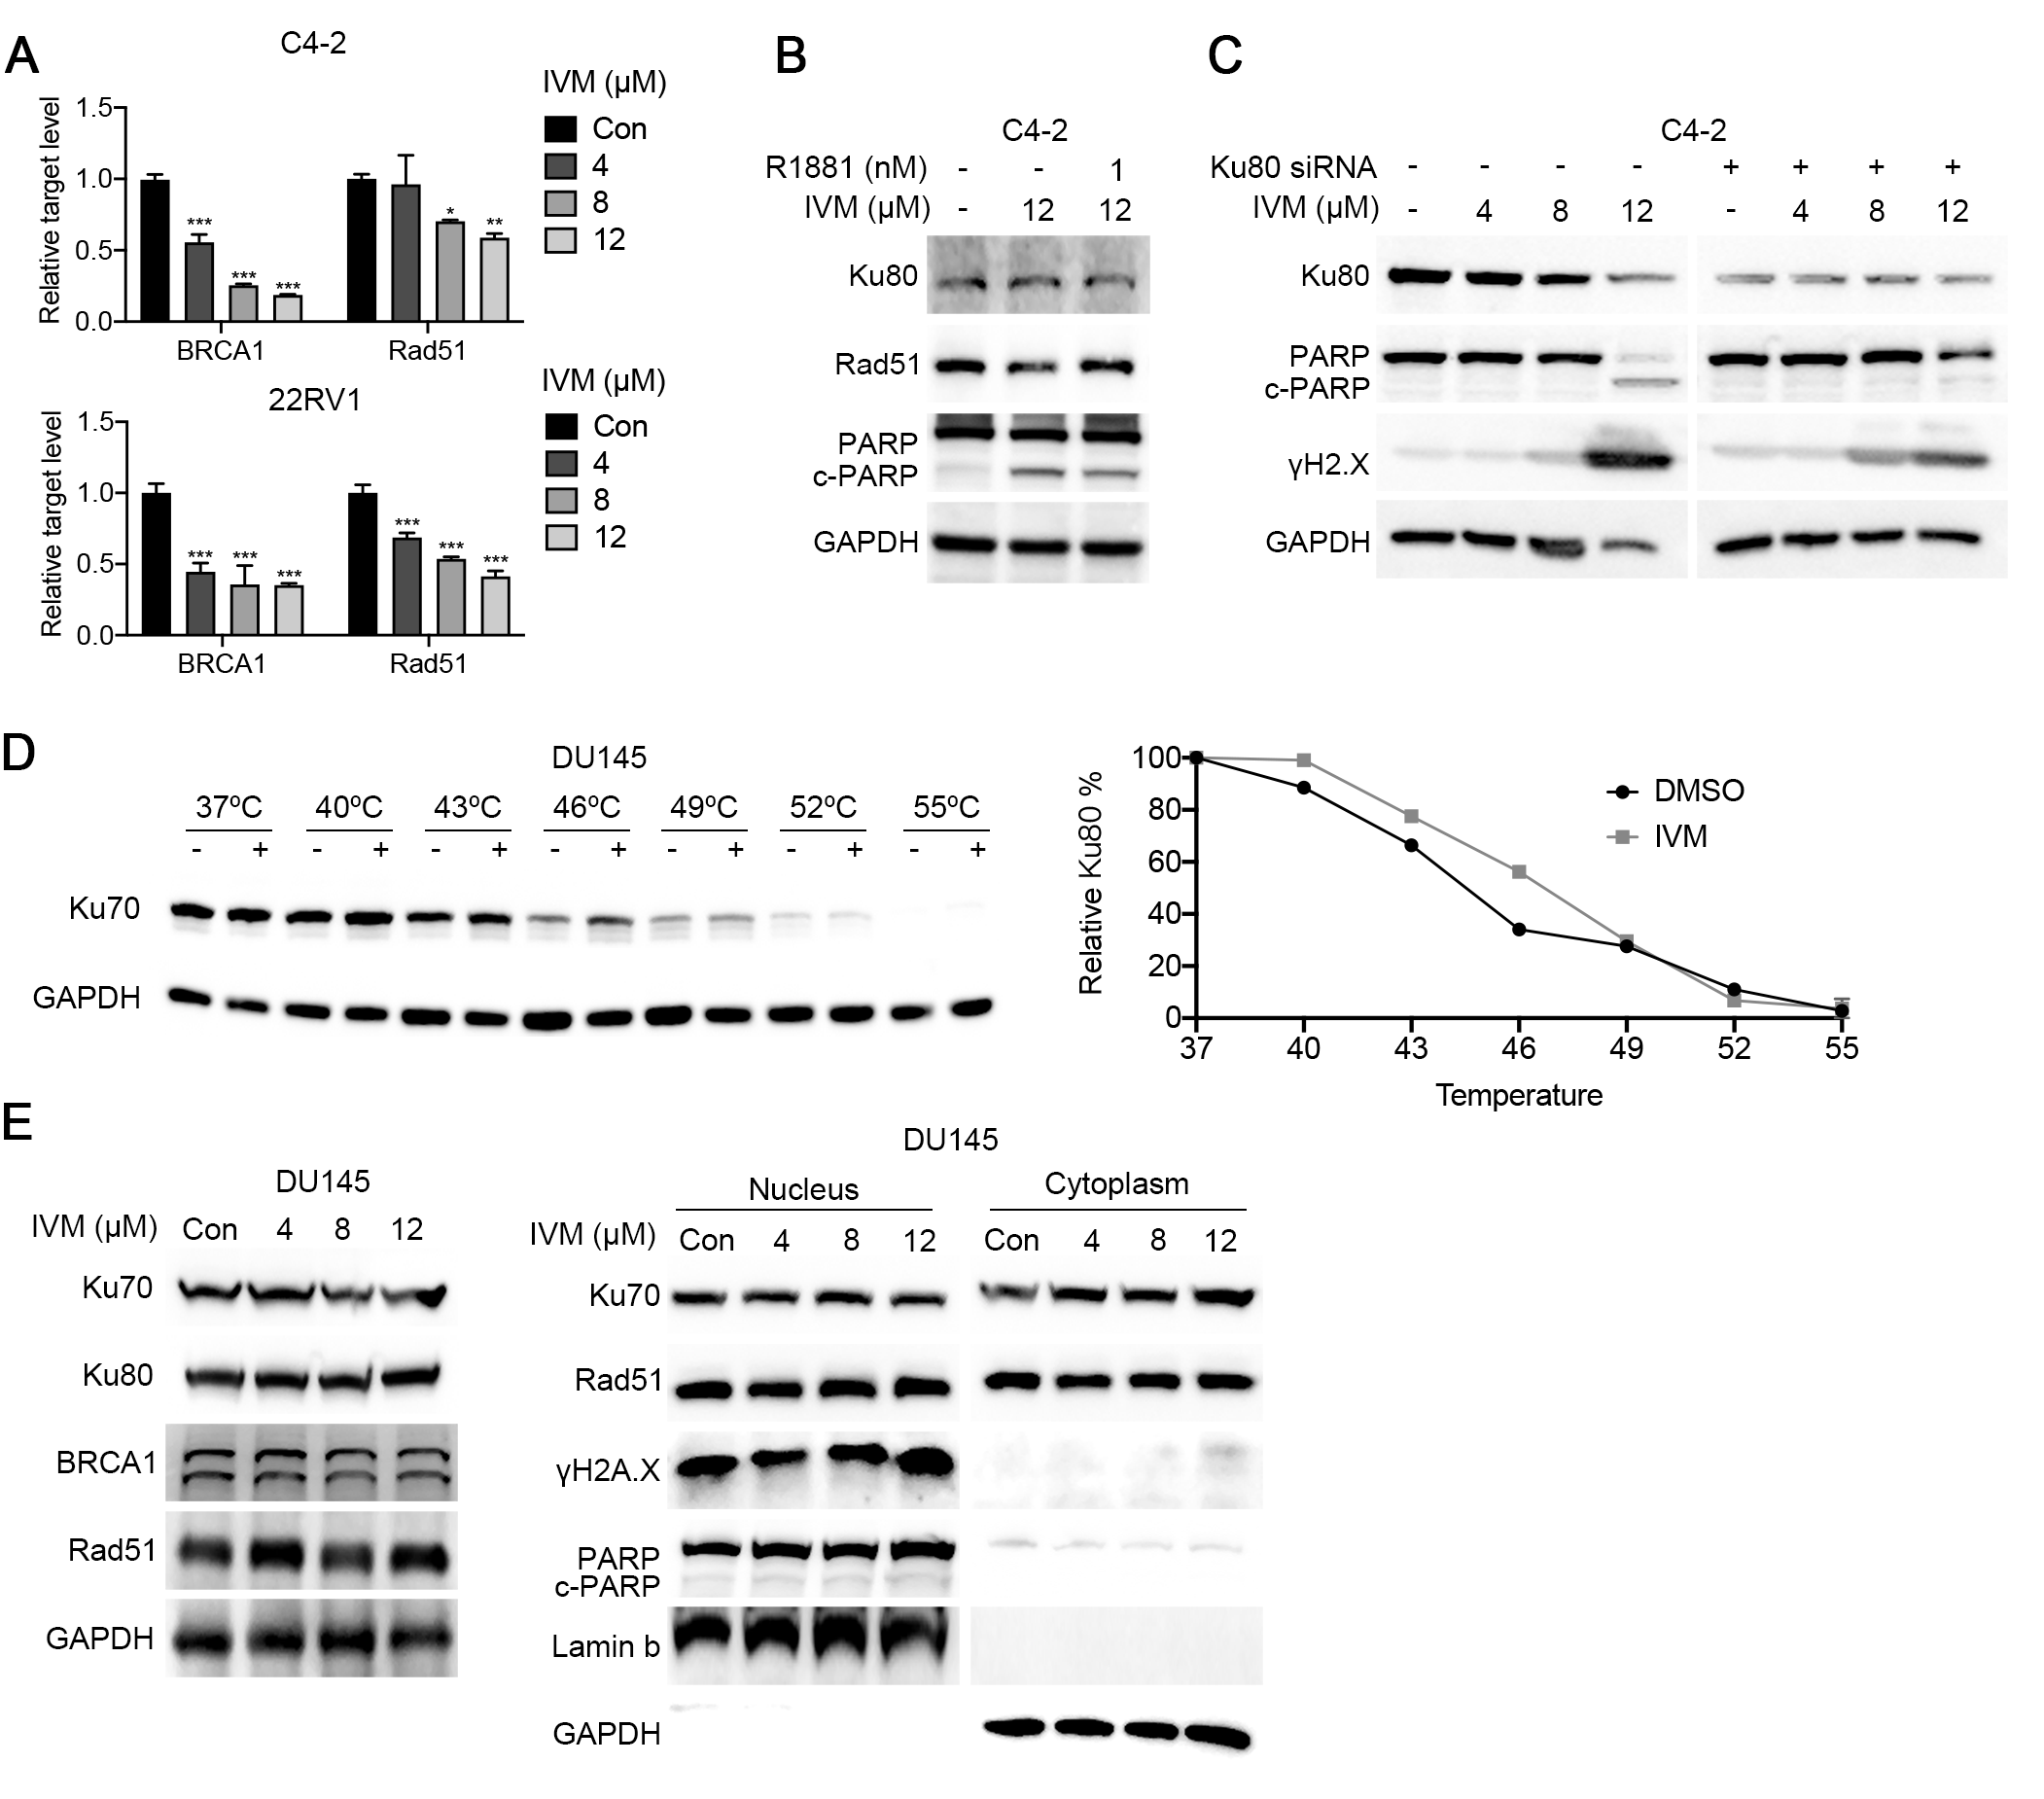

| Supplementary Table S1  **Primer sequence used in RT-qPCR analysis** | | |
| --- | --- | --- |
| Name | Forward Primer | Reverse Primer |
| KLK3 | CAGGTGTAGACCAGAGTGTTTC | CTGTGTCCTCAGAGAAATTGAGT |
| NKX3-1 | TCTGACAGGTGAATTGGATGG | GATTGGAGCAGGGTTTGTTATG |
| TMPRSS2 | TGCTCCAACTCTGGGATAGA | GGATGAAGTTTGGTCCGTAGAG |
| UBE2C | AAAGTGGTCTGCCCTGTATG | GGGACTATCAATGTTGGGTTCT |
| CDC20 | AAGACCTGCCGTTACATTCC | ACATTCCCAGAACTCCAATCC |
| GAPDH | CTCCTCACAGTTGCCATGTA | GTTGAGCACAGGGTACTTTATTG |
| BRCA1 | CAGTCGGGAAACAAGCATAGA | GCACATTCCTCTTCTGCATTTC |
| E2F1 | CTGAGGCCTGGGTGATTTATT | TCTCCCATCTCATATCCATCCT |
| CDKN3 | TCGGTTTATGTGCTCTTCCA | TTTTGACAGTTCCCCTCTGG |
| CDCA2 | GACAGAGCATGTGCAGTTGAA | TGAGCTCTGAAAGGGGAAGA |
| CAMKK2 | TCTCACCACGTCTCCATCAC | GCCCTTTCCAATTTCATCCT |
| MET | CCGTGAAGATCCCATTGTCTAT | GACCATTCTCGGGACACTAAC |
| MMP7 | GGAGGCATGAGTGAGCTACAG | GGCCAAAGAATTTTTGCATC |
| SOX9 | AGTACCCGCACTTGCACAAC | GTAATCCGGGTGGTCCTTCT |
| FOXA1 | GTATTCCAGACCCGTCCTAAAC | CTGTTGACGGTTTGGTTTGTG |
| KLK3-ehancer | TCGATTGTCCTTGACAGTAAACA | TCTCAGATCCAGGCTTGCTT |
| NKX3-1-enhancer | CTGGCAAAGAGCATCTAGGG | GGCACTTCCTGAGCAAACTT |
| E2F1-enhancer | GGGACACGGCCACATTGT | TGGTCCCCAAGTCCTTCCA |
| MET-enhancer | TGAGACACAGTGGATGTGTGA | GATCTCCCTGGTTGTTGCAT |
| A&F 2 | GGCTTCTTATCATGCCTGGA | AAGAACAGACAGTACGGAGTGG |
| A&F 12 | AGCATGTGTTTGCATGGGTA | CACAGGGAAAGATCACTAAGACC |
| FKHD 11 | TTGCGAGTAAGCCAAAGTCA | GCTGAAACAAGAAGGCCAAG |
| FKHD 13 | TGCTGCTGGAGTTTTGAATG | TTGGCAGTATTTATCGAGACCA |

# Supplementary material for: Integrated analysis reveals FOXA1 and Ku70/Ku80 as targets of ivermectin in prostate cancer
**Source:** Cell Death Dis. 2022 Sep 1;13(9):754. doi: 10.1038/s41419-022-05182-0

Fig. 2C LNCaP

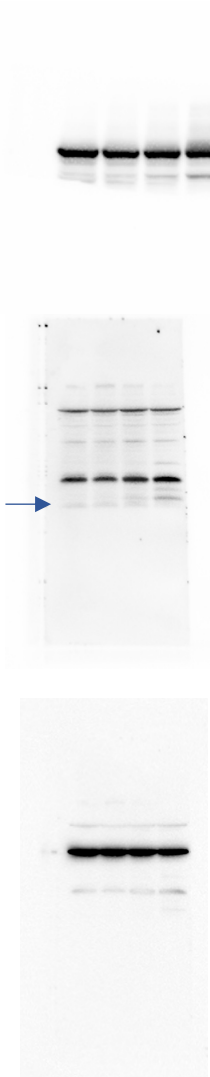

Fig. 2C C4-2

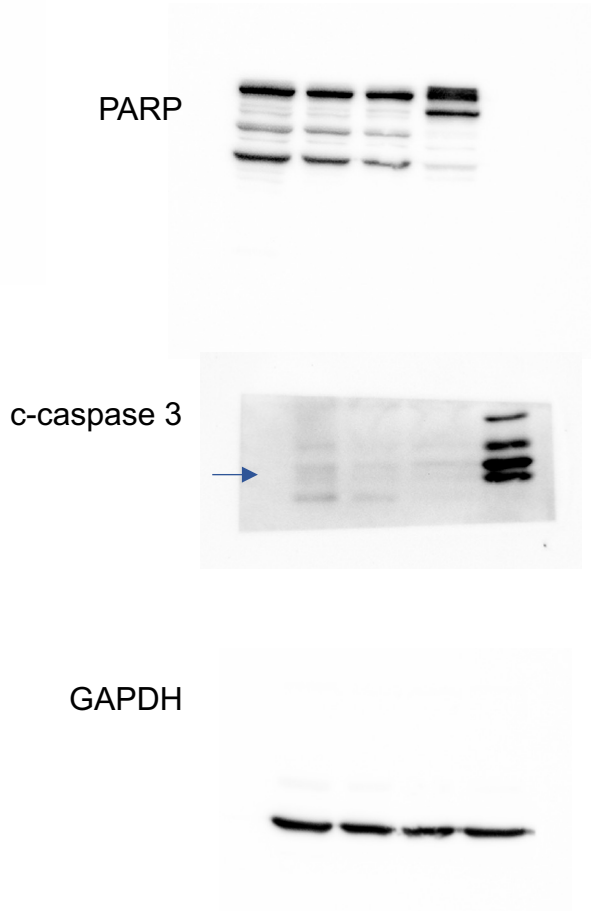

Fig. 2C 22RV1

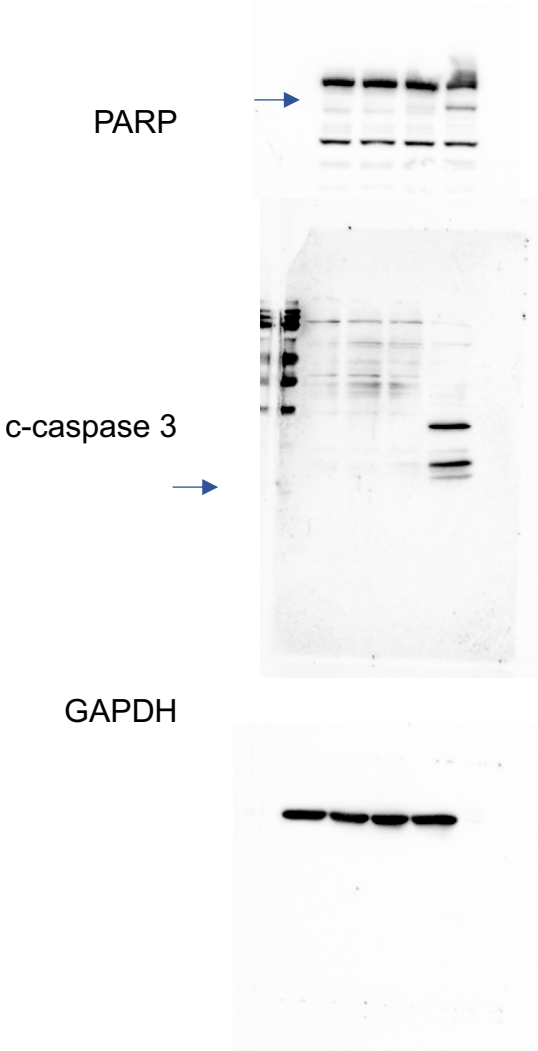

Fig. 2E LNCaP

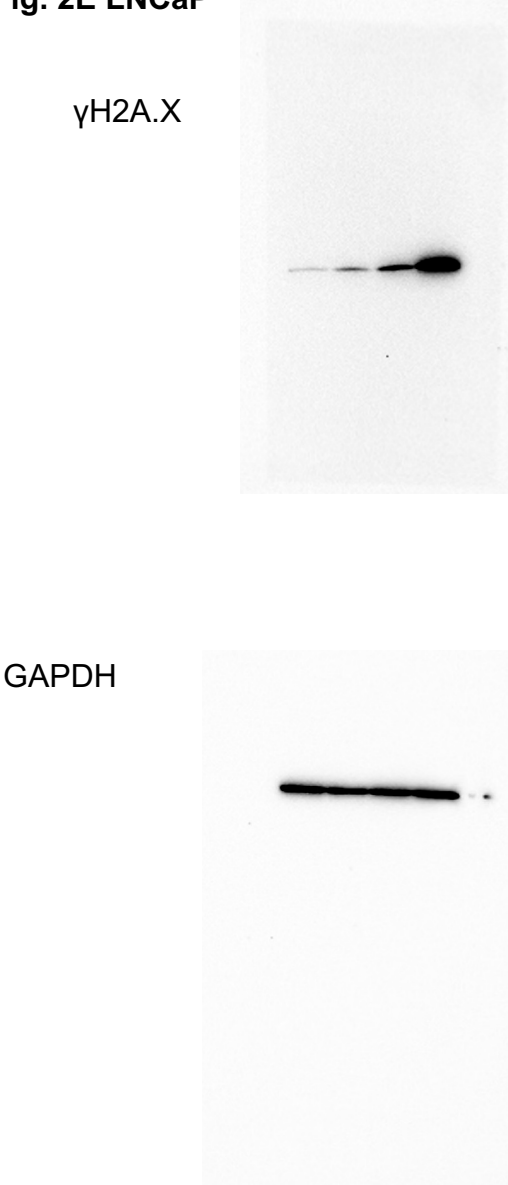

Fig. 2E C4-2

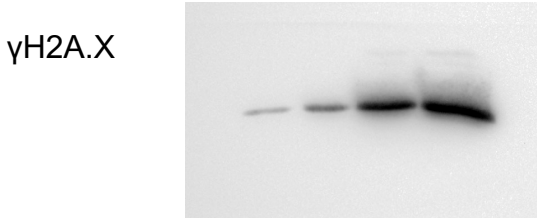

Fig. 2E 22RV1

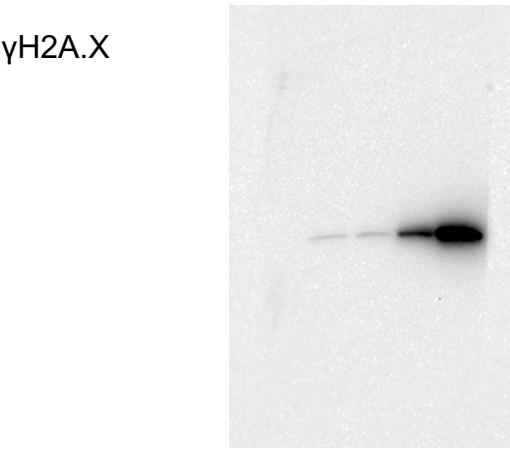

**Fig. 3A LNCaP**

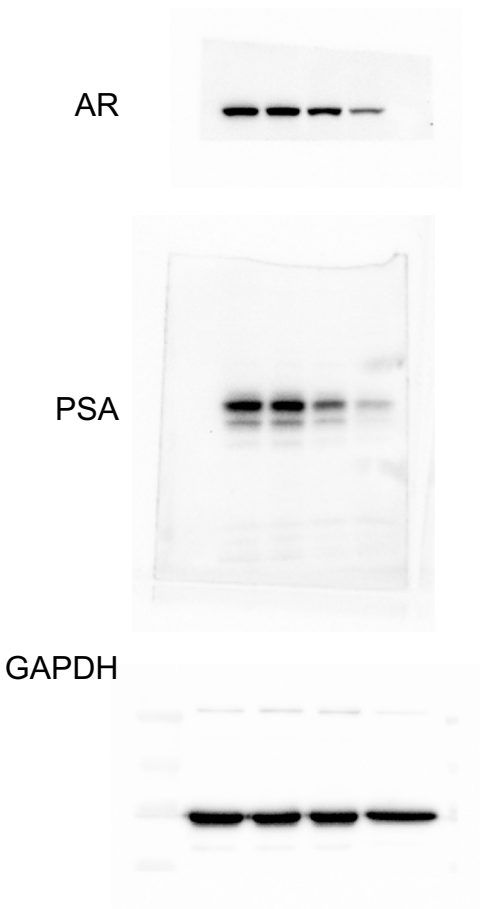

**Fig. 3A C4-2**

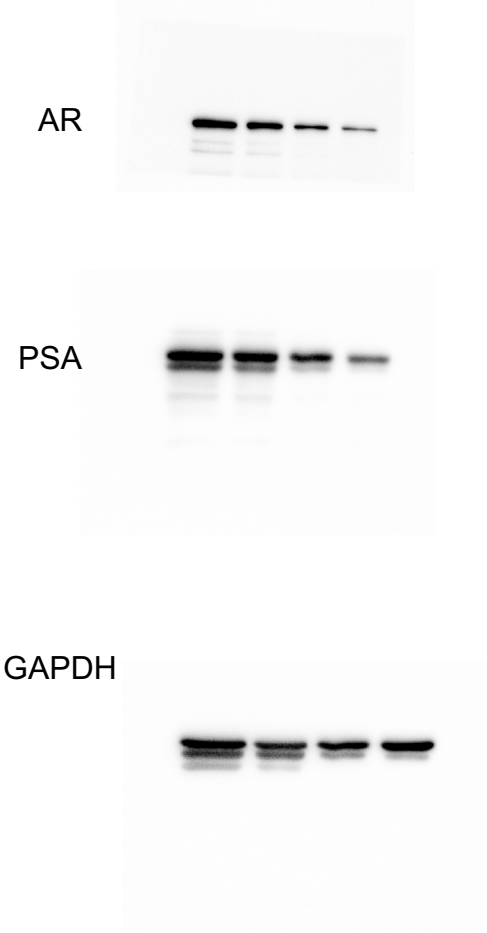

**Fig. 3F LNCaP**

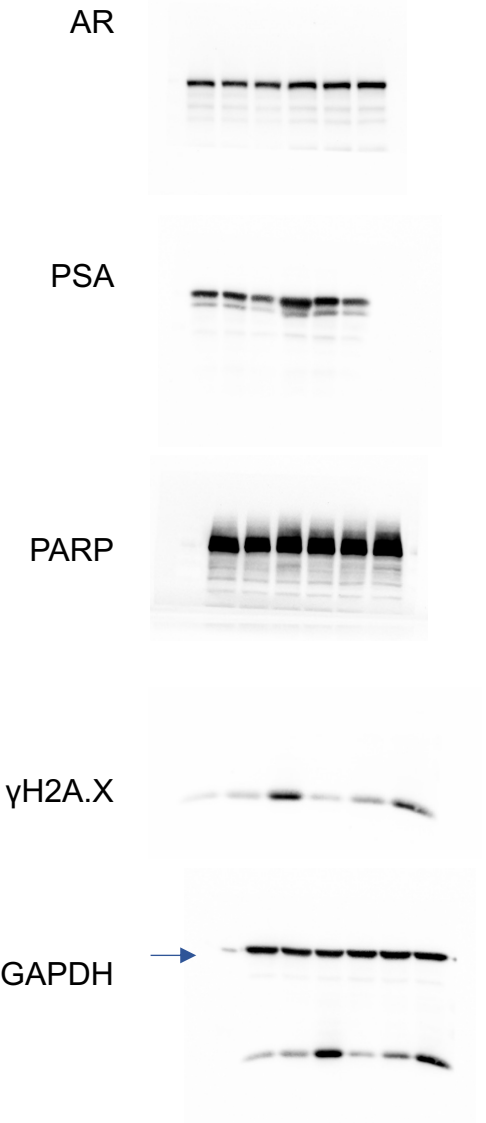

**Fig. 3E LN95**

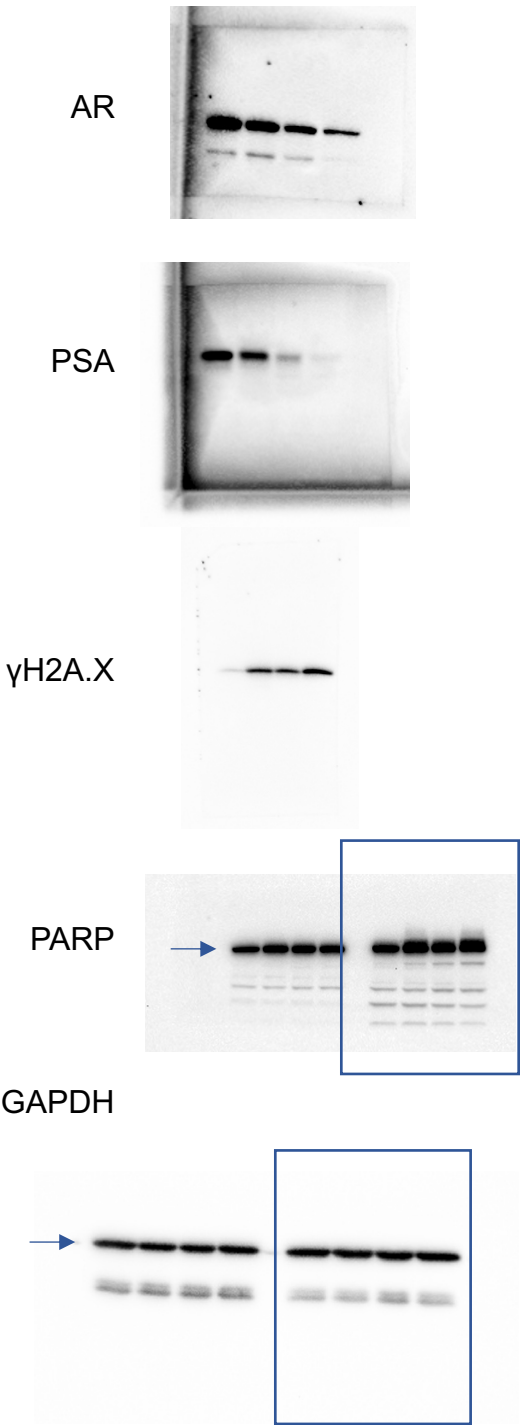

**Fig. 3E VCaP**

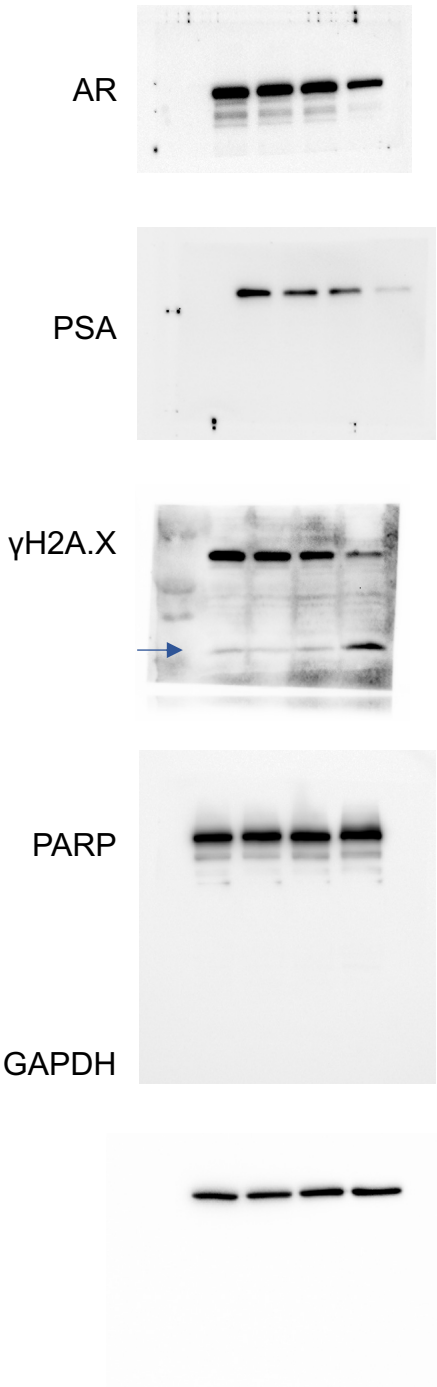

**Fig. 3F C4-2**

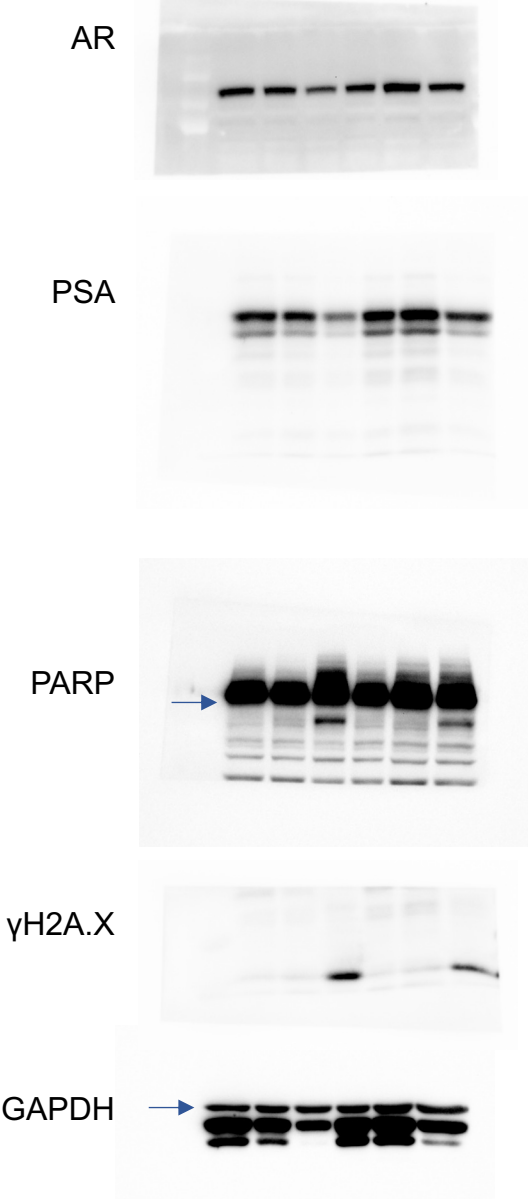

Fig. 4E C4-2

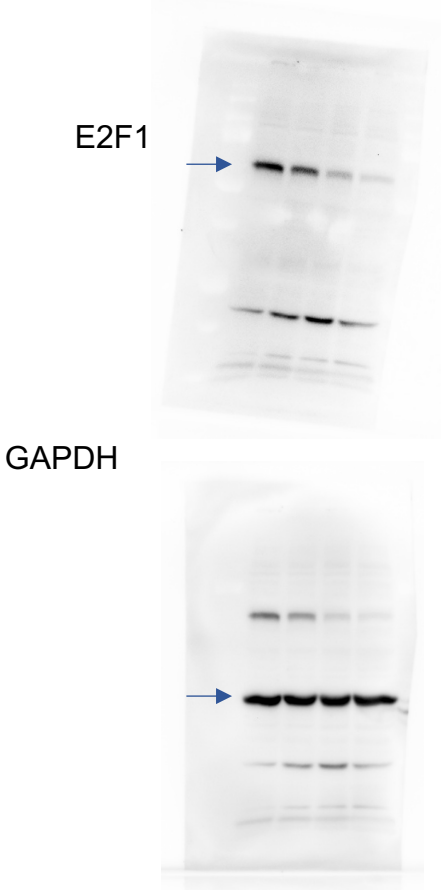

Fig. 4E 22RV1

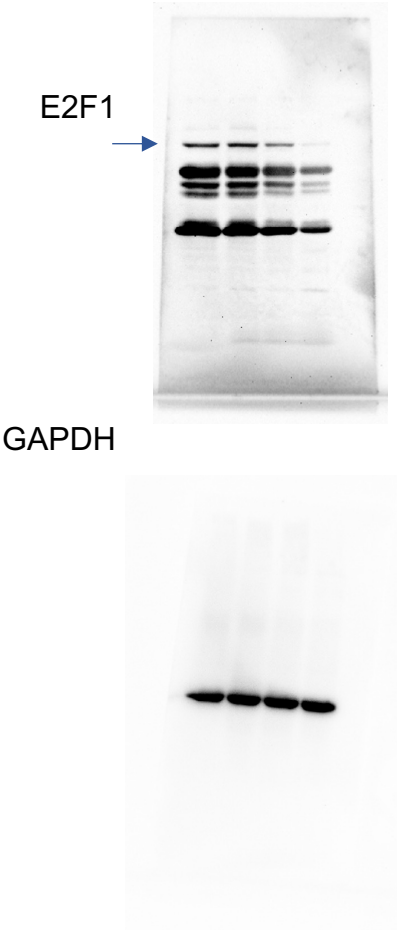

Fig. 4G C4-2

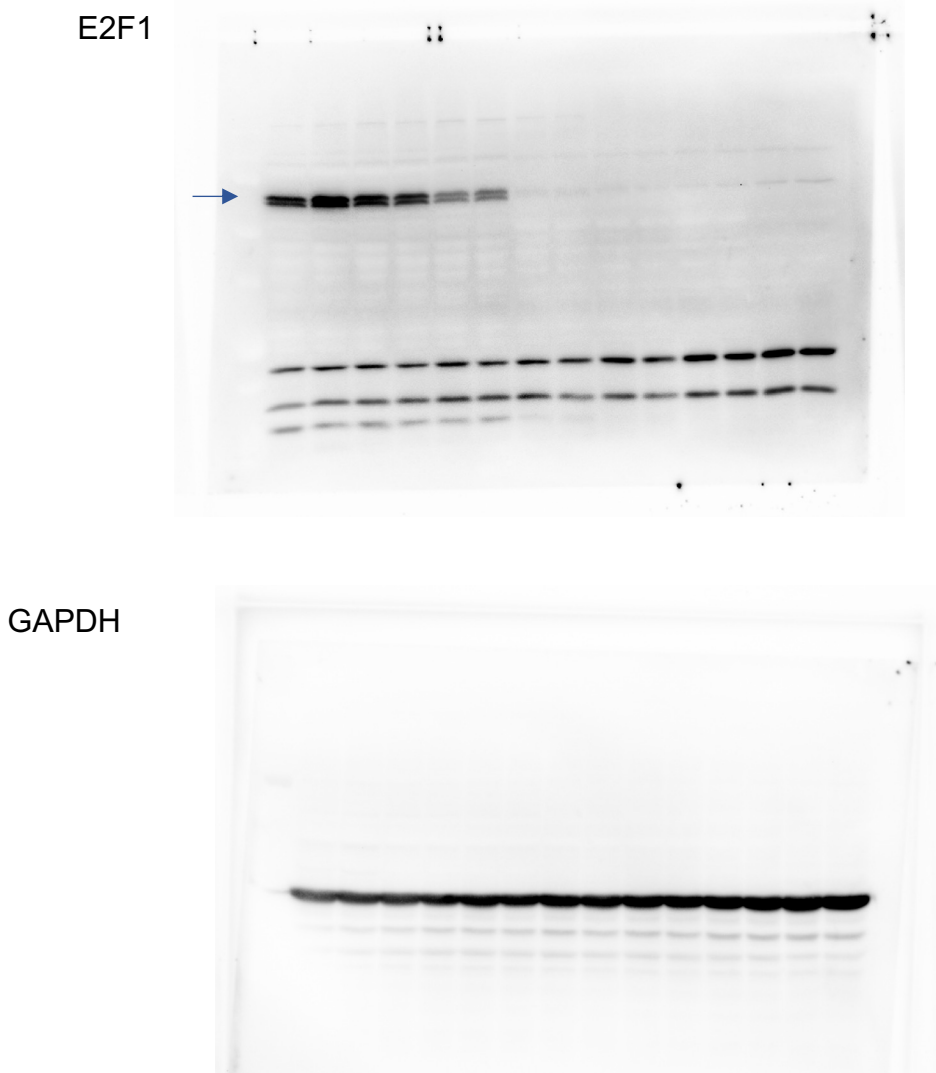

**Fig. 5C LNCaP**

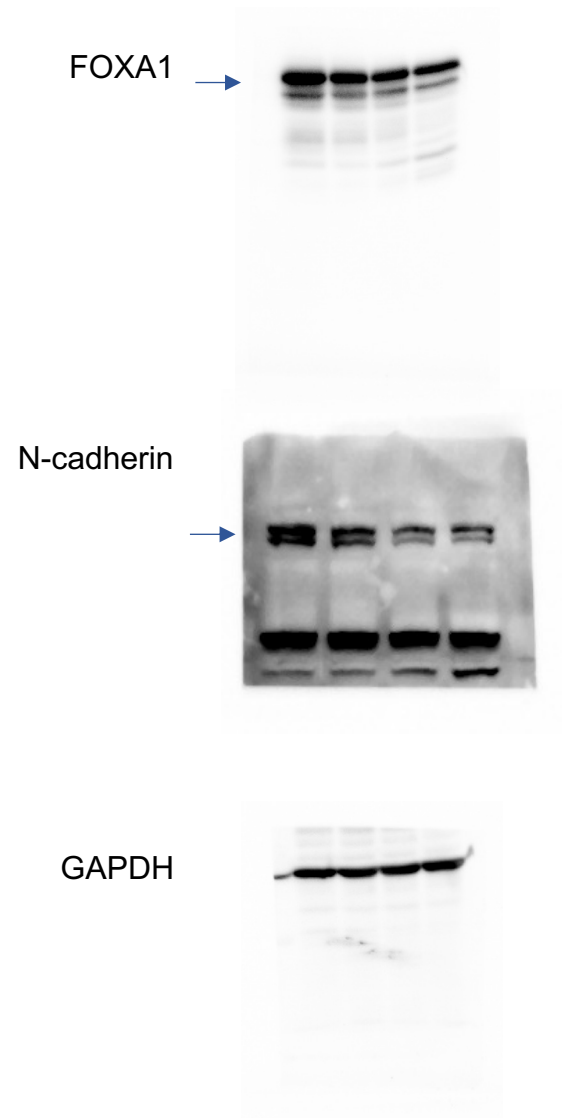

**Fig. 5C C4-2**

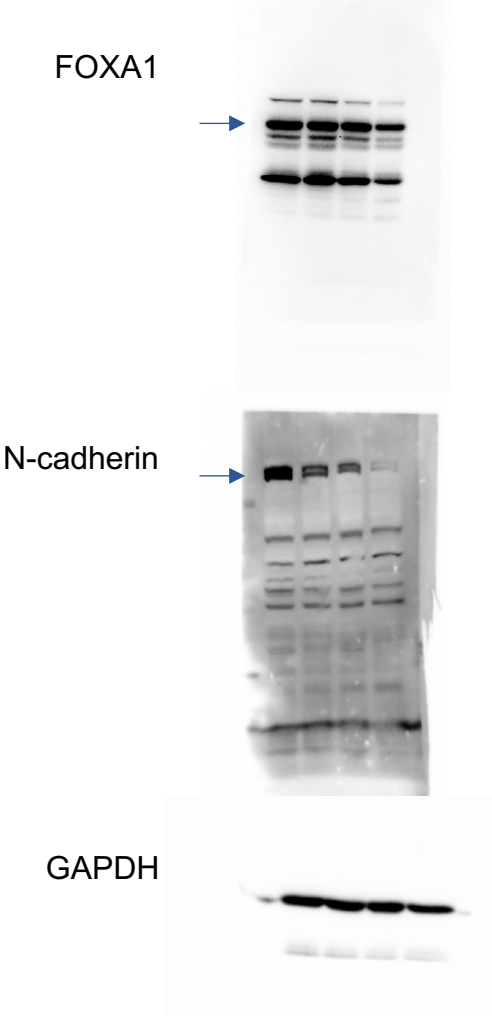

**Fig. 5G LNCaP**

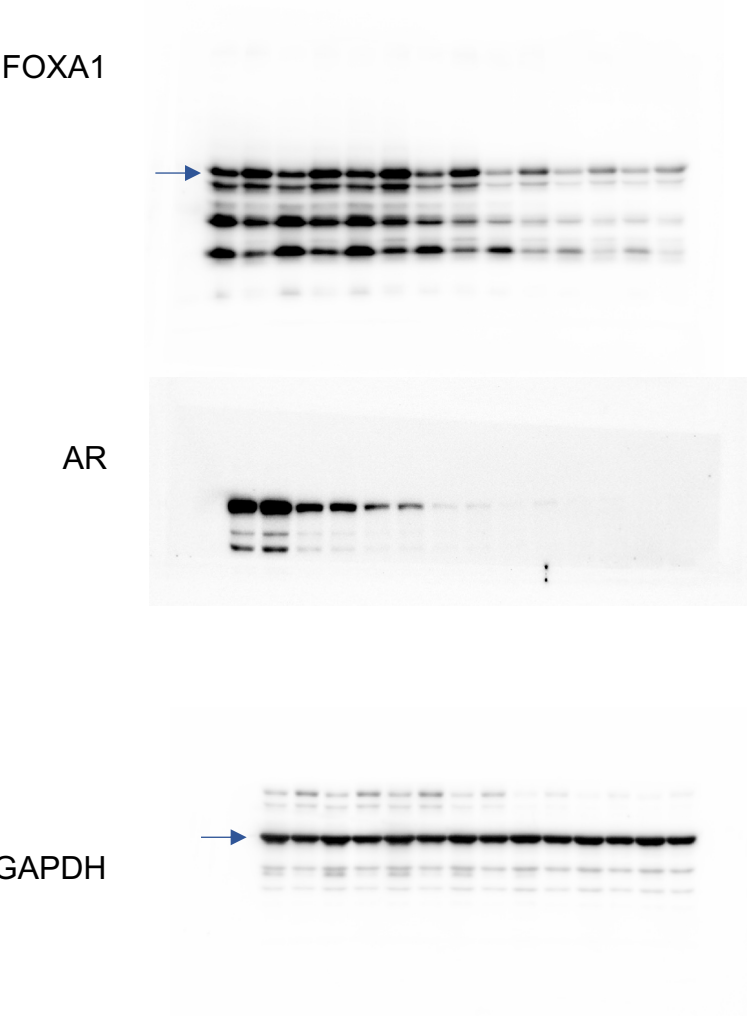

**Fig. 5H C4-2**

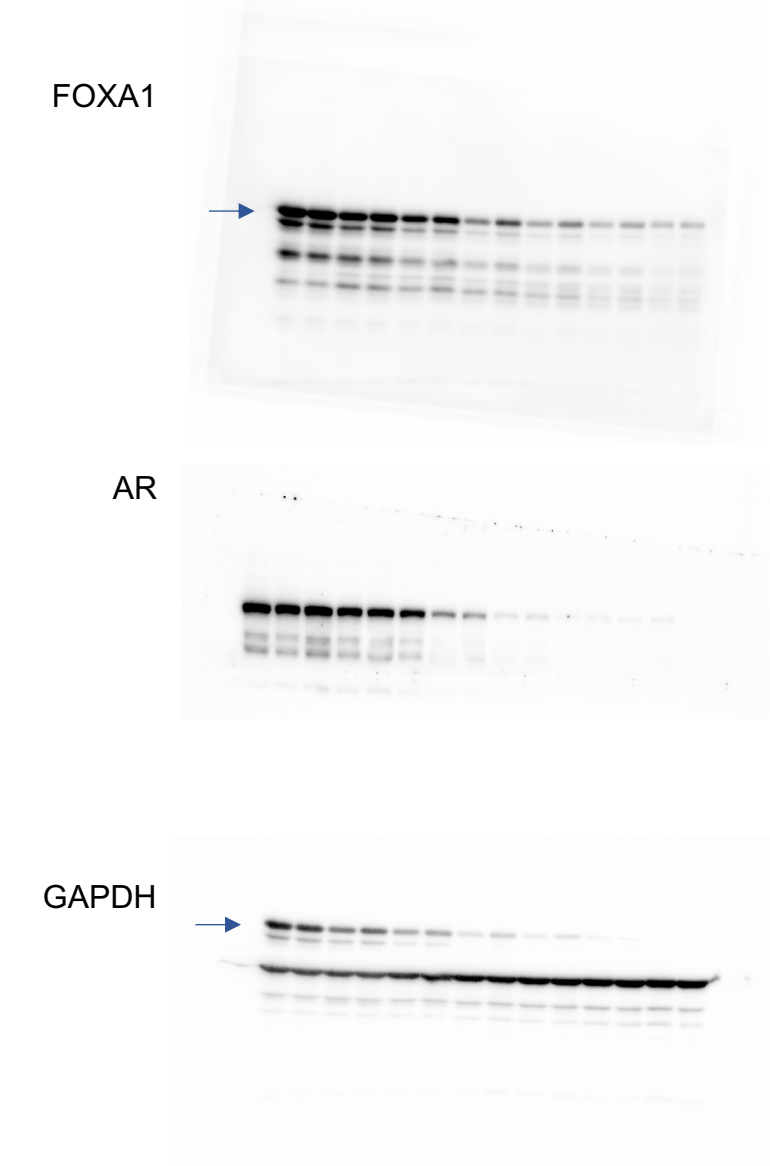

**Fig. 5I 22RV1**

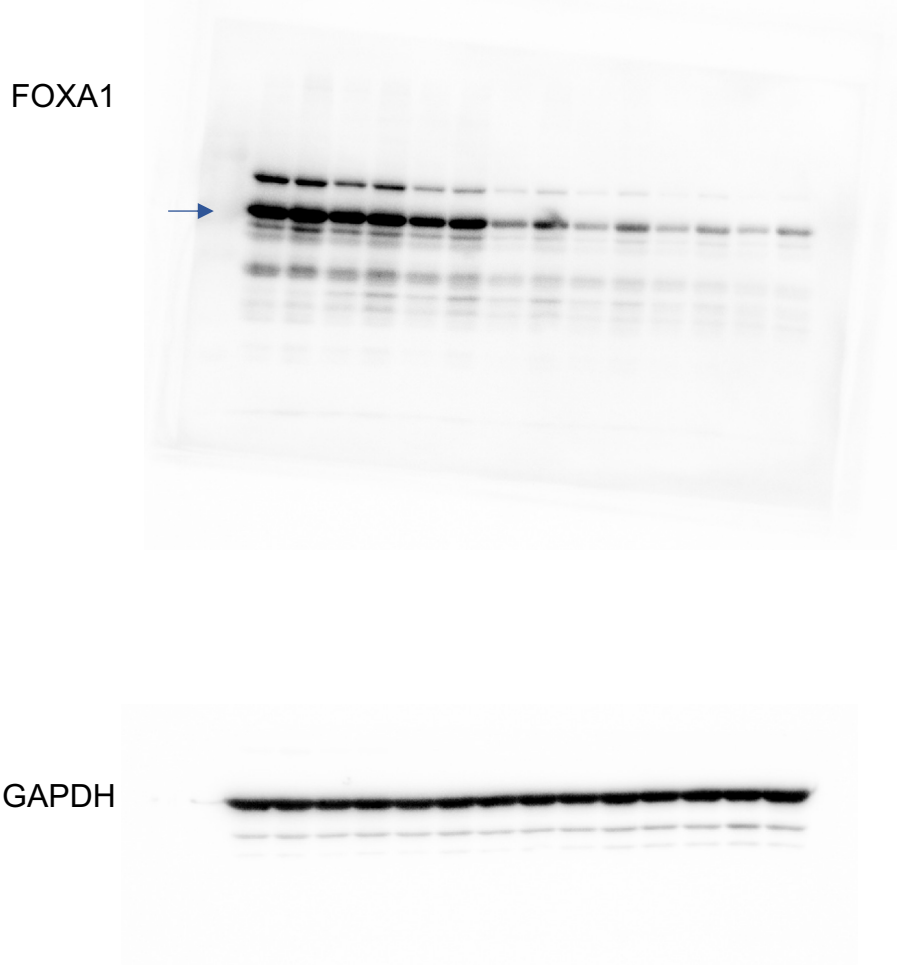

Fig. 6D LNCaP

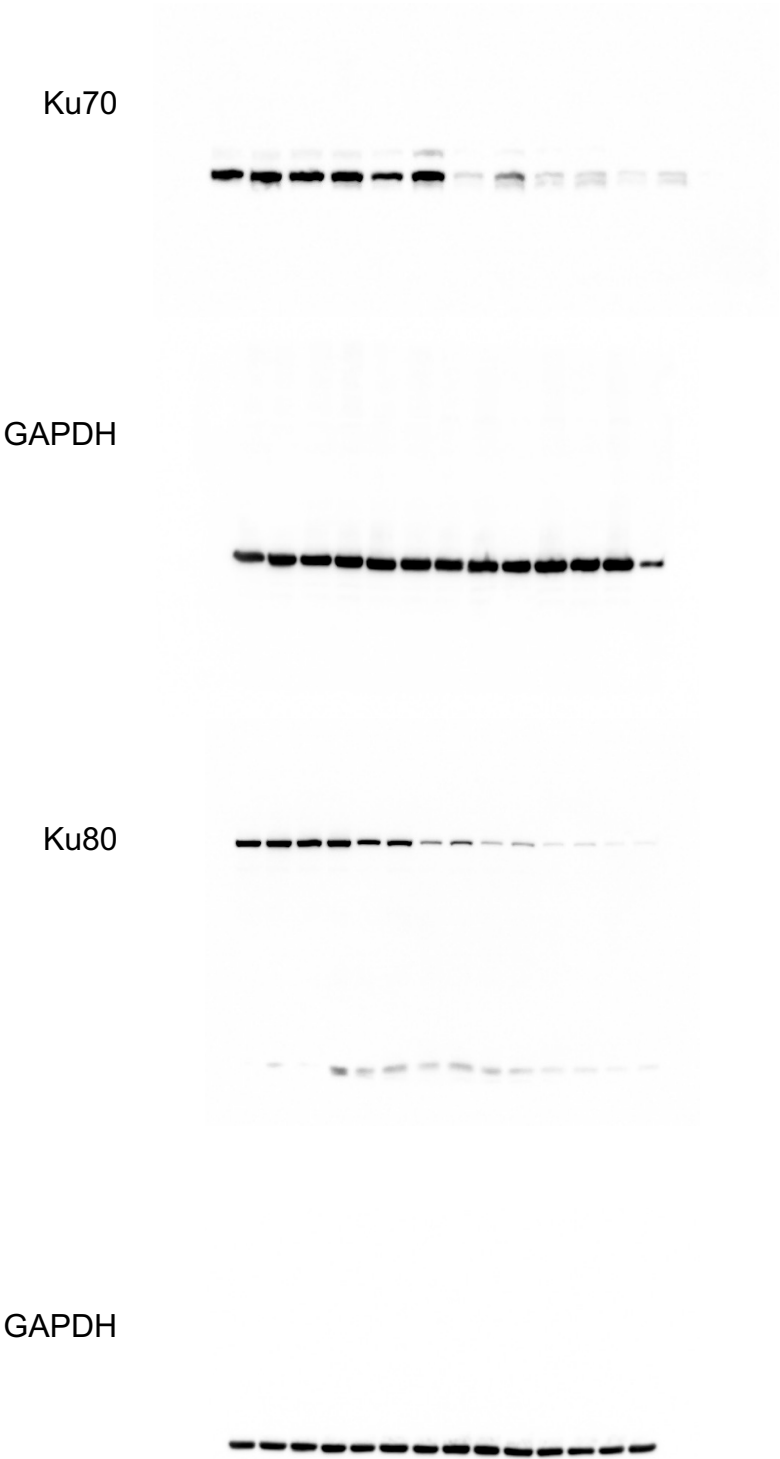

Fig. 6E C4-2

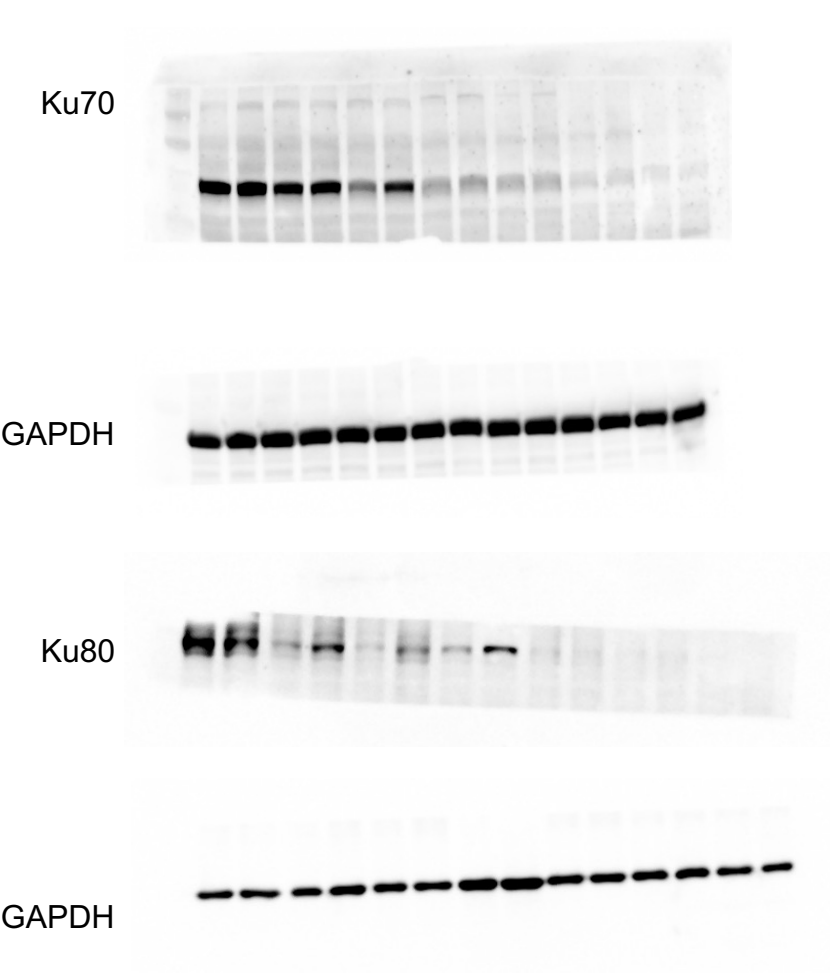

Fig. 7B C4-2

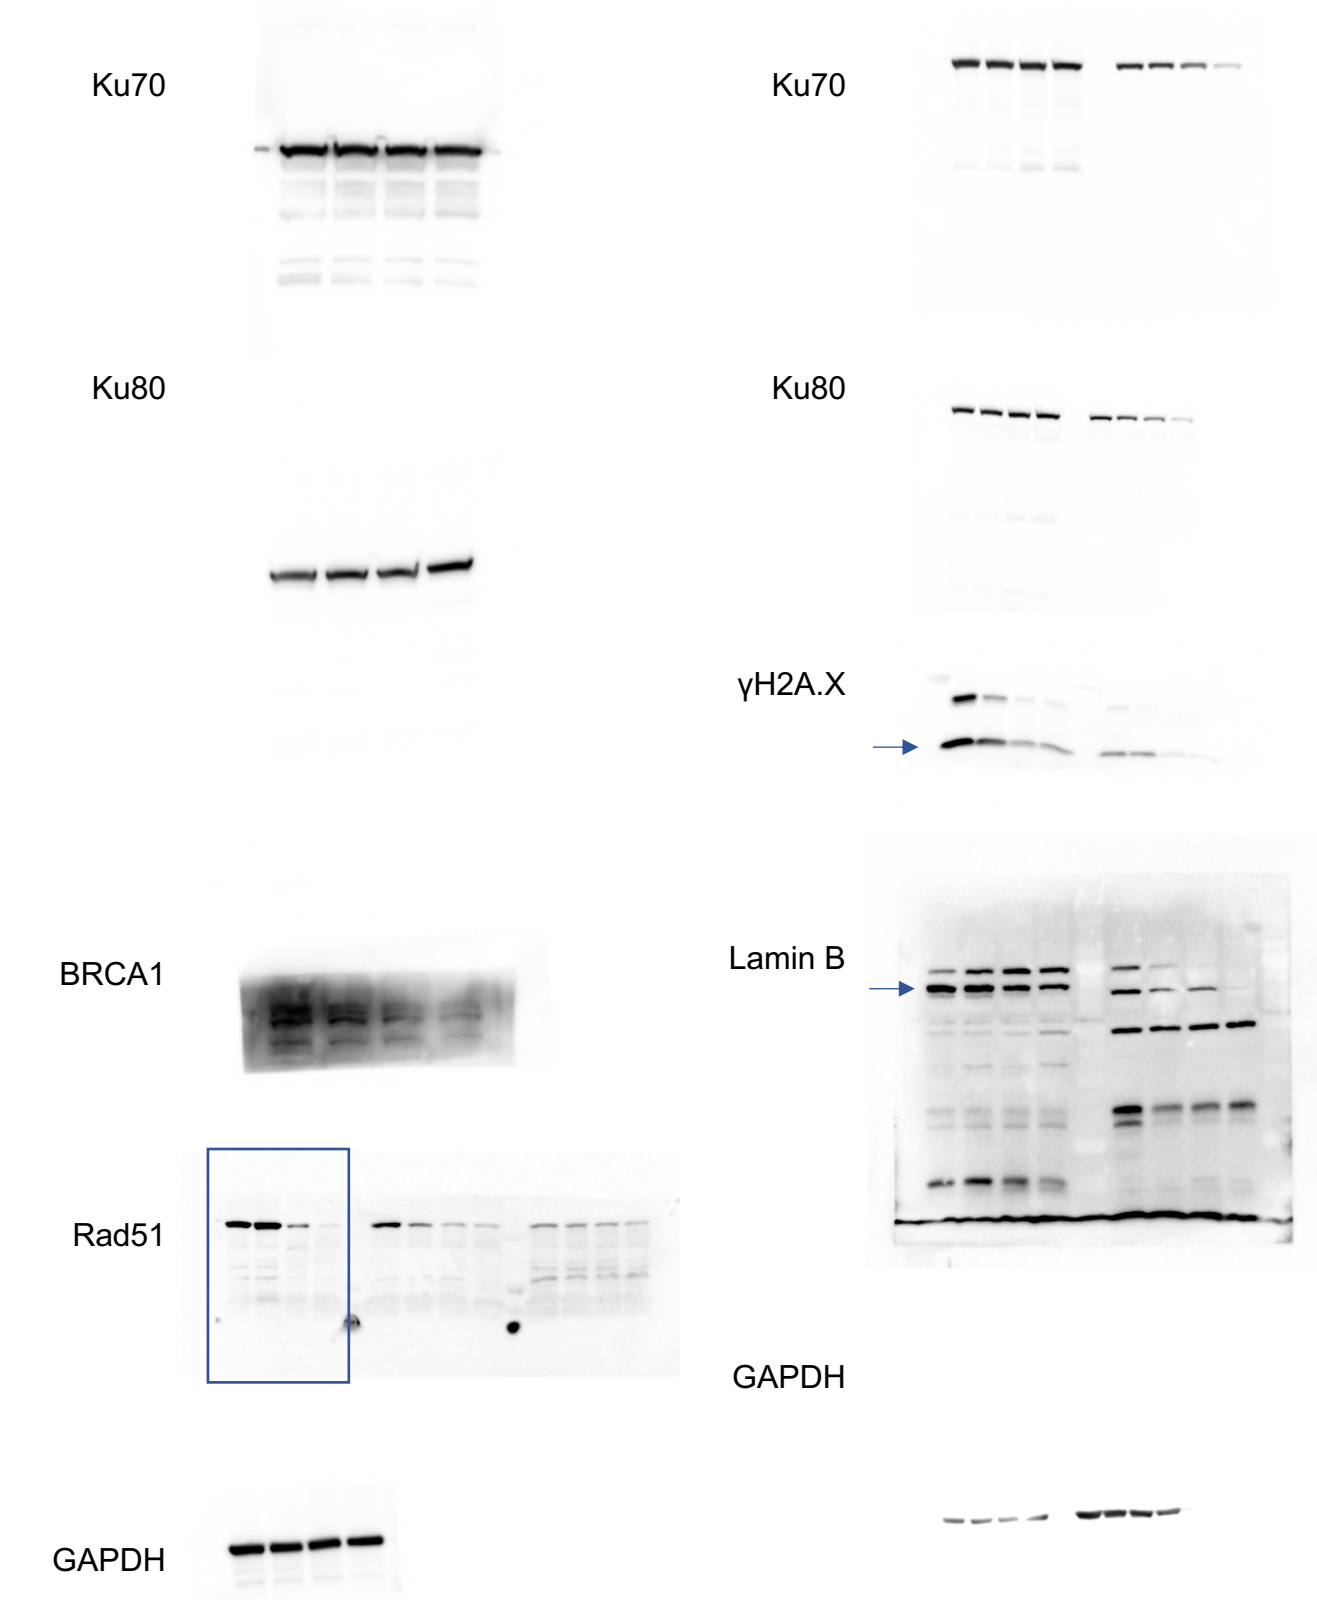

Fig. 7C 22RV1

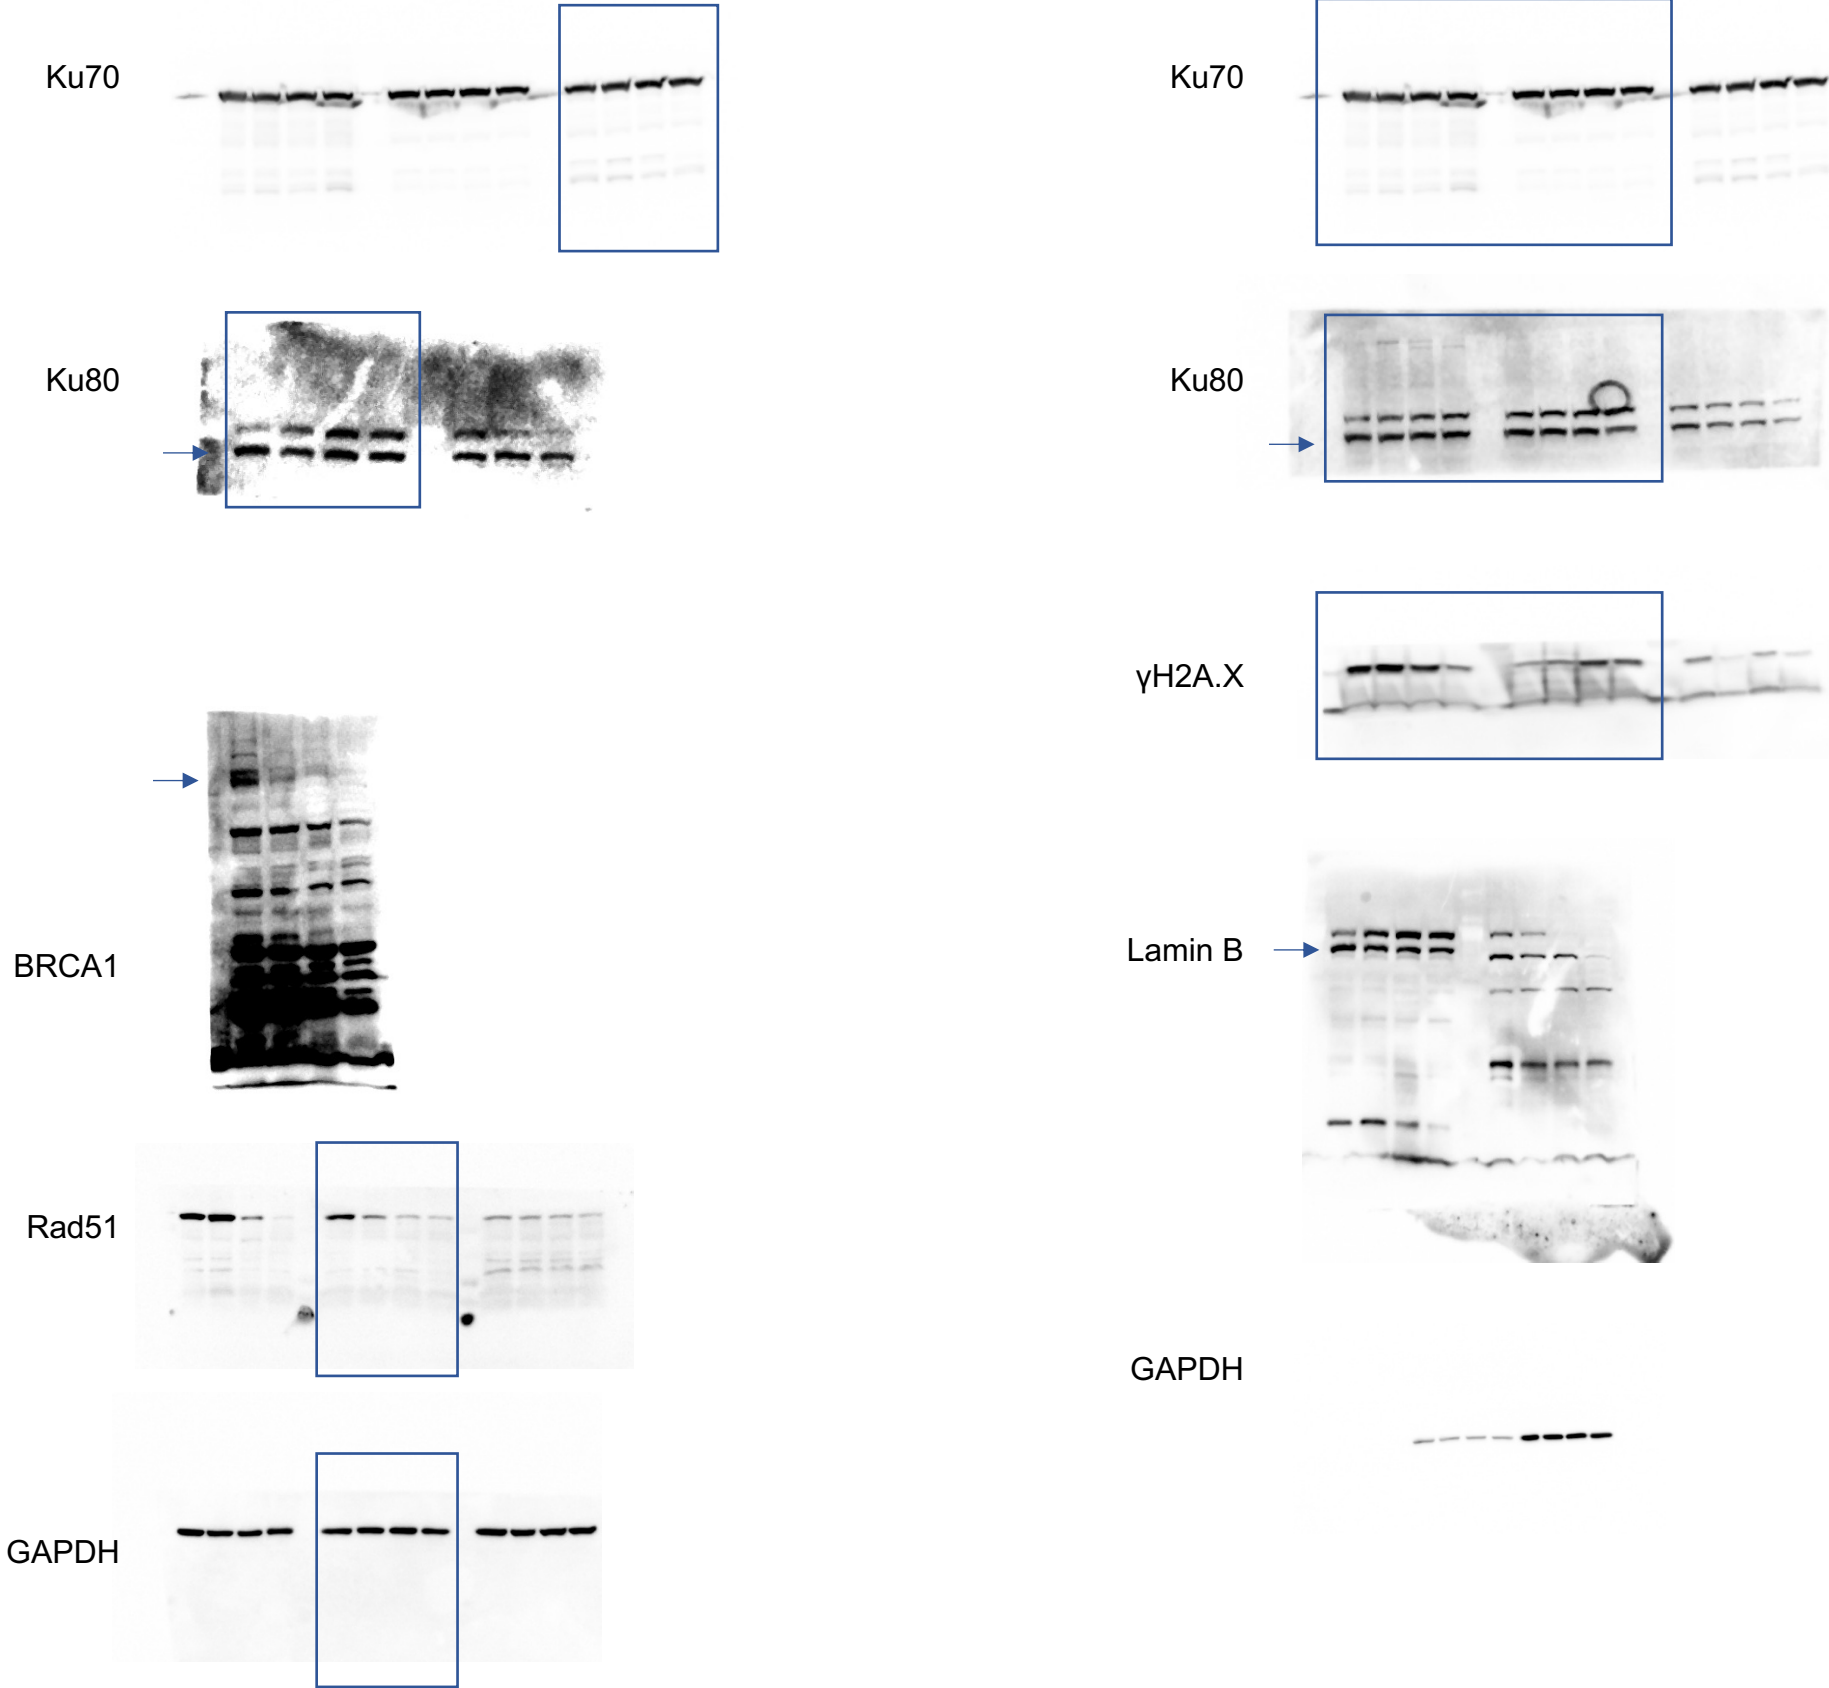

Fig. S3B DU145

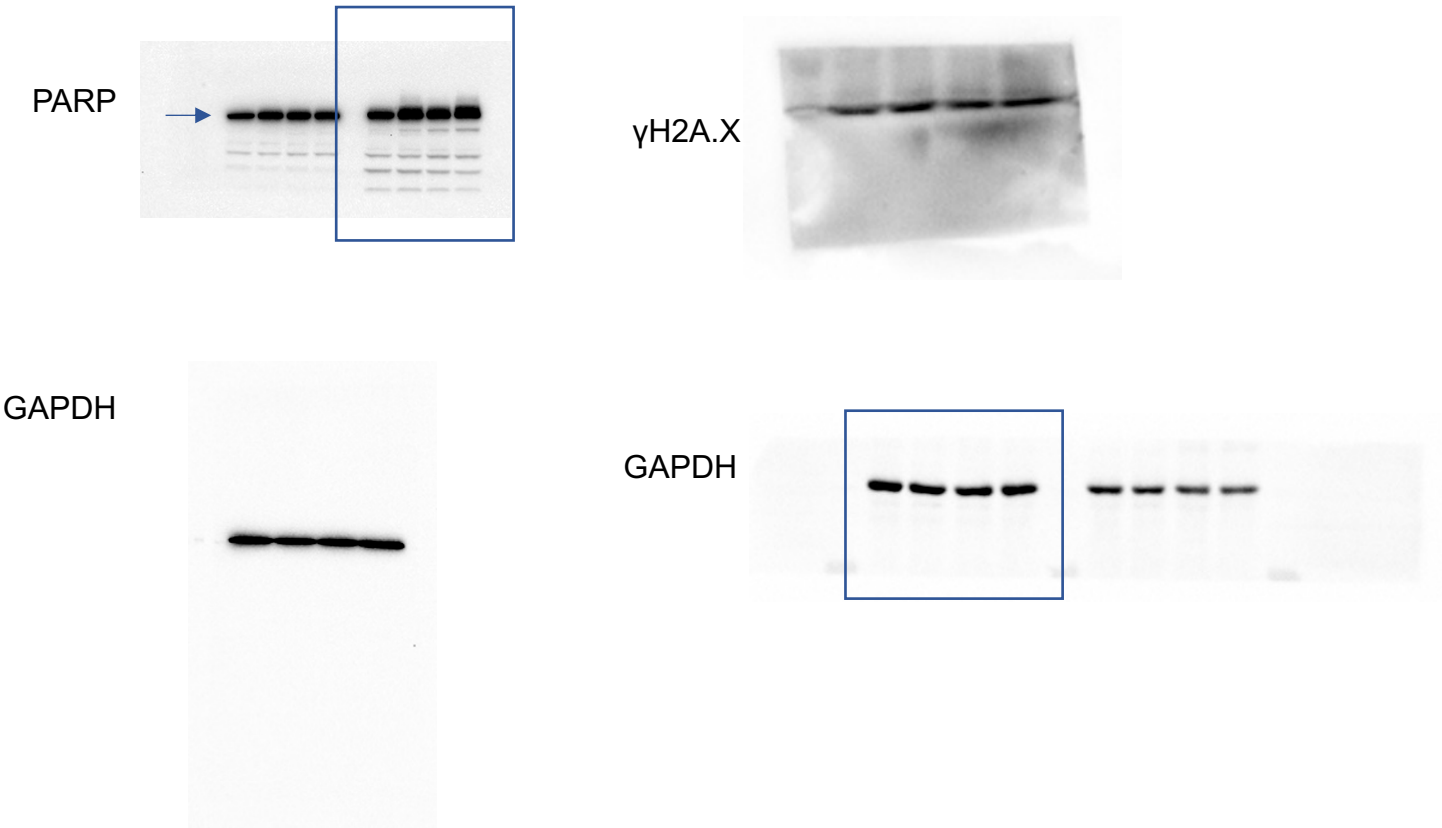

Fig. S3E PC-3

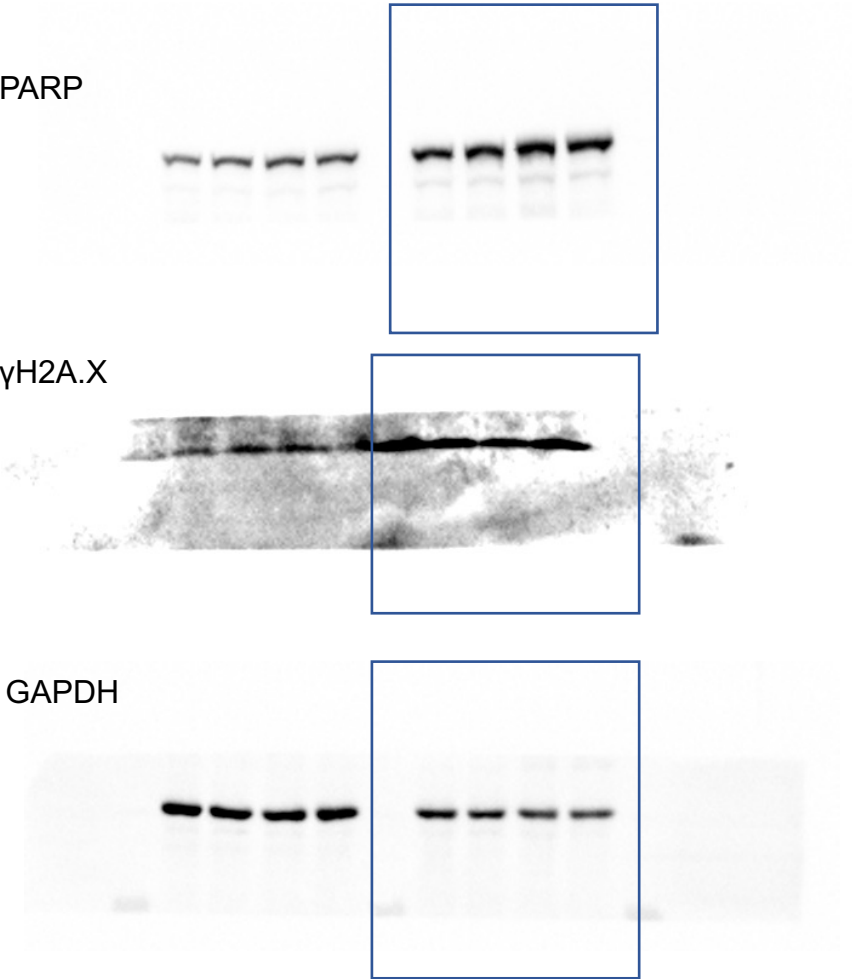

Fig. S3F 22RV1 xenograft model

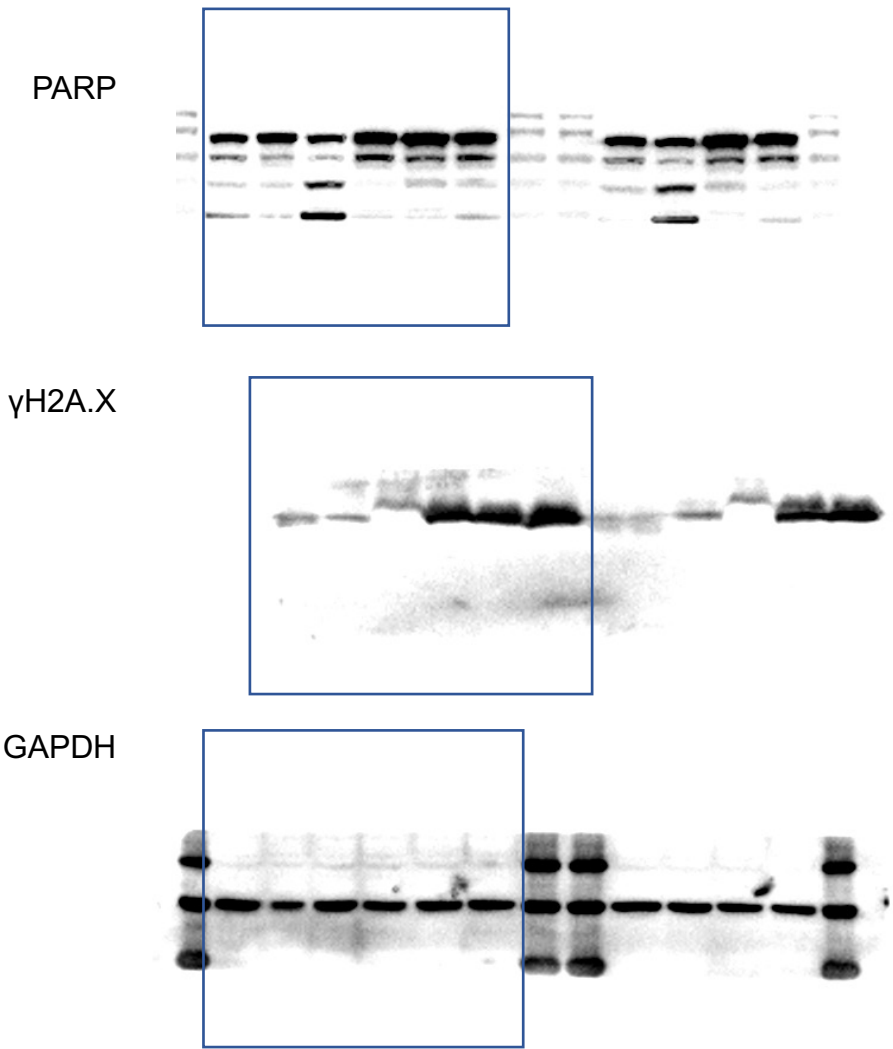

Fig. S6D C4-2

FOXA1

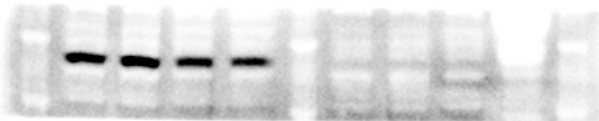

PARP

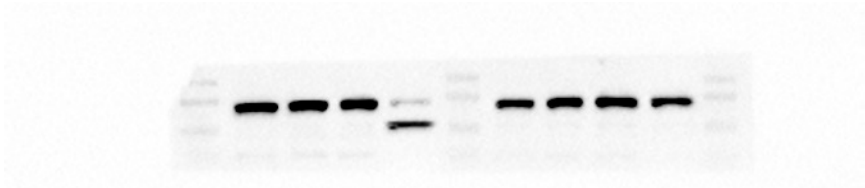

γH2A.X

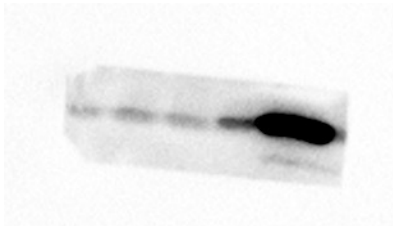

GAPDH

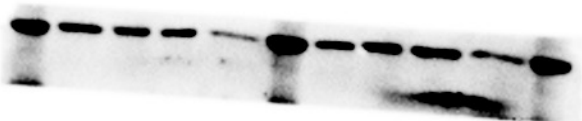

Fig. S6E LNCaP

FOXA1

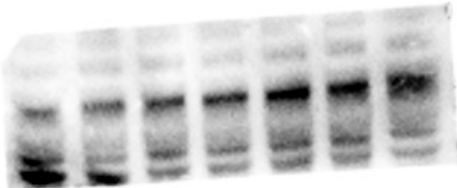

GAPDH

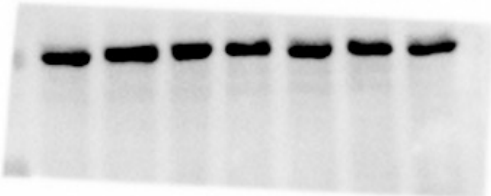

Fig. S6E 22RV1

FOXA1

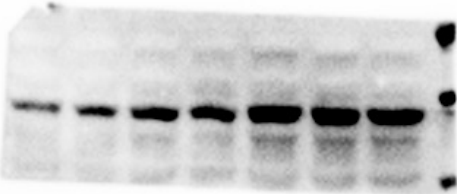

GAPDH

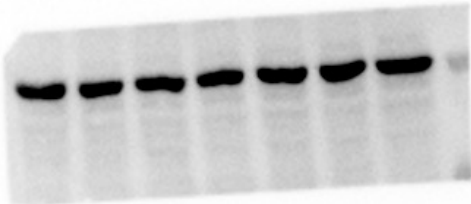

Fig. S7A 22RV1

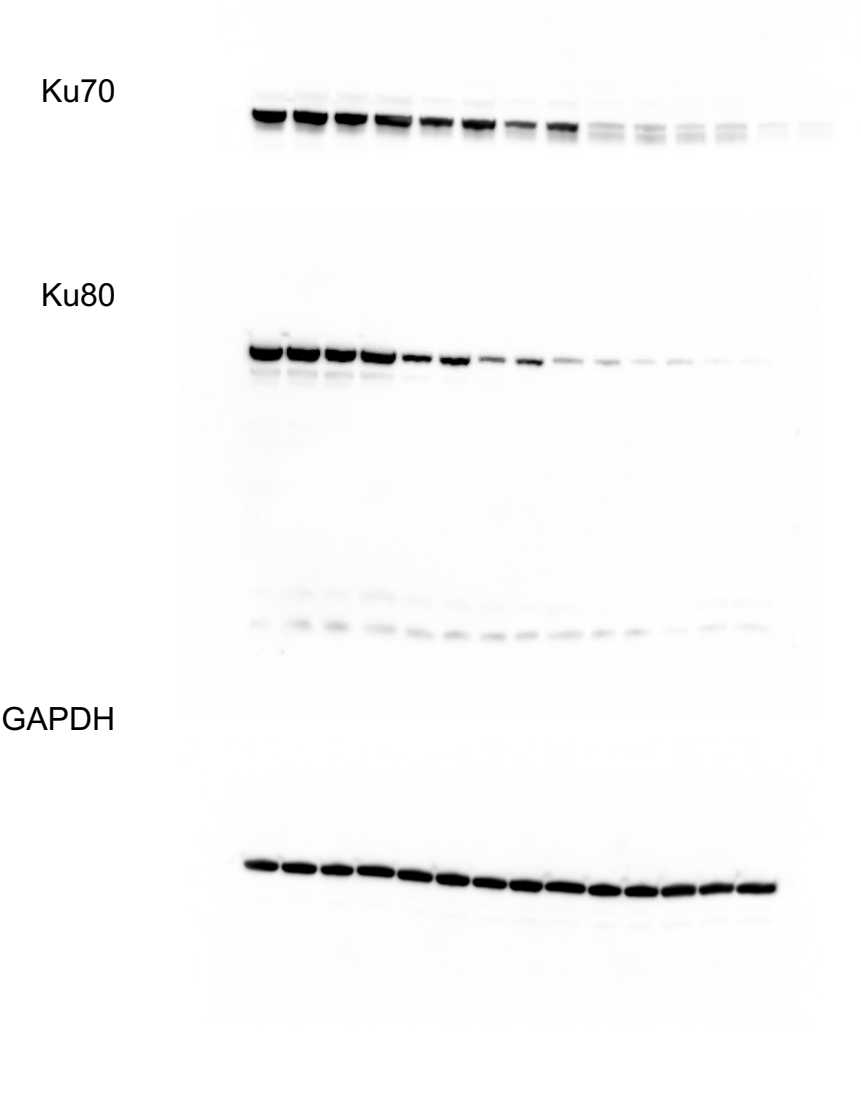

Fig. S7B LNCaP

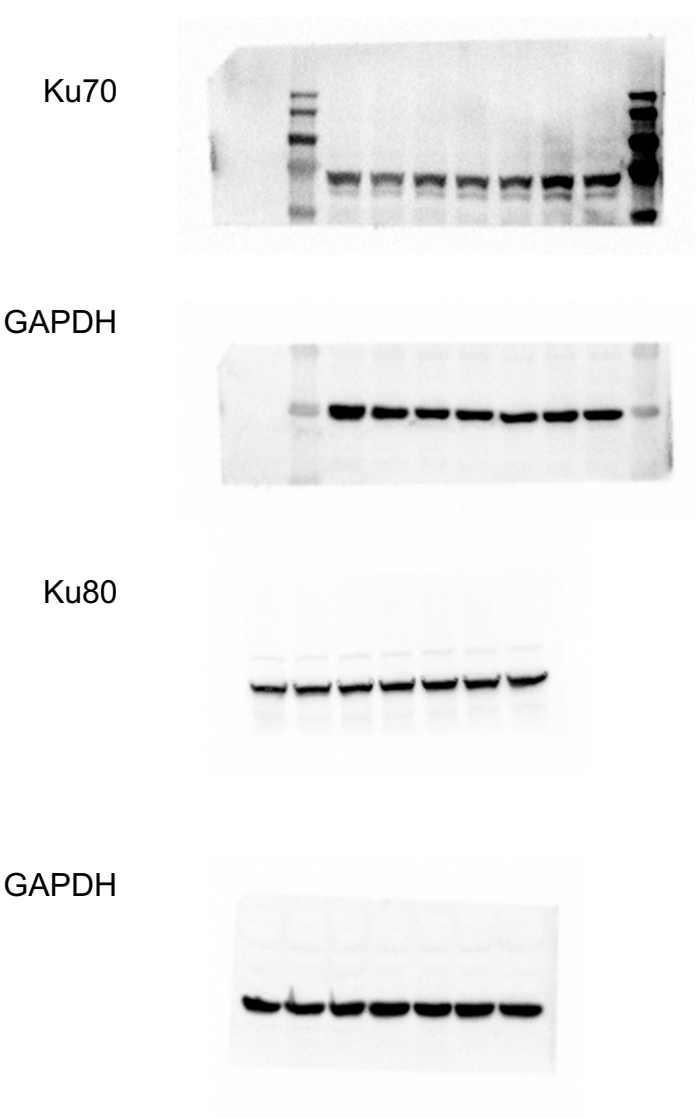

Fig. S7C 22RV1

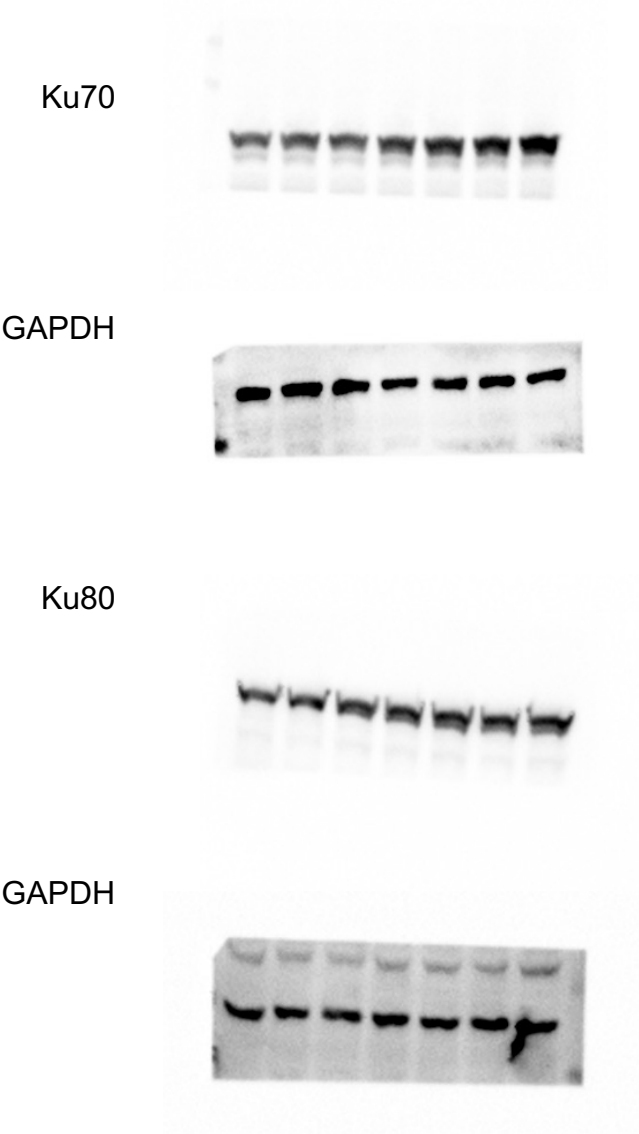

Fig. S8B C4-2

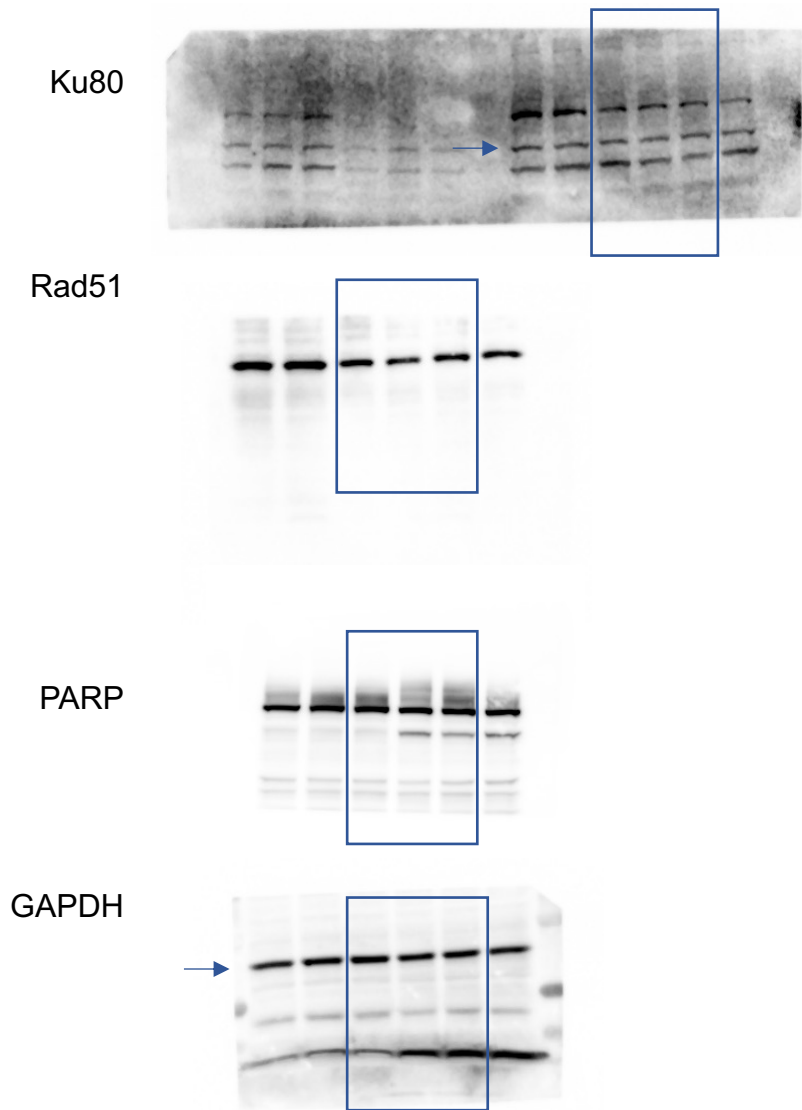

Fig. S8C C4-2

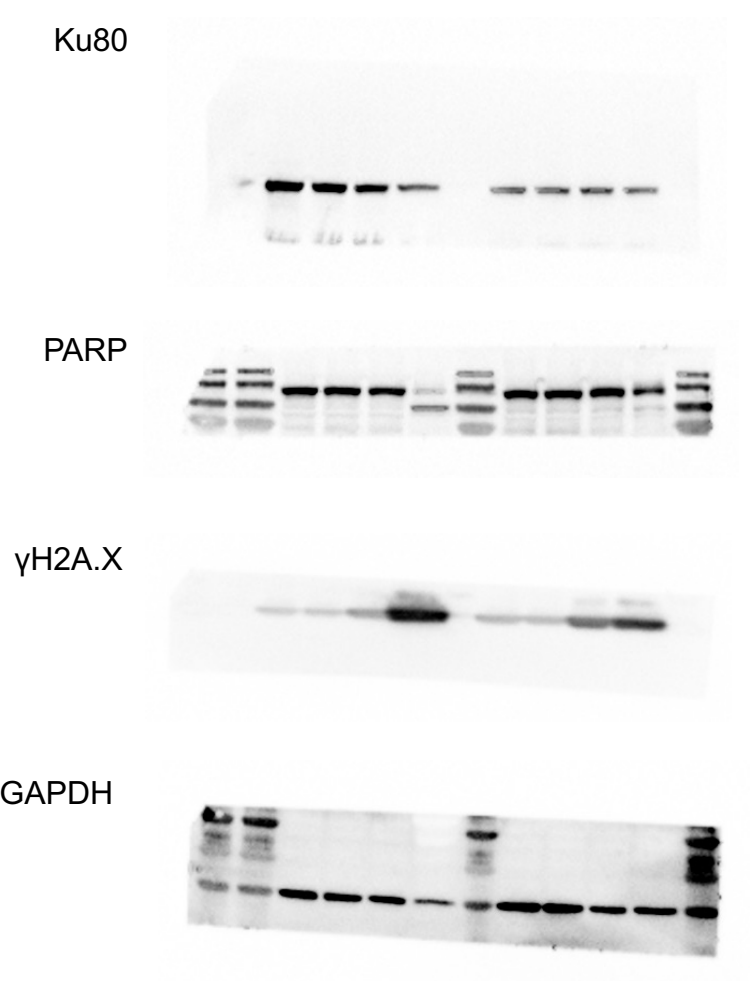

Fig. S8D DU145

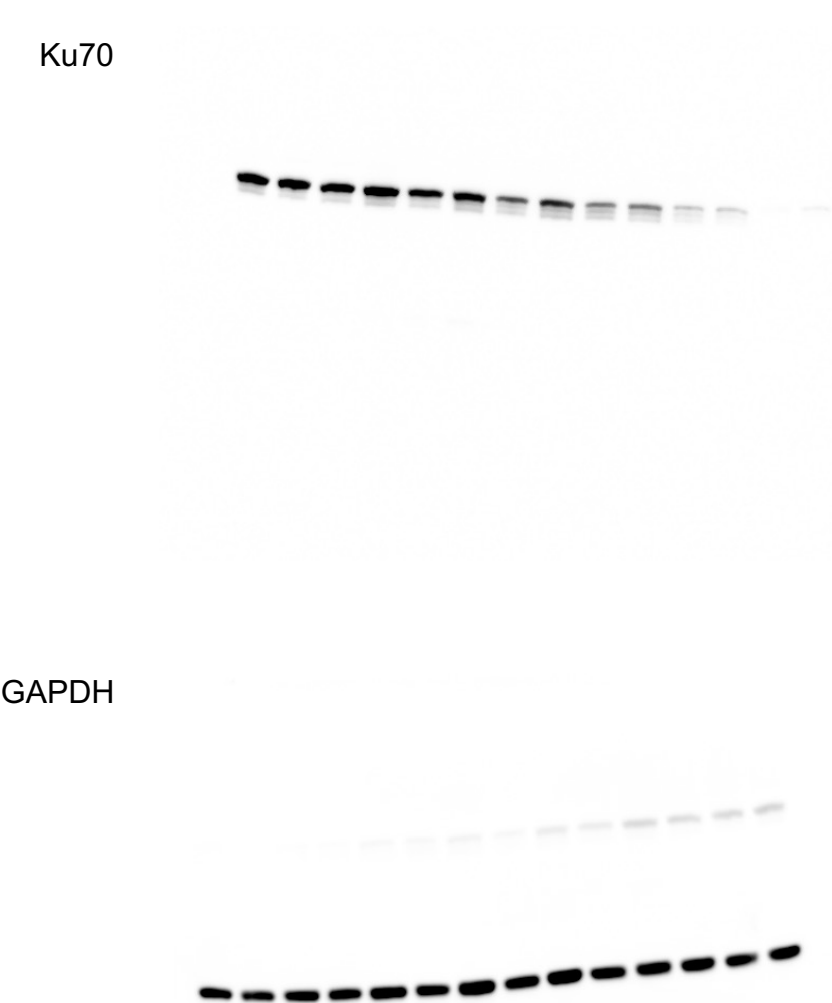

Fig. S8E DU145

Ku70

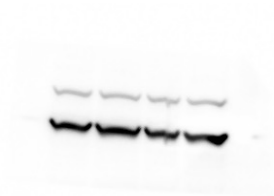

Ku80

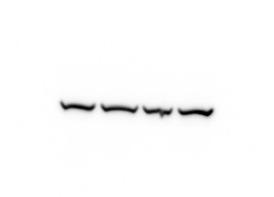

BRCA1

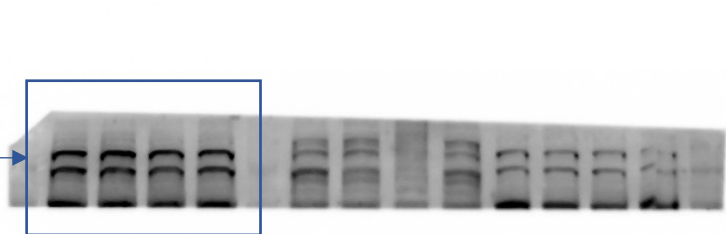

Rad51

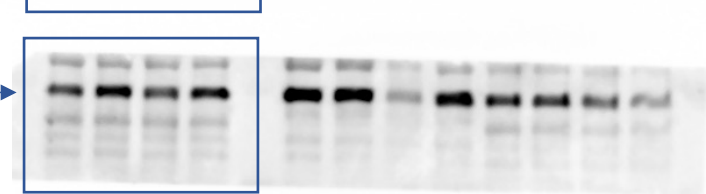

GAPDH

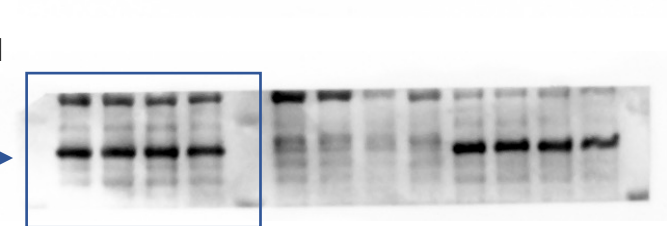

Ku70

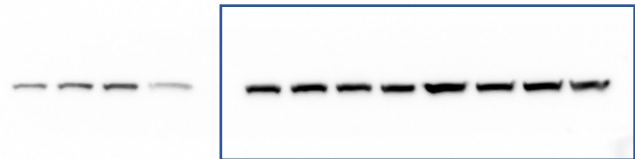

Rad51

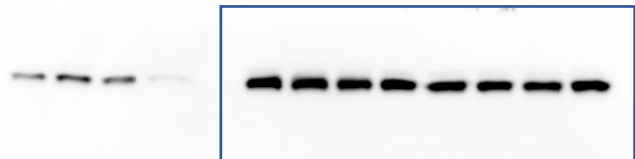

$\gamma$ H2A.X

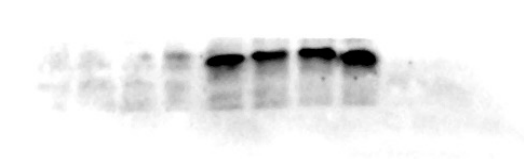

PARP

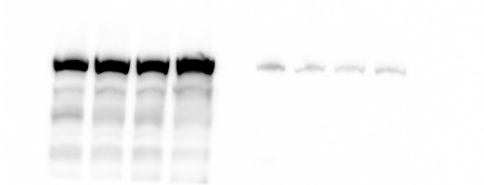

Lamin B

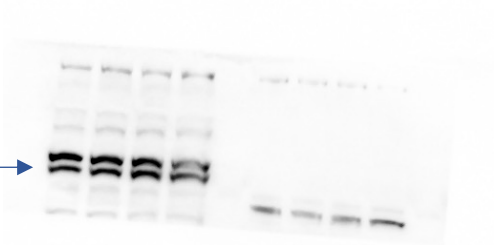

GAPDH

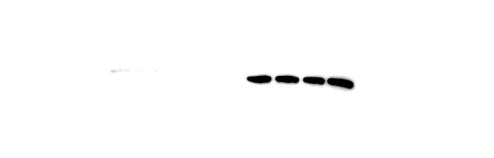

**Supplement:** Supplementary file 4 — Western blot original data file

How the deposited data were processed for this re-analysis (not part of the article)

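RNA sequencing measured gene expression in 2 prostate cancer cell lines, C4-2 and 22RV1, treated with DMSO, or for 48 h with 8 μM or 12 μM ivermectin. There were 3 libraries of each treatment and 18 in all. For each cell line the authors deposited 1 table of read counts per gene and library. The labels name TRIzol extraction and a NEBNext Ultra library kit. Read alignment, counting, strand setting and annotation are not given in the sources used here. The values are whole numbers whose totals differ between libraries, as raw counts do. The Ensembl identifiers in both tables are those of GENCODE v29. Numbered loci without an identifier (586 in the C4-2 table and 350 in the 22RV1 table) were kept in the fit of their own cell line and took 0.105% to 0.259% of the counts of a library. They were left out of comparisons between the cell lines, since a number need not stand for the same locus in both tables.

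Counts were analysed with edgeR 4.0.16 in R 4.3.3. Features were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, and libraries were scaled by TMM. The 9 libraries of a cell line were fitted together with glmQLFit, and glmQLFTest compared each dose with DMSO and 12 μM with 8 μM. Adjusted p values are Benjamini-Hochberg adjusted over the features tested. A feature was called at an adjusted p under 0.05 and a log2 fold change above 1 or below −1, as in the paper's methods. Concordant genes were called with the same sign in all 4 comparisons with DMSO. The difference in response between the cell lines was tested as an interaction in a fit of all 18 libraries (20910 genes). Gene lists were tested with camera of limma 3.58.1. Alternatives used fry, camera with an estimated correlation, preranked GSEA with fgsea 1.28.0, DESeq2 1.42.0, other scalings, other filters on low counts and each library left out in turn. Annotation was read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

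Replicates carry numbers, and whether these pair the libraries of different treatments was judged by the correlations of their residuals. They ranged from −0.0512 to 0.155 for equal numbers in C4-2 cells and from −0.0936 to 0.0619 in 22RV1 cells, against −0.122 to 0.104 and −0.0689 to 0.0977 for different numbers. Between the C4-2 libraries numbered 3 they were 0.155, 0.131 and 0.0941, so weak pairing there is not excluded. No strong pairing was seen, and replicate number was used as a block only in an alternative. Libraries held 15670926 to 33416621 counts. The biological coefficient of variation was 0.105 in C4-2 and 0.0637 in 22RV1 cells, which sets the precision. The depth allows a limit of 0.0419 CPM in C4-2 cells and 0.0329 CPM in 22RV1 cells for 3 counts over the DMSO libraries.

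The procedure was tested on simulated data in which known genes were changed. In C4-2 cells at 8 μM, 43.75% of genes changed 1.5-fold, 56.25% of those changed 2-fold and 90.3% of those changed 4-fold had an adjusted p under 0.05 (edgeR quasi-likelihood test), and 0, 37.5% and 90.3% were called. In 22RV1 cells the shares were 65.5%, 77.0% and 95.4%, and 1.82%, 45.9% and 95.4% were called. For the interaction they were 31.3%, 72.7% and 89.2%, and 0, 34.8% and 89.2% were called. Of the unchanged genes, 5, 3 and 7 were called in these simulations. A list lowered 1.5-fold was found lower by camera with either correlation, by fry and by preranked GSEA, and 0 of the 13 other lists passed. Genes were simulated independently of each other, so these runs do not test how often lists pass falsely when their genes are correlated. The known changes were given to 200 genes or to 1 list, far fewer than were called in the data. Effects of widespread change on the scaling and on these shares were thus not tested. Fold changes that share DMSO libraries were compared with simulated unchanged groups.

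The tests, the criteria, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, apart from those named in the closing section. The text names each gene that the paper names for its expression or protein assays or as a target of ivermectin, after the bars of Supplementary Fig. S4 had been seen. It also names the 5 concordant genes that rose most and the 5 that fell most, ranked by their smallest log2 fold change among genes with a mean count of at least 100, and 10 marker genes of the lists. Results for some of these genes are not reported here. The replicates of treated and DMSO groups did not overlap for 51 of the 59 named genes tested in C4-2 cells at each dose and for 59 and 60 of 61 in 22RV1 cells. Without the genes chosen for being concordant, whose separation is favored by that choice, they were 41 of 49 at each dose in C4-2 cells and 49 and 50 of 51 in 22RV1 cells, where 10% would be separated by chance. The 14 lists were E2F target, S phase, G2 and M phase, MYC target, p53 target, apoptosis, TNF and NF-κB, homologous recombination, non-homologous end joining, androgen-induced, cholesterol synthesis, integrated stress response, unfolded protein response and lysosome and autophagy genes. The MSigDB, TRANSFAC and gene ontology sets and the FOXA1 ChIP-seq signatures of the paper were not used. Proteomic, RT-qPCR, western blot and animal data of the paper were left out, and were not analysed here. Isoforms could not be separated in counts per gene. Overlapping genes and paralogs can share reads, which is stated where such genes are named.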

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

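The tests of scaling, of single libraries, of a shared factor for mitochondrial transcripts and of other groupings of the libraries were chosen only after the results were seen.

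The response to ivermectin differed between C4-2 and 22RV1 cells for 4156 genes at 8 μM and 8297 at 12 μM, by the interaction over all 18 libraries (edgeR quasi-likelihood test, adjusted p under 0.05 and a difference above 1 or below −1). In the fits of each cell line, 136 genes at 8 μM and 706 at 12 μM were called in opposite directions in the cell lines, of which 122 and 655 also passed the interaction. In 40 draws that permuted the treatments within each cell line, only the real one, 1 of 40, gave as many genes by the interaction, and the highest other gave 3676 and 13. A chance assignment of libraries to treatments can thus be excluded. The draws break up every effect of treatment, so they do not test whether the response differs between the cell lines, and the genes called in opposite directions were not counted in them.

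Lists of genes also differed in their response, given as the median difference of 22RV1 minus C4-2 cells (camera). At 8 μM it was −2.49 for E2F target genes (adjusted p = 1.84e-85), −2.31 for S phase genes (adjusted p = 5.48e-44), −2.27 for G2 and M phase genes (adjusted p = 2.63e-57), −1.27 for homologous recombination genes (adjusted p = 8.83e-08) and −0.65 for androgen-induced genes (adjusted p = 3.75e-05). Cholesterol synthesis genes had −1.54 (adjusted p = 8.13e-27) and integrated stress response genes 1.06 (adjusted p = 1.36e-22). At 12 μM the differences were −2.71 for E2F target genes (adjusted p = 3.67e-50), −2.98 for S phase genes (adjusted p = 2.45e-30), −4.35 for G2 and M phase genes (adjusted p = 1.03e-83) and −1.46 for homologous recombination genes (adjusted p = 3.97e-07). For cholesterol synthesis genes the difference was −2.26 (adjusted p = 1.10e-31), for integrated stress response genes 0.94 (adjusted p = 2.94e-11), for unfolded protein response genes 0.74 (adjusted p = 2.25e-05) and for TNF and NF-κB genes 0.88 (adjusted p = 0.0126). All 15 of these list differences passed in the same direction after a trend with GC content and gene length was removed from each library, with every library thinned to 15670926 counts, without mitochondrial genes, under both other scalings run, and with each library left out in turn. These tests argue against each of these technical explanations as the whole cause. At 8 μM p53 target, TNF and NF-κB and unfolded protein response genes, which had not passed, passed after the correction for GC content and length (adjusted p = 0.0263, 0.0261 and 0.0464, camera), and p53 target genes also with thinned libraries (adjusted p = 0.0379). With an estimated correlation, androgen-induced genes at 8 μM and TNF and NF-κB and unfolded protein response genes at 12 μM did not pass (adjusted p = 0.0665, 0.237 and 0.170). In the draws that permuted the treatments, chance cannot be excluded for the number of lists by camera, which was 7 at 8 μM and 8 at 12 μM, since 29 and 23 of 40 gave as many and the highest other gave 12 at each dose. By fry a chance assignment to treatments can be excluded, with 12 and 13 lists, 1 of 40 draws in each case, and a highest other of 4, which again does not test a difference between the cell lines. A biological difference between the cell lines in their response is a candidate explanation that stays open. The labels give no batch, and a batch that coincided with cell line would cancel in part, because each cell line has its own DMSO libraries.

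CDKN3 was called in opposite directions in the cell lines at 12 μM. It had log2 fold changes of 1.71 in C4-2 and −4.50 in 22RV1 cells, a difference of −6.17 (standard error 0.183, adjusted p = 3.71e-19, edgeR quasi-likelihood test). After the correction for GC content and length the difference was −6.18, and with thinned libraries −6.17. These values argue against both as the whole cause, and a cell line difference remains a candidate explanation.

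Some lists that the paper does not discuss moved. Cholesterol synthesis genes rose in C4-2 cells, with medians of 0.43 at 8 μM (adjusted p = 4.75e-06, camera) and 0.66 at 12 μM (adjusted p = 7.11e-04), and fell in 22RV1 cells, with medians of −0.86 (adjusted p = 1.83e-08) and −1.92 (adjusted p = 6.44e-17). Integrated stress response genes had medians of 0.12 in C4-2 cells at 8 μM (adjusted p = 0.00466, camera) and 0.11 at 12 μM (adjusted p = 0.0652, not past 0.05), and of 1.37 and 1.16 in 22RV1 cells (adjusted p = 2.56e-23 and 4.87e-13). With the correlation estimated from the data, the C4-2 results had an adjusted p of 0.0803 and 0.146 for cholesterol synthesis (range over the alternatives 2.67e-09 to 0.0803 at 8 μM and 1.80e-05 to 0.146 at 12 μM), while fry gave 1.18e-04 and 2.15e-05 and preranked GSEA 6.44e-05 and 0.0148. The integrated stress response genes in C4-2 cells at 8 μM had an adjusted p with the estimated correlation of 0.151 (range 1.71e-04 to 0.151). Both lists were also tested after removal of the trend with GC content and length, in thinned libraries and without mitochondrial genes, for which no outcome was predicted. Cholesterol synthesis genes passed in the same direction in each comparison with DMSO, with medians in C4-2 cells at 8 μM of 0.47, 0.43 and 0.45. Integrated stress response genes passed in C4-2 cells at 8 μM (adjusted p = 8.59e-04, 0.00461 and 0.00358) and at both doses in 22RV1 cells. In C4-2 cells at 12 μM the adjusted p was 0.0102, 0.0756 and 0.0613.

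Mitochondrial transcripts moved apart from each other. The median log2 fold change of the 13 mitochondrial mRNAs was −0.37 in C4-2 cells at 8 μM and −1.08 at 12 μM, and −0.59 and −1.64 in 22RV1 cells. Of the 13, 11 were lower in C4-2 cells at 8 μM and 13 in each other comparison, and 7, 11, 13 and 13 were lower at an adjusted p under 0.05 (edgeR quasi-likelihood test). The ribosomal RNA MT-RNR2 rose by 0.40 (adjusted p = 0.0332, edgeR quasi-likelihood test) and 0.68 (adjusted p = 7.49e-04) in C4-2 cells and by 0.67 (adjusted p = 7.09e-10) and 1.74 (adjusted p = 3.67e-17) in 22RV1 cells. MT-RNR1 had −0.78 in C4-2 cells at 8 μM (adjusted p = 9.19e-04, edgeR quasi-likelihood test), 0.01 at 12 μM (adjusted p = 0.966), and 1.85 (adjusted p = 9.40e-18) and 3.56 (adjusted p = 4.74e-22) in 22RV1 cells. MT-RNR2 exceeded the median of the mRNAs at 12 μM by 1.76 in C4-2 and 3.38 in 22RV1 cells, which argues against one factor shared by all mitochondrial transcripts. After the correction for GC content and length the differences were 1.56 and 3.38, which argues against such a trend as the whole cause. The share of ribosomal RNA that library preparation left in each library was not measured, so an effect of RNA selection stays open beside a change in mitochondrial transcripts with dose.

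Other genes that the paper does not discuss changed in all 4 comparisons. Their smallest log2 fold changes, in size, were 2.06 for CDKN1A, 1.56 for GDF15, 1.54 for DDIT3, 1.36 for SQSTM1 and 2.31 for HSPA5, and all rose. DDIT3 shares 39.6% of its exon bases with MARS on the other strand and SQSTM1 22.0% with MRNIP, so a part of their reads is uncertain. DUX4L18 (4.47), OLAH (4.44), CHST1 (4.38), RUBCNL (3.21) and SPX (3.04) rose, and APLN (3.74), HBQ1 (2.89) and FERMT1 (2.81) fell. The size for DUX4L18 is uncertain, since its 3 counts in C4-2 DMSO libraries are all in replicate 3, and with 1 library left out it ranged from 3.94 to 7.56. These sizes are fitted, and for genes near the floor they depend on the prior count. CHST1 had 0 counts in the DMSO libraries of 22RV1 cells, and against a floor of 3 counts over the group it was at least 207-fold higher at 8 μM and at least 1136-fold higher at 12 μM. HBQ1 had 0 counts at 12 μM in C4-2 cells and was at least 32.6-fold lower. DUX4L18 had 3 counts over the DMSO libraries of each cell line, and its ratios were 25.1 (95% counting interval 8.25 to 124) and 286 (97.6 to 1391) in C4-2 cells and 328 (112 to 1597) and 945.6 (323 to 4590.0) in 22RV1 cells. It belongs to a repeated gene family, so its reads can come from several copies. These intervals cover counting error only. No technical explanation was tested for these genes by themselves.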

How the results depend on the processing

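The settings that combine DESeq2, 2 groups and the adjusted p alone were chosen only after the results were seen, and the other settings were not. Of 220 alternative values of the 11 counts, 192 stayed within 1.5 times the count reported. For the 56 tests of lists, 865 of 900 alternatives kept the direction and the side of 0.05, as did 823 of 840 for the 56 tests of differences between doses or cell lines and 3323 of 3380 for the 242 values of single genes. In these 3 families 15, 1 and 38 became weaker, passing no longer, and 20, 16 and 19 became stronger. None turned a result past 0.05 into the opposite direction past 0.05.

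Counting only adjusted p under 0.05 gave 9051 and 12945 genes in C4-2 cells, 13426 and 15224 in 22RV1 cells, 4893 in all 4 comparisons and 3295 concordant ones, because no fold change is asked for. Testing against a fold change of 2 with glmTreat gave 840 and 4164 in C4-2 cells, 3662 in 22RV1 cells at 8 μM, 225 in all 4 and 216 concordant, since that test is stricter. The stricter filter, a mean count of at least 50, tests fewer genes. It gave 1358 and 3645 in C4-2 cells, 3624 and 5913 in 22RV1 cells, 1900 and 3736 between the doses, 350 in all 4, 321 concordant and 5467 between the cell lines at 12 μM. DESeq2 on the 2 groups compared, with the adjusted p alone, gave 8431 and 12777 in C4-2 cells, 12795 and 15666 in 22RV1 cells, 4299 in all 4 and 2996 concordant. With the numbered loci also matched by number these were 4331 and 3006.

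Without the filter on low counts, G2 and M phase genes in C4-2 cells at 12 μM became stronger (median 0.23, adjusted p = 0.00345, camera). With the stricter filter, apoptosis genes in C4-2 cells no longer passed at 8 μM (0.17, adjusted p = 0.0824) or 12 μM (0.24, adjusted p = 0.0814), nor did MYC target genes in 22RV1 cells at 12 μM (−0.45, adjusted p = 0.0854). With fry, which does not compare with other genes, medians are as reported, and these passed as well: androgen-induced genes in C4-2 cells at 8 μM (−0.0696), E2F target (−0.29), G2 and M phase (0.23), homologous recombination (−0.26), end joining (0.31) and integrated stress response genes (0.11) in C4-2 cells at 12 μM, and in 22RV1 cells apoptosis (−0.0539) and end joining genes (−0.23) at 8 μM and end joining genes at 12 μM (0.25). With an estimated correlation, these no longer passed: apoptosis genes in C4-2 cells (0.18, adjusted p = 0.151, and 0.34, adjusted p = 0.131), TNF and NF-κB genes at 8 μM in C4-2 (0.23, adjusted p = 0.211) and 22RV1 cells (0.47, adjusted p = 0.111), MYC target genes in C4-2 cells at 12 μM (−0.42, adjusted p = 0.104) and in 22RV1 cells (−0.70, adjusted p = 0.0982, and −0.53, adjusted p = 0.436), p53 target genes in 22RV1 cells at 12 μM (0.41, adjusted p = 0.0938), cholesterol synthesis genes in C4-2 cells (0.43, adjusted p = 0.0803, and 0.66, adjusted p = 0.146), integrated stress response genes in C4-2 cells at 8 μM (0.12, adjusted p = 0.151) and unfolded protein response genes in 22RV1 cells at 8 μM (0.58, adjusted p = 0.0677). With preranked GSEA, androgen-induced genes in C4-2 cells at 8 μM (−0.0696, adjusted p = 0.0120), apoptosis genes in 22RV1 cells at 8 μM (−0.0539, adjusted p = 0.0412) and integrated stress response genes in C4-2 cells at 12 μM (0.11, adjusted p = 0.0463) passed. The last of these also passed with only the 2 groups compared in the fit (0.10, adjusted p = 0.0322, camera), and without replicate 1, 2 or 3 at 12 μM (adjusted p = 0.0448, 0.0282 and 0.0441). Where the construction of a setting does not show it, the cause was not tested.

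With 1 library left out, counts ranged from 2320 to 2886 and from 6403 to 6679 in C4-2 cells, from 5597 to 5875 and from 9126 to 9274 in 22RV1 cells, from 3338 to 3509 and from 6044 to 6231 between the doses, and from 3918 to 4216 and from 8155 to 8383 between the cell lines. There were 653 to 728 genes in all 4 comparisons, 579 to 641 of them concordant, and 44 to 45 list tests passed. The median of G2 and M phase genes in C4-2 cells at 12 μM ranged from 0.18 to 0.30 and passed without DMSO replicate 2 (0.25, adjusted p = 0.0421, camera). That of androgen-induced genes in C4-2 cells at 8 μM ranged from −0.14 to −0.0182 and passed without replicate 2 at 8 μM (−0.14, adjusted p = 0.0351). With replicate number as a block, counts were 2681 and 6418 in C4-2 cells, 5690.0 and 8944 in 22RV1 cells and 620.0 for concordant genes, and only integrated stress response genes in C4-2 cells at 12 μM changed side (0.11, adjusted p = 0.0497, camera). All alternatives planned were run. Depth limits genes with few counts, such as MMP7, in which only large changes are detectable.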

Differences from the paper's values

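The setting with DESeq2, 2 groups and the adjusted p alone was chosen only after the values were seen. In Fig. 4B the paper gives about 8400 DEGs in C4-2 cells at 8 μM (labelled LNCaP there), about 13000 at 12 μM, about 13000 in 22RV1 cells at 8 μM and about 16000 at 12 μM, read by eye. Here they were 2730.0, 6453, 5760.0 and 8996. For genes in all 4 comparisons the figure gives about 4300, read by eye, against 713 here. The paper's text gives 2997 concordant DEGs, against 627 here. Of the alternatives set in advance, adjusted p alone brought all 6 counts within 1.5 times the paper's (9051, 12945, 13426, 15224, 4893 and 3295). Leaving out the filter on low counts did so for 22RV1 cells at 12 μM (10879). The others, with DESeq2, other scalings, the stricter filter, 2 groups in the fit, the replicate block, each library left out and glmTreat, did not. DESeq2 on the 2 groups compared with the adjusted p alone, chosen after seeing the values, gave 8431, 12777, 12795, 15666, 4299 and 2996, and with numbered loci matched by number 4331 and 3006 for the last pair. The paper lists no genes for these counts, so how many of its calls this setting drops could not be counted. Of the 41 values of the paper compared, 6 differed, and the 35 ratios of Supplementary Fig. S4 did not. A ratio counted as differing only if it was off by more than 1.5 times and also by more than the SD carried over from its replicates. The counts were judged by the rule of 1.5 times alone.

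The paper states that E2F targets are the set repressed most and most consistently in both cell lines, from an enrichment test of its concordant genes with a set not used here. Over all genes tested here, the G2 and M phase genes had the lower median at 8 μM in C4-2 cells and at both doses in 22RV1 cells. By the normalized enrichment score of preranked GSEA they were also lower than E2F target genes in C4-2 cells at 8 μM (−3.02 against −2.52), while in 22RV1 cells E2F target genes had the lower score at 8 μM (−3.09 against −3.02) and at 12 μM (−2.93 against −2.89). Among the concordant DEGs found here were 8 E2F target genes, all lower, and 0 of the 54 G2 and M phase genes. By the adjusted p alone, 28 E2F target genes and 8 G2 and M phase genes were lower in all 4 comparisons (edgeR quasi-likelihood test). E2F target genes did not pass by camera in C4-2 cells at 12 μM (median −0.29, adjusted p = 0.523), though with fry they did (adjusted p = 0.00562). In 22RV1 cells all 68 E2F target genes were lower at both doses.

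The paper states that E2F1 mRNA falls with dose. Here its level at 12 μM exceeded that at 8 μM in C4-2 cells by 1.01 (adjusted p = 3.72e-05, edgeR quasi-likelihood test) and in 22RV1 cells by 1.11 (adjusted p = 4.72e-09), while both doses lay below DMSO in both cell lines.

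The paper's RT-qPCR shows lower CDKN3 and CDCA2 in C4-2 cells (Fig. 5B). Here CDKN3 was −0.13 at 8 μM (adjusted p = 0.454, edgeR quasi-likelihood test) and 1.71 at 12 μM, and CDCA2 was −0.93 and 0.82. CAMKK2, also in that panel, fell at both doses, as did CDKN3 and CDCA2 in 22RV1 cells. MET, which the panel also shows lower, had −0.99 (adjusted p = 0.0248, edgeR quasi-likelihood test) and −0.38 (adjusted p = 0.322). The paper's western blot shows a slight decrease of FOXA1 (Fig. 5C), while FOXA1 mRNA had a log2 fold change of −3.37 in C4-2 cells at 12 μM.

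The paper states that apoptosis genes are enriched. In C4-2 cells the list was higher at both doses, and in 22RV1 cells no change was detected by camera (adjusted p = 0.192 and 0.799), though preranked GSEA passed at 8 μM (adjusted p = 0.0412) and fry at 8 μM (adjusted p = 3.49e-04; range over the alternatives 3.49e-04 to 0.951).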

Other observations

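The tests of exchanged dose labels, of scaling, of single libraries, of S phase genes, of gene length for small nucleolar RNAs and of all other groupings were chosen only after the results were seen.

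In C4-2 cells, cell cycle genes were higher at 12 μM than at 8 μM. The median difference was 0.52 for E2F target, 0.49 for S phase and 1.51 for G2 and M phase genes (adjusted p = 9.92e-06, 2.60e-05 and 1.14e-29, camera). The smallest of these 3 medians was 0.514 after a trend with GC content and length was removed, 0.513 with thinned libraries, 0.482 without mitochondrial genes, 0.294 over the other scalings and 0.480 with each library left out, and these values argue against each of these as the whole cause. An exchange of the labels of 8 μM and 12 μM in C4-2 cells was also considered. The changes between the doses in the 2 cell lines correlated across other genes with r = 0.214. An exchange would make r negative if both cell lines responded alike to dose, but whether they do is not known. The lists past 0.05 between the doses in both cell lines (camera) moved in the same direction in each. Androgen-induced genes had medians of −0.86 in C4-2 and −0.76 in 22RV1 cells, and unfolded protein response genes 0.46 and 1.26. TNF and NF-κB genes had 0.29 and 1.04, and MYC target genes 0.30 and 0.32. An exchange would also mean fewer DEGs in C4-2 cells at the higher dose (2730 against 6453). These values argue against an exchange of labels but do not exclude it. 

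Homologous recombination genes may follow the S phase genes, in place of a change of their own. Without the genes shared with the S phase list, the test of whether homologous recombination genes follow the S phase genes found the same sign of the 2 medians in 5 of 6 comparisons (3 of 6 for end joining genes), so the explanations cannot be told apart with so few comparisons.

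Small nucleolar RNAs were higher at 12 μM in 22RV1 cells, with a median of 2.35 over 36 RNAs, of which 32 were higher and 1 lower at an adjusted p under 0.05 (edgeR quasi-likelihood test). At 8 μM the median was 0.98, and in C4-2 cells −0.12 and 0.40 over 30 RNAs. Across protein-coding genes, Spearman's rho between length and the change at 12 μM in 22RV1 cells was 0.0181, and in the other comparisons it was 0.164 at 8 μM in 22RV1 cells and 0.105 and 0.1251 at 8 and 12 μM in C4-2 cells. A bias toward short RNAs over all lengths would make rho negative, so the value at 12 μM in 22RV1 cells argues against it as the whole cause there. A change in how short RNAs were kept in library preparation stays open.

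For 6 libraries there are 10 splits into 3 and 3, too few for chance to be excluded by their share. The real split was the only one, 1 of 10, to give as many called genes in each of the 6 comparisons. It gave 2687, 6141 and 3262 in C4-2 cells (8 μM, 12 μM and between the doses) and 5547, 8908 and 5652 in 22RV1 cells, and the highest of the other splits gave 0 by edgeR. With fry the real split was again 1 of 10, with 13, 13 and 12 lists in C4-2 and 14, 13 and 11 in 22RV1 cells, and the highest other gave 0. With camera, splits with as many lists numbered 1, 1 and 7 in C4-2 and 1, 3 and 4 in 22RV1 cells, with 12, 9 and 10, and 12, 12 and 5 lists in the real split and 10, 8, 11, 11, 12 and 7 in the highest other. For concordant genes, 1 of 40 draws gave as many (the real value of 627), and the highest other gave 0, so that a chance assignment of libraries to treatments can be excluded.

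The remaining named genes had these log2 fold changes at 8 and 12 μM: PRKDC −0.02 and 0.50 in C4-2 cells and −1.45 and −2.45 in 22RV1 cells; MKI67 −1.24 and −0.17 in C4-2 cells and −4.88 and −6.76 in 22RV1 cells; H2AX −0.79 and −1.36 in C4-2 cells and −3.31 and −1.93 in 22RV1 cells. For PARP1 they were −0.19 and −0.56 in C4-2 cells and −1.45 and −1.17 in 22RV1 cells. For the proposed targets of ivermectin these were KPNB1 −0.53 and −0.11 in C4-2 cells and −0.96 and −0.97 in 22RV1 cells, HSPB1 −1.31 and −0.48 in C4-2 cells and −1.51 and 0.11 in 22RV1 cells and PAK1 −0.01 and 0.31 in C4-2 cells and 0.21 and 0.31 in 22RV1 cells. The change of PAK1 in C4-2 cells at 12 μM had an adjusted p of 0.0398 (edgeR quasi-likelihood test) and did not pass in 10 of 14 alternatives, with an adjusted p from 0.0125 to 0.497 over all of them. In 22RV1 cells at 8 μM the change of PAK1 had an adjusted p of 0.0256 and did not pass in 5 of 14, with a range from 9.29e-04 to 0.128. KPNB1 in C4-2 cells at 12 μM passed with upper-quartile scaling (−0.33, adjusted p = 6.25e-04, edgeR quasi-likelihood test), library-size scaling (−0.24, adjusted p = 0.0183) and the stricter filter (−0.21, adjusted p = 0.0107). HSPB1 in 22RV1 cells at 12 μM passed with upper-quartile scaling (0.22, adjusted p = 0.00243), RLE (0.14, adjusted p = 0.0392) and the stricter filter (0.21, adjusted p = 0.00423).

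GAPDH had log2 fold changes of 0.02 and −0.04 in C4-2 cells and −0.82 and −1.15 in 22RV1 cells, and shares 14.2% of its exon bases with another gene. Under the other scalings it stayed lower in 22RV1 cells, between −0.71 and −0.83 at 8 μM and between −1.04 and −1.14 at 12 μM, and in C4-2 cells at 12 μM it was −0.26 with upper-quartile scaling (adjusted p = 0.00655, edgeR quasi-likelihood test). CDH2, which encodes N-cadherin, had 15 counts over the DMSO libraries, 13 of them in replicate 2, 3 at 8 μM and 8 at 12 μM in C4-2 cells, too few and too uneven to tell a change, and log2 fold changes of −0.97 and −1.24 in 22RV1 cells. Markers of the lists were ASNS 0.89 and 1.39 in C4-2 cells and 1.504 and 2.08 in 22RV1 cells, TRIB3 0.61 and 1.34 in C4-2 cells and 0.97 and 2.07 in 22RV1 cells and HMGCS1 0.93 and 1.90 in C4-2 cells and −1.10 and −0.78 in 22RV1 cells. ASNS shares 44.6% of its exon bases with AC079781.5 on the same strand and HMGCS1 15.0% with AC114947.2, so their counts are uncertain. Library-size scaling moved the median of all features by more than elsewhere at 12 μM in C4-2 cells, to −0.17, and at 8 μM in 22RV1 cells, to 0.11.

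Unfolded protein response genes were higher, with medians of 0.57 and 1.04 in C4-2 cells (adjusted p = 4.83e-12 and 1.90e-13, camera) and of 0.58 and 1.69 in 22RV1 cells (adjusted p = 1.38e-09 and 4.07e-24), although with an estimated correlation the first of these in 22RV1 cells had an adjusted p of 0.0677. Lysosome and autophagy genes had medians of 0.57 and 0.98 in C4-2 cells (adjusted p = 9.90e-14 and 3.47e-18, camera) and of 0.66 and 0.65 in 22RV1 cells (adjusted p = 8.38e-10 and 6.61e-07).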
